# Role of SCAP in regulation of pancreatic homeostasis, pancreatitis, and tumorigenesis

**DOI:** 10.1038/s41388-026-03784-y

**Published:** 2026-04-15

**Authors:** Anna C. Lilly, Valerii A. Pavlov, Shabnam Pirestani, Adam Chatoff, Kathy Q. Cai, Edna Cukierman, Nathaniel W. Snyder, Igor Astsaturov, Erica A. Golemis

**Keywords:** Pancreatic cancer, Cancer models, Differentiation

## Abstract

Levels of pancreatic ductal adenocarcinoma (PDAC) are increasing, with epidemiological studies nominating obesity, altered cholesterol metabolism, and elevated lipids as risk factors. In prior studies, we determined that elevated expression of sterol regulatory element binding protein 2 (SREBP2), a transcription factor directing lipid biosynthesis, promoted epithelial-mesenchymal transition and aggressive tumorigenesis in the KPC (*LSL-Kras*^*G12D*^*;Trp53*^*f/f*^*;Pdx1-Cre*) mouse model of PDAC. We analyzed the consequences of deleting SCAP, a scaffolding protein required for SREBP activation, in KPC mice. Unexpectedly tumorigenesis in KPCS mice was significantly accelerated, with a preponderance of sarcomatoid carcinomas. To better understand SCAP action, we analyzed loss of pancreatic SCAP in isolation in *Scap*^*Δpanc*^ *(Pdx1-Cre;Scap*^*f/f*^) mice. Pancreata of *Scap*^*Δpanc*^ mice had rapid progressive loss of acinar cells, acinar-ductal metaplasia (ADM), infiltration of adipose cells, increased fibrosis, and infiltration of immune cells, indicative of chronic pancreatitis. Single cell RNA sequencing indicated that loss of SCAP suppressed SREBP-dependent transcriptional programs in endocrine and exocrine precursors, but was associated with enhanced SREBP2 activity in fibroblastic populations, compatible with formation of a pro-tumorigenic tumor microenvironment. Together, these results implicate lipid metabolism via SCAP-SREBP signaling as an important metabolic regulator of acinar-ductal differentiation and pancreatic carcinogenesis.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) is the most common cancer of the pancreas, with pancreatic cancer affecting 67,440 individuals in the United States in 2025 [1]. Rates of PDAC have been rising in the general population, with the increase of associated risk factors including obesity, accumulation of visceral fat, diabetes, and chronic pancreatitis [2]. A common feature of many of these risk factors is dysregulated lipid metabolism. A core mechanism governing lipid metabolism is the SCAP-SREBP1/2 signaling axis.

Under physiological growth conditions, transient induction of the SREBP transcription factors (SREBP1a, SREBP1c, and SREBP2) induces genes involved in synthesis of fatty acids and cholesterol so as to support regulated cell growth and replacement [3]. Full-length SREBP proteins are typically retained at the ER based on interaction with an ER-associated transmembrane scaffolding protein known as SREBP cleavage activating protein (SCAP) [4]. Prior to activation of the pathway, SCAP interacts with a second protein, insulin-induced gene (INSIG), maintaining the SCAP-SREBPs complex in an inactive form [4, 5]. Upstream signals including elevated glucose disrupt the INSIG interaction with SCAP-SREBPs, freeing the SCAP-SREBP complex to translocate to the Golgi, where SREBPs are cleaved by the proteases S1P and S2P. This cleavage releases the N-terminal SREBP fragment, which translocates to the nucleus and activates transcription of genes including HMG-CoA synthase (HMGCS1), fatty acid synthase (FAS), HMG-CoA reductase (HMGCR), and others, leading to production of cholesterol and fatty acids. As levels of these lipids rise, cholesterol binds to SCAP and causes it to associate with INSIG [6, 7], turning off the cycle.

In past work, we reported that SREBP1 induced as a result of cholesterol depletion subsequently bound to the promoter of TGFβ1, a secreted cytokine which in turn induced an autocrine TGFBR-SMAD2/3 signaling cascade in PDAC cells [8]. This caused an epithelial-mesenchymal transition (EMT), and resulted in tumors with the more lethal basal subtype versus the classic more epithelial subtype in a KRAS mutated, P53-deficient mouse model (KPC mice) [8]. These results aligned with findings by others that elevated SREBP activity can contribute to other forms of gastrointestinal tumors [9]. Importantly, analysis of patient specimens also suggested a correlation between use of cholesterol-lowering statins, and a tendency toward EMT and hallmarks of aggressive disease in patient PDAC specimens [8]. These results raised the possibility that suppression of pancreatic SREBP signaling may provide a useful strategy to prevent more aggressive forms of PDAC but emphasized the need to investigate underlying signaling mechanisms.

To better understand the requirement for SREBP in the pancreas, we have now analyzed a mouse model in which *PDX1-*Cre causes loss of SCAP, and therefore loss of SREBP activation, in KPC mice. Unexpectedly, this resulted in elevated acinar-ductal metaplasia (ADM), accelerated tumor formation, shortened survival, and a conversion to more mesenchymal, sarcomatoid tumors. To gain insight into underlying mechanisms, we analyzed in detail the phenotypes associated with SCAP loss during pancreatic development, in the absence of introducing tumor driver mutations. In SCAP deficient pancreata, a rapid post-natal loss of exocrine acinar cells was accompanied by extensive replacement of the tissue mass with adipose cells, accompanied by immune cell infiltration, fibrosis, and ADM. Intriguingly, extensive mechanistic analysis of pancreata and PDAC tumors by single cell sequencing indicated loss of SCAP triggers reactive signaling between exocrine and fibroblastic cells that together create a pro-tumorigenic microenvironment.

## Methods

Additional details are provided as Supplementary Methods.

### Mouse models

The analysis used *Pdx1-Cre* mice ([10], Jax#014647, RRID:IMSR_JAX:014647) and *Scap*^*f/f*^ mice ([11], Jax#004162, RRID:IMSR_JAX:004162) obtained from Jackson laboratory (Bar Harbor, ME). *Ai9* (*B6.Cg-Gt(ROSA)26Sortm9(CAG-tdTomato)Hze/J*) mice ([12], Jax#007909, RRID:IMSR_JAX:007909) were used for lineage-tracing experiments. *KPC* (*LSL-Kras*^*G12D*^*;Trp53*^*f/f*^*;Pdx1-Cre*) mice [8] were used as a model for pancreatic ductal adenocarcinoma. Genotypes were confirmed by PCR using published primer sets established for each strain (Supplementary Table S1). All mice were bred and maintained under defined-flora, pathogen-free conditions at the AAALAC-approved Laboratory Animal Facility at Fox Chase Cancer Center. Age-matched mice of both sexes, equally distributed, were used for experiments unless specified otherwise. All mice were observed and weighed weekly throughout the time of experiments. Mice with AALAC-specified signs of distress or weight loss of more than 10% were euthanized by CO_2_ inhalation followed cervical dislocation per the Institutional Animal Cancer and Use Committee (IACUC) guidelines at Fox Chase Cancer Center, Philadelphia, PA.

### Analysis of pancreatic tissue

Pancreata were typically fixed by standard methods described in the Supplementary Methods, and imaging performed following H&E staining, or processing of specimens for immunohistochemistry or immunofluorescence using standard approaches. All antibodies in the study are listed in Supplementary Table S2.

### Single cell and single nuclei RNA isolation and sequencing

Specimens were processed for single cell sequencing analysis using standard techniques described in the Supplementary Methods, and per instructions from manufacters. Libraries were produced using reagents from 10X Genomics (Pleasanton, CA), and processed by Novogene (Sacramento, CA).

### Single cell sequencing analysis

Data was processed and analysis performed using standard tools: Cell Ranger 7.1.0 and 8.0.1 (10x Genomics) and the Seurat analytic pipeline (version 5.2.1, RRID:SCR_016341), using previously described methods [13]. GSEA analysis was performed using Hallmark gene sets [14, 15] for benchmarking. The complete script is available in a Github repository (https://github.com/lillya349/Scap-project). Additional analysis was performed using Ingenuity pathway analysis (Qiagen, Germantown, MD, RRID:SCR_008653), and Jensen Disease analysis [16], based on an input gene list developed by Enrichr [17, 18]. Pseudotime analysis was performed using standard approaches [19–22].

### Analysis of cell lines

AR42J cells were generously provided by Dr. Mark Hellmich of the University of Texas Medical Branch, and their identity was confirmed by STR profiling. SCAP depletion by siRNA, qRT-PCR, and Western analysis were performed by standard means described in the Supplementary Methods. Quantification was done using Fiji (PMID: 22743772, version 2.14.0, National Institute of Health, Bethesda, MD), and all values were normalized to relative expression of GAPDH (Cat#97166, Cell Signaling, Danvers, MA). Primers used are listed in Supplementary Table S1.

### Lipid extraction and Liquid chromatography-high resolution mass spectrometry (LC-HRMS) for lipids

Lipidomic analysis was performed on pancreata dissected from 2-week-old *Scap*^*f/f*^ and *Scap*^*Δpanc*^, using LC-HRMS as previously described [23]. Untargeted analysis and targeted peak integration was conducted using LipidsSearch 4.2 (Thermo Fisher Scientific, Waltham, MA) as described [24].

### Statistical analysis

Unpaired *t* tests were used for comparisons unless otherwise noted. Analysis was performed using GraphPad Prism 8.0.1 (GraphPad Software, San Diego, CA).

## Results

### Loss of SCAP accelerates KRAS/TP53-induced pancreatic tumor formation

To directly test the consequence of *Scap* deletion on pancreatic tumorigenesis, we crossed *Scap*^*f/f*^ (floxed, but lacking Cre recombinase, resulting in normal *Scap* expression) and *Scap*^*wt/wt*^ mice to the well-characterized *LSL-Kras*^*G12D*^*;Trp53*^*f/f*^*;Pdx1-Cre* model of pancreatic ductal adenocarcinoma (PDAC) [8], generating KPC versus KPCS mice (Fig. 1A, Supplementary Fig S1A). The *Pdx1* promoter used to activate Cre in this model becomes active at embryonic day 8.5–9.0 in the definitive endoderm for the pancreatic bud, precursor to exocrine, endocrine, and ductal cell populations [25]. In KPC mice, signs of ill health mandating euthanasia typically occur at ~8-10 weeks of age [8]. In this study, similar results were obtained, with overall survival (OS) at ~8–9 weeks (Fig. 1A). Strikingly, in the KPCS genotype, disease progression was accelerated, with OS reduced to ~4–6 weeks (*p* = 0.0005); all mice with this genotype died of aggressive pancreatic tumors (Fig. 1B). Interestingly, we also observed a correlation between low SCAP expression and reduced survival in human PDAC, based on KM plots analysis of public data [26] (Supplementary Fig S1B).

**Fig. 1:**
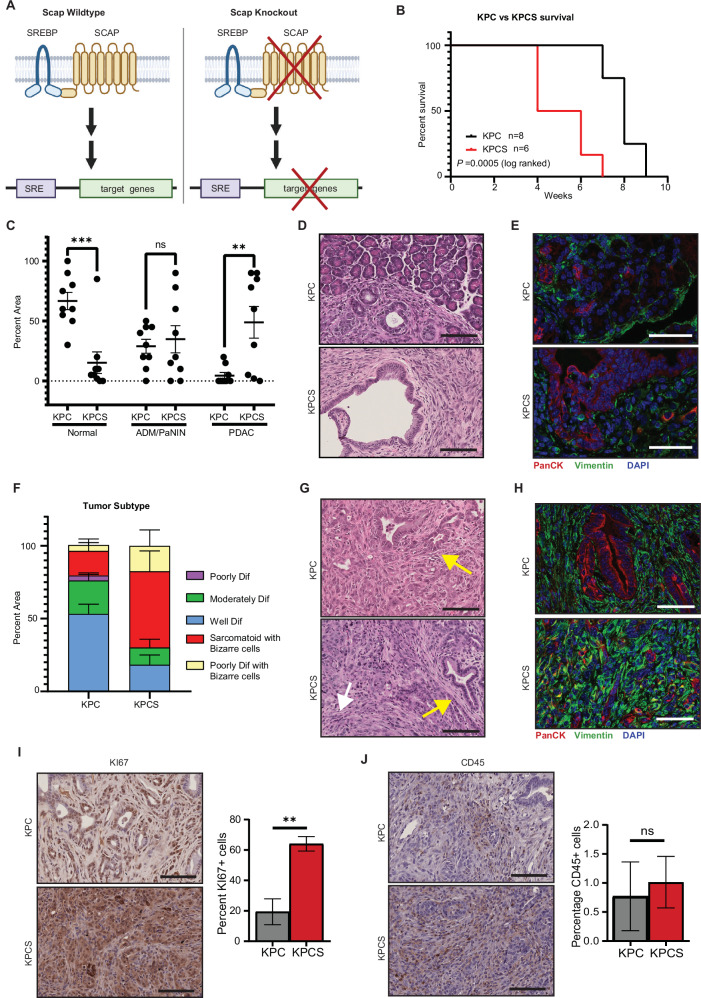
Loss of Scap accelerates and promotes loss of differentiation of KRAS/TP53 pancreatic tumors. **A** Graphical description of Scap knockout model. Created in BioRender. Lilly, A. (2026) https://BioRender.com/k5xvfzb. **B** Survival curve of KPC (*n* = 8) vs KPCS (*n* = 6) mice. **C**. Percent area of pancreata from 4-week-old KPC (*n* = 9) or KPCS (*n* = 9) mice that are normal, precancerous (ADM/PaNIN), or pancreatic cancer (PDAC). Approximately equal number males and females were analyzed per genotypes **D** Representative 20x H&E images of pancreata from 4-week-old KPC (*n* = 9) and KPCS (*n* = 9) mice. Scale bar 100 µm. **E** Representative ×40 immunofluorescence images of pancreata from 4-week-old KPC (*n* = 5) and KPCS (*n* = 5) mice stained for pan-cytokeratin (red) and vimentin (green). Scale bar 50 µm. 5 fields of view per mouse. **F** Relative area of the pancreatic tumors consisting of differentially differentiated tumor in KPC (*n* = 5) vs KPCS (*n* = 5) mice from the survival cohort. **G** Representative 20x H&E images of Scap^*Δpanc*^ and Scap^f/f^ pancreata from KPC (vs KPCS mice in the survival cohort. The yellow arrows point to representative lesions with classical PDAC. The white arrow points to a representative lesion of sarcomatoid PDAC. Scale bar 100 µm. **H** Representative 40x immunofluorescence images of pancreata from the survival study cohort (*n* = 5) and KPCS (*n* = 5) mice stained for pan-cytokeratin (red) and vimentin (green). Scale bar 50 µm. 5 fields of view per mouse. Representative 20x images for markers of (**I**) proliferation (Ki67) and **J** leukocyte infiltration (CD45) in KPC versus KPCS mice from the survival cohort, with quantitation. Scale bar 100 µm. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001, ****p ≤ 0.0001, in all panels. Student’s *t* test used for all statistical analysis.

Comparison of the pancreata of 4-week-old KPC and KPCS mice (Fig. 1C, D and Supplementary Fig S1C) revealed extensive areas of tumor tissue mass in KPCS mice, with almost no normal tissue identified, in contrast to little detected formation of tumors in KPC mice. Based on quantification of the overall cohort, 34.8% of the observed pancreatic area in KPCS mice was composed of tissue with acinar-to-ductal metaplasia (ADM) or pancreatic intraepithelial neoplasias (PanINs), and 48.9% overt PDAC (compared to 28.9% ADM/PanIN and 4.4% PDAC for KPC mice) (Fig C, D, Supplementary Fig S1C). At 4 weeks, immunofluorescence staining of KPCS pancreata revealed a large increase in vimentin-positive tissue (Fig. 1E and Supplementary Fig S1D).

Similar histopathological assessment performed on KPC and KPCS from the survival study indicated that KPCS tumors were largely sarcomatoid or poorly differentiated compared to the well to moderately differentiated KPC tumors (Fig. 1F, G and Supplementary Fig S1E, F). Additionally, a number of KPCS tumors contained bizarre cells (enlarged, often multinucleated cells associated with sarcomatoid carcinomas [27, 28]). Three of the six KPCS mice in the survival study also had areas of cystic tissue (Supplementary Fig S1G); this was not observed in KPC mice. In these specimens, vimentin staining of mesenchymal tissue was much higher in the KPCS tissues (Fig. 1H). KPCS tumors also stained more strongly for Ki67, indicating increased proliferation (Fig. 1I). In contrast, we did not observe a significant difference in staining pattern of the leukocyte marker CD45 between KPC and KPCS pancreatic tumors (Fig. 1J).

### Single nuclei transcriptomic analysis of KPC versus KPCS tumors

To gain insight into underlying changes in cellularity and signaling induced by loss of SCAP, KPC and KPCS pancreata were collected at times corresponding to significant tumor burden (4 weeks for KPCS tumors, and 7 weeks for KPC tumors) and used for isolation of single nuclei (Fig. 2, Supplementary Fig S2A–D). For comparison, the pancreas from a 4-week-old KPC mouse was also collected for single nuclei; however, at 4 weeks of age, the sample consisted primarily of acinar cells, with no emergence of a transformed population at this time point (Supplementary Fig S2E). Because of this significant difference in cellularity between age matched KPC and KPCS pancreata, we did not continue downstream analysis involving the 4-week-old KPC mouse data. A gross comparison of cellularity following single nuclei transcriptomic analysis (Fig. 2A, B) indicated a markedly different profile between the two genotypes. Although possessing a substantial burden of tumor (epithelial) cells, KPC tumor-bearing pancreata retained extensive numbers of acinar cells, with limited populations of immune cells or fibroblasts. In contrast, the KPCS pancreata were predominantly composed of epithelial (tumor) cells, with substantial enlargement of the fibroblast and immune compartments; almost no acinar cells were detected. When comparing the subtypes of immune populations between KPC and KPCS samples, KPC samples predominantly contained macrophages, with a very minor population of dendritic cells; results similar to those previously described for this genotype in another study [29] (Supplementary Fig S2F–H). Conversely KPCS samples contained a much more diverse population, with macrophages accompanied by an expanded pool of dendritic cells and abundant lymphocytes, including both T and B cells.

**Fig. 2:**
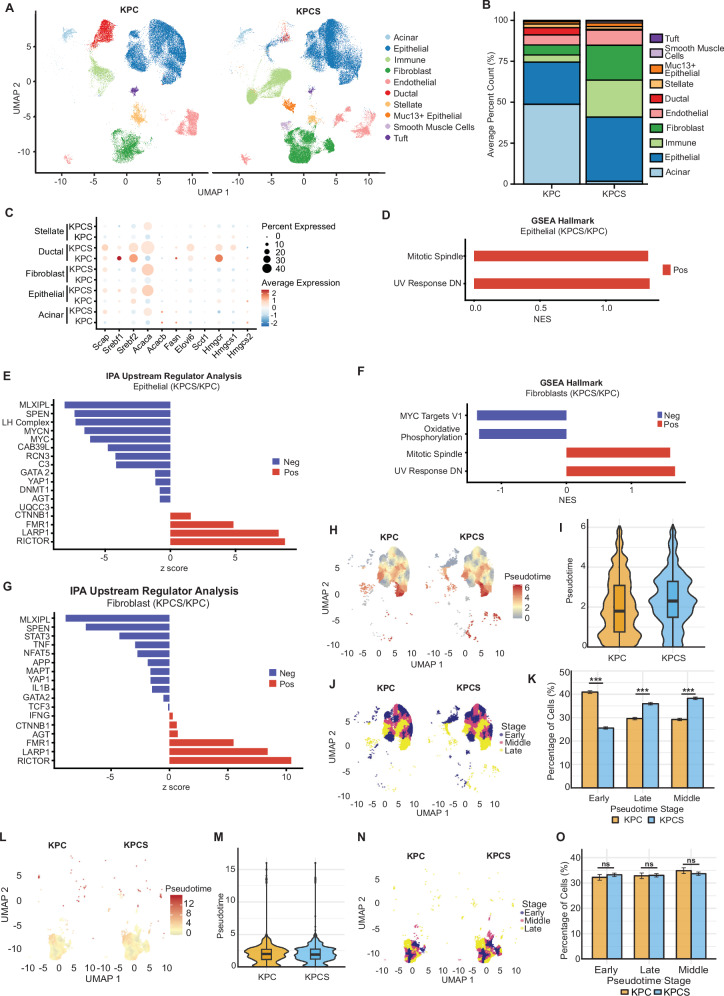
Single nuclei sequencing of KPCS and KPC pancreatic tumors. **A** UMAP of annotated clusters in 4-week-old KPCS (*n* = 2) and 7-week-old KPC (*n* = 2) single nuclei-RNA seq pancreatic samples. **B** Stacked bar graph of the average percentage of cells in each cluster per genotype/time point. **C** Dot plot showing average expression of *Scap*, *Srebf1/2*, and their downstream regulated genes in indicated cell clusters. **D** GSEA analysis of upregulated and downregulated Hallmark genesets in the 4-week-old KPCS fibroblast cluster compared to 7-week-old KPC, using fgsea. **E** IPA analysis predicting upregulated and downregulated signaling pathways responsible for altered gene expression in the 4-week-old KPCS fibroblast cluster compared to 7-week-old KPC. **F** A UMAP projection of KPC (left) and KPCS (right) epithelial cells. Point color – from blue (early pseudotime, most epithelial-like, expressing genes *Cdh1*, *Epcam*, *Krt8*, *Krt18*) through yellow (EMT) to red (late pseudotime, most fibroblastic, expressing genes *Vim*, *Fn1*, *Snai1*, *Twist1*)—reflecting Monocle 3-inferred differentiation progression, showing KPC and KPCS epithelial cells have similar patterns of differentiation. **G** A violin plot showing the quantification of the pseudotime distribution of KPC and KPCS clusters. **H** A UMAP projection of pseudotime values split into three equally populated bins (Early, Middle, and Late) using quantile-based tertile cuts. **I** GSEA analysis of upregulated and downregulated Hallmark genesets in the 4-week-old KPCS compared to 7-week-old KPC epithelial cluster, using fgsea. **J** IPA analysis predicting upregulated and downregulated signaling pathways responsible for altered gene expression in the 4-week-old KPCS compared to 7-week-old KPC epithelial cluster. **K** Bar chart of percentage of cells in KPC and KPCS samples by pseudotime stage. **L**. A UMAP projection of KPC (left) and KPCS (right) fibroblasts. Point color—from blue (early pseudotime, most myCAF-like, expressing genes *Vim*, *Des*, *Acta2*) through yellow (intermediate) to red (late pseudotime, most iCAF-like, expressing genes *Pdgfra*, *Cxcl12*, *Il6*)—reflects Monocle 3-inferred differentiation progression, showing an increase of KPCS fibroblasts expressing an iCAF phenotype compared to KPC. **M** A violin plot showing the quantification of the pseudotime distribution of KPC and KPCS clusters. **N** A UMAP projection of pseudotime values split into three equally populated bins (Early, Middle, and Late) using quantile-based tertile cuts. **O** Bar chart of percentage of cells in KPC and KPCS samples by pseudotime stage. **p ≤ 0.01, ***p ≤ 0.001, in all panels. A Chi-square test was used for quantification of percentage of cells by pseudotime stage.

Examination of the expression of SCAP/SREP and other lipid-relevant transcripts in these key populations (Fig. 2C) indicated elevated expression of *Srebf2* in the KPCS setting, and a striking elevation of *Acaca* (ACC1), a key dependency in PDAC characterized by KRAS pathway activation [30]. Gene set enrichment analysis (GSEA) and Ingenuity Pathway Analysis (IPA, [31]) were performed on differentially expressed genes (DEGs) separately on the epithelial/tumor (Fig. 2D, E), and fibroblast (Fig. 2F, G) compartments. GSEA analysis identified significant upregulation of signatures of mitotic spindle and UV response in both KPCS epithelial cells and fibroblasts, suggestive of rapidly proliferating cells, and less pronounced reduction in MYC transcriptional targets and oxidative phosphorylation in KPCS fibroblasts (Supp Table S3). Intriguingly, IPA analysis identified many common elements in the signatures of KPCS epithelial cells and fibroblasts, in comparison to matching KPC populations (Supplementary Table S4). The KPCS populations strongly downregulated MLXIPL/ChREBP and SPEN, and upregulated LARP1, and RICTOR. MLKIPL is a glucose-regulated MYC-superfamily member that activates an overlapping series of lipogenic targets with SREBPs [32]; SPEN, a transcriptional co-repressor that has been identified as a tumor suppressor in some cancers [33]. LARP1 [34] and RICTOR [35] both function as positive regulators of mTOR signaling, associated with rapid cellular growth.

Although there was an increase in sarcomatoid tumors in KPCS mice, pseudotime analysis indicated few differences in differentiation trajectory between KPC and KPCS, KPCS epithelial clusters have undergone more EMT than KPC epithelial cells (Fig. 2H–K). We also performed pseudotime characterization of the cancer associated fibroblasts (CAFs) comparing markers indicative of functional myofibroblastic CAFs (*Vim*, *Des*, *Acta2*) and/or inflammatory CAFs (*Pdgfra*, *Cxcl12*, *Il6*) within the fibroblast clusters. This analysis revealed little difference between CAF functionality in KPCS tumors compared to KPC tumors (Fig. 2K–O).

### Deletion of Scap in the pancreatic primordia disrupts pancreatic development

To gain insight into the very distinct phenotypes of KPC versus KPCS tumors, we analyzed the consequences of Scap loss in the absence of PDAC oncogenic driver lesions, crossing *Scap*^*f/f*^ mice to *Pdx1-Cre* mice to create *Pdx1-Cre;Scap*^*f/f*^ mice (subsequently designated as *Scap*^*Δpanc*^*)* (Supplementary Fig S3A). *Scap*^*Δpanc*^ mice are born at normal Mendelian ratios (Supplementary Table S5). Although of lower weight than control mice at 2 weeks of age, this difference became insignificant by 1 month of age (Fig. 3A). In young mice (2–4 weeks), *Scap*^*Δpanc*^ pancreata were significantly smaller than those of control mice, although this difference also became less significant as mice age and was not observed in 6-month-old mice (Fig. 3B). In some *Scap*^*Δpanc*^ animals, pancreatic cysts were observed (Supplementary Fig S3B).

**Fig. 3:**
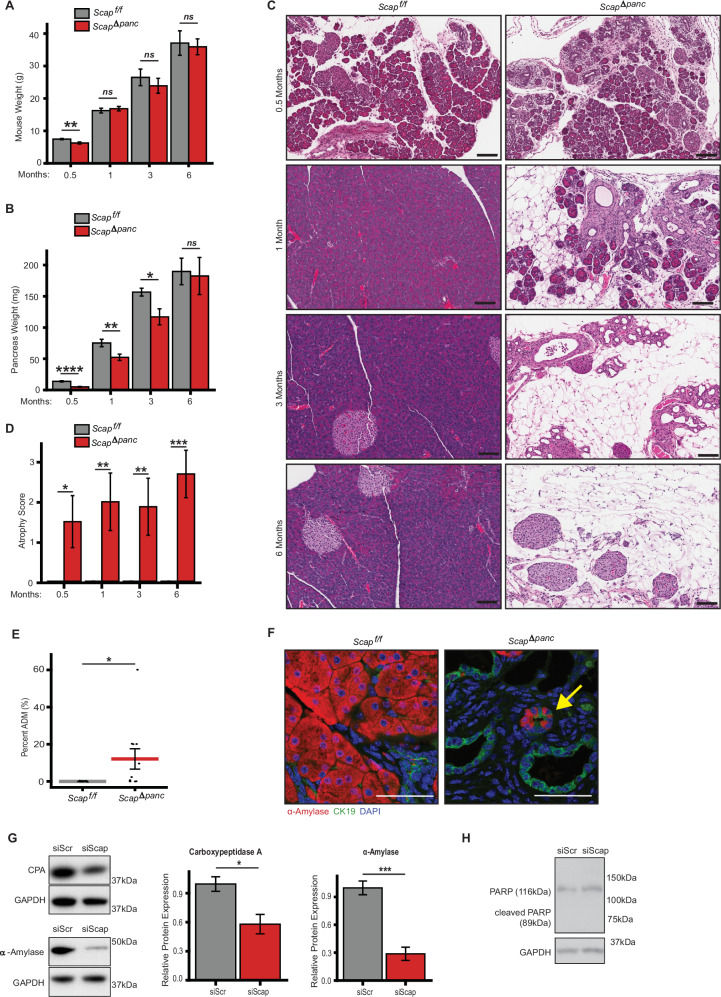
Altered pancreatic growth and cellularity in Scap^*Δpanc*^ mice. **A** Weight of *Scap*^*Δpanc*^ and *Scap*^*f/f*^ mice ± SEM at ages indicated. Analysis is based on *n* = 10 mice per genotype per age group, equal numbers male and female. **B** Weight of *Scap*^*Δpanc*^ and *Scap*^*f/f*^ pancreata ± SEM from from mice in (**A**). **C** Representative 20x H&E images of Scap^Δpanc^ and *Scap*^*f/f*^ pancreata described in (**B**). Scale bar 100 µm. **D** Pancreatic atrophy ± SEM at ages indicated. **E** Quantitation of acinar-to-ductal metaplasia (ADM) ± SEM in 2-week-old H&E stained *Scap*^*Δpanc*^ and *Scap*^*f/f*^ pancreata. **F** Representative 40x image of ADM in 1-month-old *Scap*^*Δpanc*^ pancreata compared to *Scap*^*f/f*^. Arrows indicate cells expressing both acinar (a-amylase, red)) and ductal (CK19, green)) markers. DAPI, blue. Scale bar 50 µm. 5 fields of view per mouse. **G** Left, Representative Western blot, and right, related quantitation of carboxypeptidase A (CPA) and α-amylase in AR42J cells treated with 50 nM siRNA targeting Scap or a scrambled control for 72 h (*n* = 7 independent experiments). **H** Representative Western blot of PARP in AR42J cells treated with 50 nM siRNA targeting Scap or a scrambled control for 72 h (*n* = 7 independent experiments). *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001, ****p ≤ 0.0001, in all panels. Student’s *t* test used for all statistical analysis.

In contrast to these limited quantitative differences, histopathological analyses indicated clear differences in pancreatic development already significant in two-week-old mice, and magnified in older mice (Fig. 3C, D, and S3C, D). Severe pancreatic atrophy was observed in *Scap*^*Δpanc*^ mice, characterized by an extensive loss of acinar tissue. By 1 month of age, the exocrine compartment was largely replaced by mature adipose tissue, leaving only residual ductal structures and scattered islets of Langerhans. In several areas, ductal dilation was noted, with some ducts appearing ectatic or irregular in shape. The remaining pancreatic architecture was markedly disrupted, with minimal to no identifiable acinar cell remnants. Despite the extensive atrophy, the endocrine component (islets) appeared relatively preserved, although in some cases slightly reduced or displaced within the adipose-rich tissue. These findings suggest chronic and advanced degenerative changes, potentially resulting from long-standing injury, metabolic stress, genetic modification, or other underpinnings in the experimental model.

Comparison of the rates of proliferation and apoptosis in the pancreata of 2 week old mice (Supplementary Fig S3E, F) indicated almost no detectable apoptosis (based on caspase 3 cleavage), and no significant proliferation (Ki67) differences between the *Scap*^*f/f*^ and *Scap*^*Δpanc*^ genotypes. Rather, suggestive of a differentiation defect, numerous areas of ADM were observed in *Scap*^*Δpanc*^ pancreata (Fig. 3E, F), as immunofluorescence analysis with markers for acinar cells (α-amylase) or ductal cells (cytokeratin 19, CK19) confirmed reduced areas containing α-amylase+ acinar cells, increased areas with CK19+ ductal cells, and appearance of structures staining for both acinar and ductal markers. To determine if the observed loss of acinar cells represented a cell-intrinsic effect of SCAP loss, we knocked down *SCAP* using siRNA in the rat acinar cell line AR42J. Knockdown of *SCAP* (Fig S3G) reduced expression of the acinar markers carboxypeptidase A (CPA) and α-amylase (Fig. 3G), but did not induce apoptosis as indicated by the lack of cleaved PARP (Fig. 3H). Together, these data suggested loss of SCAP predisposed acinar cells to ADM.

### *Scap*^*Δpanc*^ mice develop features of chronic pancreatitis

The striking loss of acinar cells observed in mice is a typical feature of chronic pancreatitis, a pathological state associated with fibrosis, immune cell infiltration, and accumulation of adipocytes [36, 37]. Based on staining with Masson’s trichrome, we observed a significant, progressive accumulation of fibrous collagen in pancreatic tissue from *Scap*^*Δpanc*^ mice, versus little accumulation in controls, with this particularly notable in 1 month old mice (Fig. 4A). Similar results were obtained based on immunohistochemical staining with vimentin (Supplementary Fig S4A). We also observed extensive infiltration of CD45+ lymphocytes and F4/80+ macrophages into pancreatic tissue of 1 month old *Scap*^*Δpanc*^ mice (Fig. 4B, C). Accumulation of CD45+ lymphocytes was maintained 3-month-old and 6-month-old *Scap*^*Δpanc*^ mice; levels of F4/80+ macrophages were attenuated as *Scap*^*Δpanc*^ mice age (Fig. 4C).

**Fig. 4:**
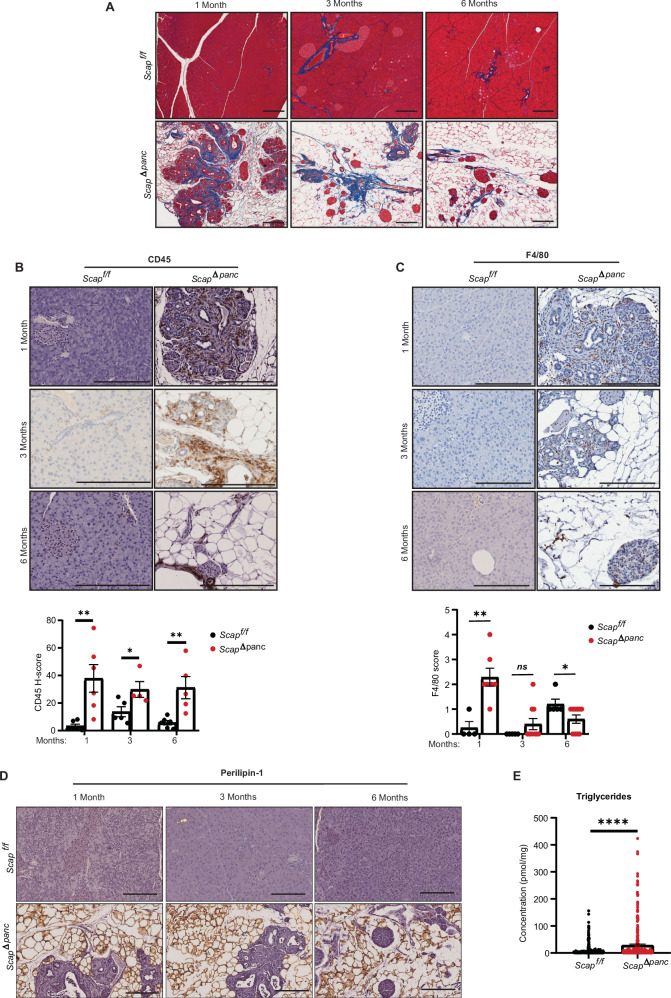
Loss of pancreatic Scap promotes fibrosis, immune infiltration, and fatty replacement. **A** Representative Masson’s trichrome staining in *Scap*^*Δpanc*^ and *Scap*^*f/f*^ pancreata from mice at ages indicated. Equal numbers of male and female mice were analyzed per genotype. Representative 20x images (**B**) of staining for markers for leukocytes (CD45, **B**) and macrophages (F4/80, **C**) in *Scap*^*Δpanc*^ and *Scap*^*f/f*^ pancreata from 1 month old, 3 months old, and 6 months old mice, and quantification of these results, ± SEM. Scale bar 100 µm. **D** Representative 20x perilipin-1 immunohistochemistry staining of *Scap*^*Δpanc*^ and *Scap*^*f/f*^ pancreata from mice at ages indicated. Analysis based on 5–6 mice per genotype, equal number males and females. Scale bar 100 µm. **E** Mean concentration of triglycerides ± SEM (pmol/mg) in *Scap*^*Δpanc*^ pancreata compared to *Scap*^*f/f*^ pancreata in 2-week-old mice. Analysis of 10 samples per genotype, equal numbers of males and females. Data has been normalized to known, spiked-in lipid controls, allowing the results to be converted to pmol of lipid/mg tissue. See also Supplementary Table S6. *p ≤ 0.05; **p ≤ 0.01; ****p ≤ 0.0001, in all panels. Student’s *t* test used for all statistical analysis.

The fatty tissue within the *Scap*^*Δpanc*^ pancreas stained intensely for perilipins-1 and -2 (Fig. 4D, Supplementary Fig S4B), proteins required for lipid droplet formation that are typically found in adipocytes, and elevated in MASLD [38]. Lipidomic analysis of *Scap*^*Δpanc*^ versus *Scap*^*f/f*^ pancreatic tissue at 2 weeks of age (Fig. 4E, Supplementary Fig S4C, Supplementary Table S6) demonstrated significant increase in triglycerides, a storage form of excess lipids often observed in pancreatitis [39], in the *Scap*^*Δpanc*^ cohort compared to the *Scap*^*f/f*^ samples. Taken in sum, these data indicated that constitutive absence of SCAP in pancreatic primordia triggered rapid onset of chronic pancreatitis.

### Lineage tracing indicates mesenchymal origin of adipocytes

The observations of acinar loss and replacement with adipose tissue accompanied by higher levels of storage lipids were surprising, as loss of SCAP-SREBP signaling would be expected to decrease rather than increase lipid production. To gain insight into the changes in cellularity, we crossed *Scap*^*f/f*^ versus *Scap*^*Δpanc*^ mice to *Ai9* mice, which strongly express the fluorescent protein tdTomato following Cre-dependent recombination [12]. In *Pdx1-CreAi9* mice (designated *wt*^*Tom*^) mice, the bulk of pancreatic tissue, including acinar, ductal, and endocrine tissue is uniformly tdTomato + . Notably, in *Pdx1-Cre;Scap*^*f/f*^*;Ai9* mice (designated *Scap*^*Δpanc*^*-Tom*), while the residual acinar, ductal, and endocrine tissue is tdTomato + , the adipose cells are not (Fig. 5A). Of pancreas-resident cell types, the *Pdx1* promoter is only inactive in cells of mesenchymal origin (e.g. fibroblasts, stellate cells, and adipocytes) and immune cells [40–42]. These results suggested that in mice with SCAP deficiency in exocrine and endocrine tissue, there is compensatory expansion of mesenchymal cells that subsequently differentiate into adipocytes.

**Fig. 5:**
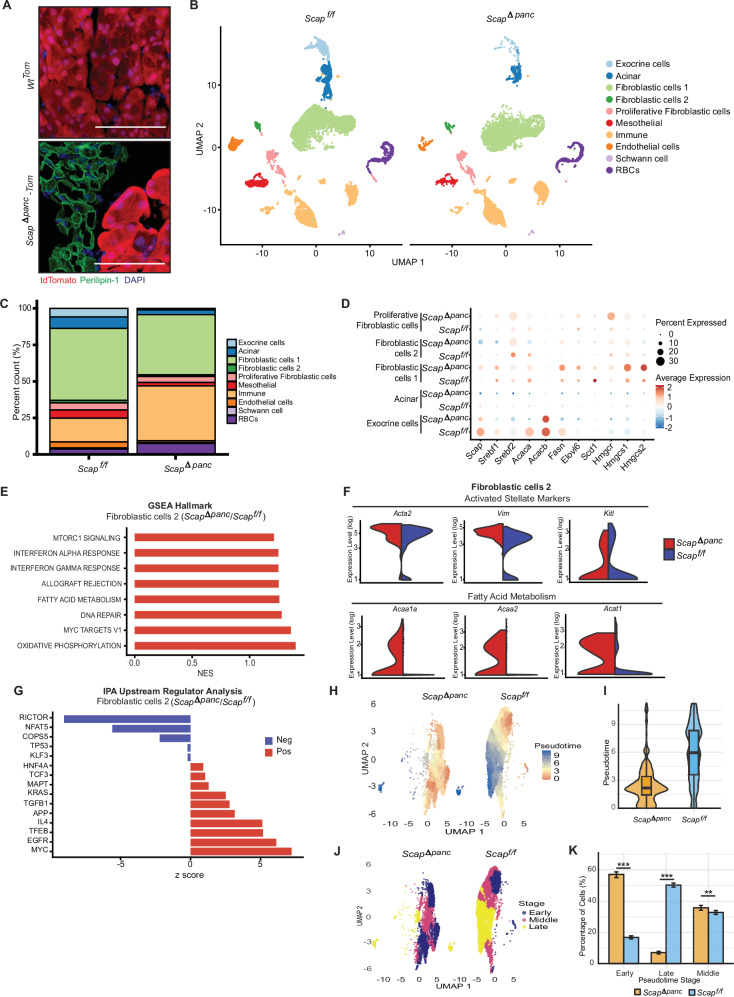
Altered cellularity and signaling in *Scap*^*Δpanc*^ and *Scap*^*f/f*^ pancreata. **A** Representative 40x images of immunofluorescence staining for Perilipin-1 (green) in *Scap*^*Δpanc*^*-Tom* (*n* = 5) and *Wt*^*Tom*^ (*n* = 4) pancreata from 1-month-old mice. Scale bar 50 µm. **B** UMAP of annotated clusters in 0.5-month-old *Scap*^*Δpanc*^ and *Scap*^*f/f*^ samples. **C** Stacked bar graph of the percentage of cells in each cluster per sample. **D** Dot plot showing average expression of *Scap*, *Srebf1/2*, and their downstream regulated genes in selected clusters, comparing *Scap*^*Δpanc*^ and *Scap*^*f/f*^ samples. **E** GSEA analysis of upregulated and downregulated Hallmark genesets in the *Scap*^*Δpanc*^ fibroblastic cell 2 cluster compared to *Scap*^*f/f*^. **F** Violin plots of gene expression associated with fibroblastic cell activation in the fibroblastic cell 2 cluster, comparing *Scap*^*Δpanc*^ and *Scap*^*f/f*^ samples. **G** Ingenuity pathway analysis (IPA) upstream regulator analysis of predicted upregulated and downregulated signaling pathways in the *Scap*^*Δpanc*^ fibroblastic cell 2 cluster compared to *Scap*^*f/f*^. **H** A UMAP projection of *Scap*^*Δpanc*^ (left) and *Scap*^*f/f*^ (right) pancreatic fibroblastic cells 1 and fibroblastic 2. Point color–from blue (early pseudotime, least differentiated, expressing genes *Vim*, *Cd44*, *Vcam1*, *Pdgfra*) through yellow (intermediate) to red (late pseudotime, most differentiated, expressing genes *Col1a1*, *Fn1*, *Acta2*, *Col6a1*)—reflects Monocle 3-inferred differentiation progression, showing that *Scap*^*f/f*^ cells advance to a later state while *Scap*^*Δpanc*^ cells remain in earlier differentiation stages. **I** A violin plot showing the quantification of the pseudotime distribution of *Scap*^*Δpanc*^ and *Scap*^*f/f*^ clusters. **J** A UMAP projection of pseudotime values split into three equally populated bins (Early, Middle, and Late) using quantile-based tertile cuts. **K** Bar chart of percentage of cells in *Scap*^*Δpanc*^ and *Scap*^*f/f*^ samples by pseudotime stage. **p ≤ 0.01, ***p ≤ 0.001, in all panels. Chi-square test used for quantification of percentage of cells by pseudotime stage.

### Single cell RNA sequencing identifies early reciprocal signaling changes in exocrine versus mesenchymal cell populations

To test this idea, and evaluate contributing mechanisms, we performed single cell sequencing on 2-week-old *Scap*^*Δpanc*^ and *Scap*^*f/f*^ mice. 

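The values given beside the statements that follow come from the *Scap* f/f arm of this experiment, 1 droplet library made from the pooled pancreata of 5 to 6 mice aged 2 weeks, males and females in equal number according to the Supplementary Methods. The *Scap* Δpanc library was not analysed here, so these values describe *Scap* f/f cells and give no change between genotypes. The authors aligned the reads to the mouse genome build mm10 with Cell Ranger and deposited the number of unique molecular identifiers (UMIs, each marking 1 captured transcript) counted for each gene in each cell barcode, without normalization. The table held 11789 barcodes and 51540177 UMIs over 32285 listed genes, with 500 to 174899 UMIs per barcode and a median of 2483. Barcodes with more than 800 and fewer than 10000 UMIs and with under 15% mitochondrial UMIs were retained, as in the Supplementary Methods. This left 10129 cells, 85.9% of the barcodes, with a median of 2479 UMIs and 1254 genes per cell. The lower limit applied to 752 barcodes, the upper limit to 832 and the mitochondrial limit to 111. The deposited counts are whole numbers, and the ambient RNA removal named in the Supplementary Methods was not repeated on them.
The retained cells were clustered in Seurat on 30 principal components at a resolution of 0.5, which gave 20 clusters. Clusters were named from marker genes fixed before the data were examined, and are written as X-like because the names were rebuilt and are not the authors' annotation. How far a marker had to be raised was set after the clusters had been seen, and under that rule 3 clusters holding 5.00% of cells carried markers of different lineages or were mostly marked as doublets, and were left as mixed. The proliferative fibroblastic-like cluster also carried immune markers and was named by its cell cycle and collagen genes before that rule was applied. No doublets were removed, and Scrublet, which scores cells by their likeness to simulated doublets, marked 441 cells (4.35%). With 1 library there is no replicate and no test between animals. Shares of cells are given with exact (Clopper-Pearson) 95% binomial intervals and summed UMIs scaled to 1000000 UMIs of the class (CPM) with exact 95% Poisson intervals, both of which cover counting error only. Digestive enzyme transcripts made up 6.61% of the UMIs of retained cells, and 100.0% of immune-like cells had at least 1 of them. For some genes, a share of cells with a UMI is therefore set beside its share in a class that should lack the gene.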

At two weeks of age, a time when relatively limited morphological differences were apparent, the overall cellular composition of the pancreas was similar between the two genotypes (Fig. 5B, Supplementary Fig S5A–C). However, a loss of acinar cell populations was already evident, as were losses in overall exocrine cells (representing immature acinar cells, ductal cells, and exocrine precursor cells) (Fig. 5C). In contrast, levels of immune cells were elevated in the *Scap*^*Δpanc*^ sample. 

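In *Scap* f/f pancreas, fibroblastic 1-like cells were the largest class, with 5182 of 10129 cells, or 51.2% (95% interval 50.2 to 52.1). Immune-like cells followed with 1823 cells. Mesothelial-like cells made up 5.16% (4.74 to 5.61), red blood cell-like cells 4.39% (4.00 to 4.81), proliferative fibroblastic-like cells 3.48% (3.13 to 3.85) and endothelial-like cells 3.35% (3.00 to 3.72). The smallest named classes were fibroblastic 2-like cells, with 180 cells or 1.78% (1.53 to 2.05), and Schwann-like cells, with 85 cells or 0.839% (0.671 to 1.04). Median depth differed between classes, from 1496 UMIs in red blood cell-like cells to 4301 in exocrine-like cells. The proliferative class was not purely fibroblastic, as 29.3% of its 352 cells (24.6 to 34.3) had a *Ptprc* UMI. Of the processing choices tried, raising the lower limit to 1500 UMIs changed the share of the largest class most, to 54.7%.

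**Figure D1:**
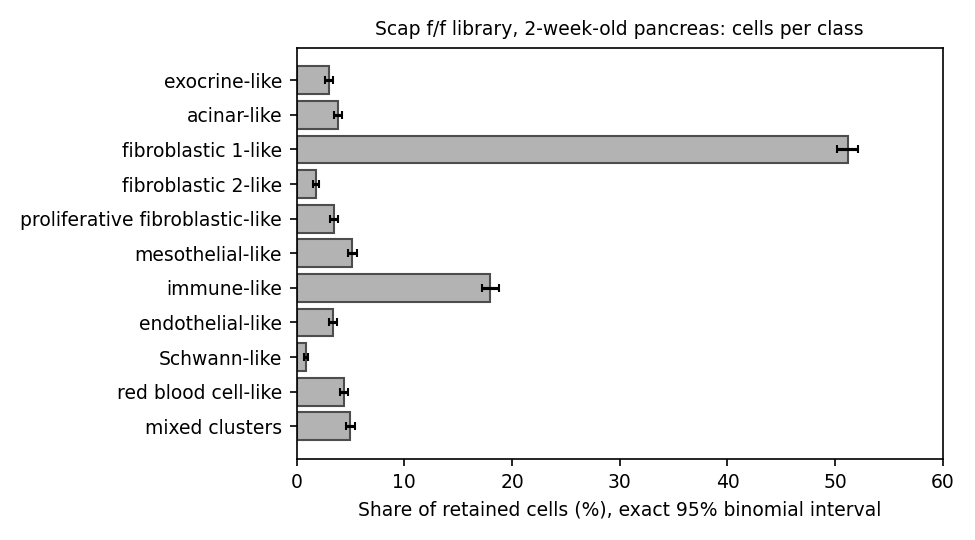
Share of the retained cells of the *Scap* f/f library in each class, in percent of 10129 cells. Bars give the share and lines its exact 95% binomial interval. Fibroblastic 1-like cells stand at 51.2% and every other class lies at or below 18.0%.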

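Of the *Scap* f/f cells, 390 were acinar-like, 3.85% of retained cells (95% interval 3.48 to 4.24), and 304 were exocrine-like, 3.00% (2.68 to 3.35). Together they made up 6.85% (6.37 to 7.36). Acinar-like cells had a median of 3234 UMIs but 659 genes, and digestive enzyme transcripts took 63.1% of their UMIs. Exocrine-like cells had a median of 4301 UMIs and 1423 genes, with 37.9% of UMIs from the enzymes. The exocrine markers *Rbpjl*, *Cdh1* and *Epcam*, used to name the class, reached 323, 171 and 143 CPM there. A further 304 cells (3.00%) with 21.0% enzyme UMIs and a *Col1a1* level of 8225 CPM were kept apart as a mixed cluster. The exocrine-like share was the one that moved most with the processing. At a clustering resolution of 0.2 no acinar-like cluster separated and the joint class held 6.85% of cells, and with the upper limit raised to 100000 UMIs the exocrine-like share was 4.34%.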

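In the *Scap* f/f library, immune-like cells made up 18.0% of retained cells (95% interval 17.2 to 18.8), with a median of 1649 UMIs and 877 genes per cell. *Ptprc*, which encodes the leukocyte antigen CD45 and was one of the naming markers, was detected in 75.4% of them, against 1.37% of fibroblastic 1-like cells at a median of 2599 UMIs. Scrublet marked 5.49% of immune-like cells. The share fell to 14.1% when the lower limit was raised to 1500 UMIs, since these cells are shallower than the rest.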

When investigating the immune populations, the *Scap*^*Δpanc*^ sample has elevated levels of B cells and lymphocytes compared to *Scap*^*f/f*^(Supplementary Fig S5D–G). 

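The 1823 immune-like *Scap* f/f cells were clustered again on their own, which gave 11 clusters. T cell-like cells filled 3 of them with 904 cells, 49.6% of immune-like cells (95% interval 47.3 to 51.9). B cell-like cells formed 1 cluster of 426 cells, 23.4% (21.4 to 25.4). Macrophage-like cells made up 4.77% (3.84 to 5.85) and neutrophil-like cells 1.37% (0.889 to 2.02). The other 5 clusters, with 20.9% of immune-like cells (19.0 to 22.8), had too few markers of any one fixed type and were left unnamed. Of their 381 cells, 127 lay in a cluster with fibroblast genes of which Scrublet marked 62.2%, and 41 in a cluster led by digestive enzyme genes. *Cd79a* stood at 306 CPM and *Cd3d* at 350 CPM in the whole immune-like class, against 1.67 and 2.22 CPM in fibroblastic 1-like cells. No cluster met the rule for both T cell and B cell markers, which asked for 3 of each raised 3-fold over the mean of the 11 clusters. T cell-like clusters of 292 and 149 cells missed it for T cell markers alone, so the rule could hardly find a mixed cluster. In the T cell-like clusters 1.94% to 10.1% of cells had a B cell UMI, and in the B cell-like cluster 11.0% had a T cell UMI. Across all retained cells, 50 cells (0.494%) had at least 2 UMIs of *Cd3d*, *Cd3e*, *Cd3g* and *Trac* together with at least 2 of *Cd79a*, *Cd79b* and *Ms4a1*, and 43 of these were immune-like.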

Interestingly, B cell accumulation has been linked to pancreatic inflammation [43] and has previously been reported to inhibit pancreatic epithelial regeneration in the context of chronic pancreatitis [44].

We compared the expression of genes relevant to SCAP signaling in cells of distinct lineages in *Scap*^*Δpanc*^ and *Scap*^*f/f*^ pancreata (Fig. 5D, Supplementary Fig. S5B, C, Supplementary Table S7). 

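*Scap* (ENSMUSG00000032485), the gene deleted in *Scap* Δpanc mice, lies on chromosome 9 of GRCm38 from 110333288 to 110384950 on the forward strand in the GENCODE M21 annotation. In the *Scap* f/f library its level was 37.8 CPM in exocrine-like cells (95% interval 28.5 to 49.2, from 55 UMIs) and 11.9 CPM in acinar-like cells (6.95 to 19.1, from 17 UMIs). Their intervals do not overlap. With the ambient profile subtracted the acinar-like level was 0.496 CPM, so free RNA from other cells is not ruled out there. Fibroblastic 1-like cells stood at 27.1 CPM (24.7 to 29.8, from 439 UMIs), and fibroblastic 2-like cells at 22.9 CPM (11.8 to 40.0), where only 12 UMIs were counted. A *Scap* UMI was detected in 16.1% of exocrine-like cells (12.2 to 20.7) and 4.36% of acinar-like cells (2.56 to 6.89). After each cell was thinned to 800 UMIs these shares were 1.64% (0.536 to 3.80) and 1.28% (0.418 to 2.97) and rested on 5 cells in each class, too few to compare. With digestive enzyme UMIs left out of the denominator, the level was 60.9 CPM in exocrine-like (45.9 to 79.3) and 32.3 CPM in acinar-like cells (18.8 to 51.8). These intervals overlap, while the ratio of the acinar-like to the exocrine-like level was 0.531 (0.289 to 0.928), below 1. The exocrine-like level was above the acinar-like level in all 9 alternatives that gave both classes. Acinar-like droplets also held few nuclear transcripts, with *Malat1* at 0.154 of the exocrine-like level per UMI that is not of an enzyme. A difference in what the droplets hold is therefore not ruled out.

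**Figure D2:**
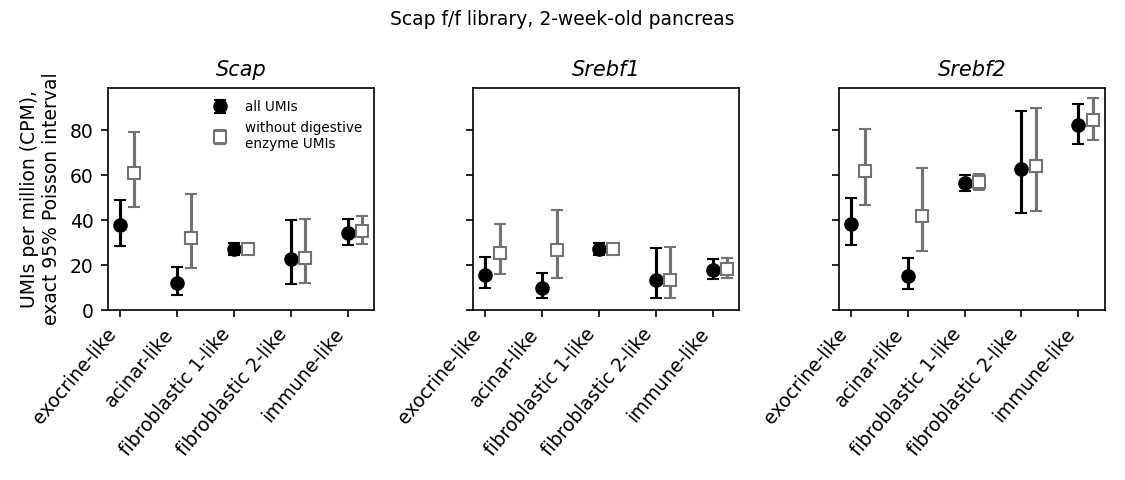
Level of *Scap*, *Srebf1* and *Srebf2* in 5 classes of the *Scap* f/f library, in CPM. Filled circles use all UMIs of the class, open squares leave digestive enzyme UMIs out of the denominator, and lines are exact 95% Poisson intervals. Leaving out the enzymes raises the exocrine-like and acinar-like values, for *Scap* from 37.8 to 60.9 CPM and from 11.9 to 32.3 CPM, and moves the other classes little.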

As expected, levels of *SCAP* itself were greatly reduced or undetectable in acinar and exocrine cells from *Scap*^*Δpanc*^ mice (Fig. 5D, Supplementary Fig S5B), whereas little difference was seen in the fibroblastic 1 cluster (with an expression profile most similar to local resident fibroblasts, defined based on intermediate expression of collagen genes, *Fn1, Pdgfra, Fbn1, Fndc1*, and *S100a11*) or the fibroblastic 2 cluster (with an expression profile similar to stellate cells: *Acta2*^*+*^*Pdgfra*^*low*^). Similar results were obtained for *Srebf1* expression in all analyzed cell populations (Fig. 5D, Supplementary Fig S5B). 

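*Srebf1* (ENSMUSG00000020538), on chromosome 11 from 60199089 to 60222581 on the reverse strand, was counted less often than *Scap* in *Scap* f/f exocrine-like cells, at 15.8 CPM (95% interval 10.0 to 23.7, from 23 UMIs). Acinar-like cells had 9.83 CPM (5.37 to 16.5) from 14 UMIs, which cannot be separated from the exocrine-like level at this depth. The level was 27.1 CPM in fibroblastic 1-like cells (24.7 to 29.8) and 13.4 CPM in fibroblastic 2-like cells (5.37 to 27.5), the latter from 7 UMIs. Thinned to 800 UMIs, 1.32% of exocrine-like (0.360 to 3.33), 0.769% of acinar-like (0.159 to 2.23) and 2.06% of fibroblastic 1-like cells (1.69 to 2.49) had a *Srebf1* UMI, against 6.25%, 3.59% and 7.99% before thinning.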

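*Srebf2* (ENSMUSG00000022463), which encodes SREBP2, lies on chromosome 15 from 82147181 to 82205379 on the forward strand. Its level in the *Scap* f/f library was 38.5 CPM in exocrine-like cells (95% interval 29.1 to 50.0) and 15.4 CPM in acinar-like cells (9.68 to 23.4), from 56 and 22 UMIs. Those intervals lie apart, but they overlap once digestive enzyme UMIs are left out, at 62.0 CPM (46.9 to 80.5) and 41.8 CPM (26.2 to 63.3), where the ratio of the acinar-like to the exocrine-like level was 0.675 (0.392 to 1.12). The naming rule had no separate ductal class, so ductal cells could not be set apart from exocrine-like ones by name. No cluster of the retained *Scap* f/f cells carried enough markers to be named endocrine. No level is therefore given for either type. With the lower limit at 1500 UMIs a cluster of 41 cells separated, with the ductal marker *Sox9* among its 10 most raised genes. The naming rule called it exocrine-like. Of the endocrine hormone genes *Ins1*, *Ins2*, *Gcg*, *Sst* and *Ppy*, only 5 retained cells held 10 or more UMIs of any one. *Ins2* UMIs were found in 1962 cells, but 2088 of the 4403 came from 1 cell. Of the *Gcg* UMIs of the exocrine-like class, 98.7% came from 2 cells. With the upper limit at 100000 UMIs the number of such hormone-rich cells was 22.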

For SREBP2, while significant reduction in expression was observed in acinar and exocrine clusters from *Scap*^*Δpanc*^ pancreata, the degree of reduction was much less in ductal and endocrine cells than was observed for *Srebf1*. 

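In *Scap* f/f fibroblastic cells, *Srebf2* was counted at 56.5 CPM in fibroblastic 1-like cells (95% interval 52.9 to 60.3, from 914 UMIs) and 62.9 CPM in fibroblastic 2-like cells (43.3 to 88.4, from 33 UMIs). The intervals overlap, so no difference between the classes was detectable. Across 10 alternatives the level stayed between 56.3 and 57.2 CPM in fibroblastic 1-like cells and between 60.7 and 70.5 CPM in fibroblastic 2-like cells. Before thinning, 14.8% and 15.6% of the cells of these classes had a *Srebf2* UMI, and after it 4.52% (3.97 to 5.12) and 3.33% (1.23 to 7.11).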

Notably, *Srebf2* expression was significantly elevated in *Scap*^*Δpanc*^ fibroblastic 1 and fibroblastic 2 clusters. SREBPs direct the transcription of genes including *Fasn, Acaca/b, Scd1, Elovl6, Hmgcr*, and *Hmgcr1/2*, required for lipid production and uptake. For these genes, we observed a pattern similar to *Srebf2*, with reduced expression in acinar and exocrine cells. In contrast, expression of these genes was elevated in *Scap*^*Δpanc*^ fibroblastic cells (Fig. 5D).

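In the *Scap* f/f exocrine-like cells, *Acaca* was counted at 57.7 CPM (95% interval 46.1 to 71.5), against 2.11 CPM in acinar-like cells (0.434 to 6.16), where 3 UMIs were counted. *Acacb* stood at 35.1 CPM (26.1 to 46.1) and 5.62 CPM (2.42 to 11.1), *Fasn* at 30.3 CPM (22.0 to 40.6) and 11.2 CPM (6.42 to 18.2), and *Hmgcs1* at 29.6 CPM (21.4 to 39.8) and 8.42 CPM (4.35 to 14.7). *Elovl6* had 13.7 CPM (8.40 to 21.2) and 2.81 CPM (0.765 to 7.19). For each of these genes the intervals of the classes lie apart. With digestive enzyme UMIs left out of the denominator, the intervals still lay apart for *Acaca*, at 93.0 CPM (74.2 to 115) and 5.71 CPM (1.18 to 16.7), and for *Acacb*, at 56.5 CPM (42.0 to 74.3) and 15.2 CPM (6.57 to 29.98), and overlapped for *Fasn*, *Hmgcs1* and *Elovl6*. The ratio of the acinar-like to the exocrine-like level without enzyme UMIs was 0.479 for *Hmgcs1* (0.2300 to 0.925), below 1, while its interval held 1 for *Fasn*, at 0.624 (0.329 to 1.13), and for *Elovl6*, at 0.343 (0.0854 to 1.02). *Scd1* was low in both, with 6 UMIs in exocrine-like and 10 in acinar-like cells, and the intervals overlap, although the exocrine-like level was the higher in 0 of the 9 alternatives that gave both classes. For the other genes named here, the exocrine-like level was above the acinar-like level under each of these 9 alternatives. Since *Malat1*, a nuclear transcript, was at 0.154 of the exocrine-like level in acinar-like cells without enzyme UMIs, these gaps may lie in the droplets. Outside the epithelium, *Acacb* had 21.1 CPM in endothelial-like cells (14.1 to 30.3), 2.41 CPM in fibroblastic 1-like (1.71 to 3.29) and 2.28 CPM in immune-like cells (1.04 to 4.32).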

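In *Scap* f/f fibroblastic 1-like cells, *Hmgcs1* was counted at 76.8 CPM (95% interval 72.6 to 81.2), followed by *Acaca* at 56.4 CPM (52.8 to 60.2), *Scd1* at 44.3 CPM (41.1 to 47.7), *Fasn* at 41.2 CPM (38.2 to 44.5) and *Elovl6* at 28.0 CPM (25.5 to 30.7). The 180 fibroblastic 2-like cells gave wider intervals. There *Hmgcs1* stood at 55.3 CPM (37.0 to 79.4), *Acaca* at 47.7 CPM (30.8 to 70.4) and *Fasn* at 36.2 CPM (21.8 to 56.6). *Scd1* was lower in fibroblastic 2-like than in fibroblastic 1-like cells, at 19.1 CPM (9.14 to 35.1). No *Acacb* UMI was counted in fibroblastic 2-like cells, which allows a level of up to 5.72 CPM.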

We performed GSEA on DEGs in discrete *Scap*^*Δpanc*^ versus *Scap*^*f/f*^ cell clusters. 

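In *Scap* f/f fibroblastic 2-like cells, *Acaa1a* was counted at 68.6 CPM (95% interval 48.1 to 95.04), *Acaa2* at 62.9 CPM (43.3 to 88.4) and *Acat1* at 116 CPM (89.0 to 149). Fibroblastic 1-like cells had 53.6 CPM of *Acaa1a* (50.1 to 57.3), 63.3 CPM of *Acaa2* (59.5 to 67.3) and 137 CPM of *Acat1* (132 to 143). For all 3 genes the intervals of the classes overlap. *Acaa1b*, the other mouse gene of this name, had no UMI in fibroblastic 2-like cells, which allows up to 5.72 CPM. A UMI of *Acaa2* was detected in 16.7% of the 180 fibroblastic 2-like cells and a UMI of *Acat1* in 23.9%. The paper's Supplementary Table S7 gives 16.6% and 25.1% for the second of its groups, read as *Scap* f/f from the direction the paper gives for these genes. Of that table, 852 of the 31154 rows on fibroblastic 2 cells were at hand.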

While no statistically significant changes were identified in fibroblastic 1 cells, *Scap*^*Δpanc*^ fibroblastic 2 cells had elevated expression of Hallmark gene sets for fatty acid metabolism (including *Acaa1, Acaa2*, and *Acat1)*, as well as for mTORC1 and MYC, DNA repair, IFNγ, and oxidative phosphorylation, associated with proliferation and inflammation (Fig. 5E, Supplementary Table S3). Notably, increased fatty acid metabolism and fatty acid oxidation have been previously reported to increase in activated stellate cells [45–47]. 

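*Acta2* (ENSMUSG00000035783), on chromosome 19 from 34241090 to 34255590 on the reverse strand, encodes smooth muscle actin and was one of the markers that named the fibroblastic 2-like class. It reached 6150 CPM in *Scap* f/f fibroblastic 2-like cells (95% interval 5940 to 6366) and 44.3 CPM in fibroblastic 1-like cells (41.1 to 47.7). A UMI of it was found in 86.7% and 8.80% of cells, and after thinning to 800 UMIs in 79.4% (72.8 to 85.1) and 2.99% (2.54 to 3.49). Its share in immune-like cells was 3.18% before thinning. *Fn1* had the opposite order, with 402 CPM (350 to 460) in fibroblastic 2-like and 1589 CPM (1569 to 1608) in fibroblastic 1-like cells, and 214 CPM (199.8 to 229) in immune-like cells.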

Additional fibroblastic markers such as *Acta2* and *Fn1* were also elevated in *Scap*^*Δpanc*^ cells compared to *Scap*^*f/f*^ (Fig. 5F). IPA identified a complex pattern of transcriptional changes in *Scap*^*Δpanc*^ fibroblastic 2 cells, including significant upregulation of KRAS and MYC-dependent transcription and downregulation of TP53-dependent transcription, among others (Fig. 5G). To assess if fibroblastic differentiation is affected by the loss of Scap in pancreatic exocrine and endocrine tissue, we performed pseudotime analysis on the combined fibroblastic 1 and fibroblastic 2 clusters (the combined set referred to as fibroblastic). This indicated that the *Scap*^*Δpanc*^ fibroblastic cells are restricted to an earlier pseudotime stage expressing more mesenchymal progenitor markers (*Vim, Cd44, Vcam1, Pdgfra*) while *Scap*^*f/f*^ fibroblastic cells are found primarily in the middle to late stage associated with more differentiated fibroblastic markers (*Col1a1, Fn1, Acta2, Col6a1*) (Fig. 5H, K).

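The pseudotime ordering was not rebuilt here, and the levels of its marker genes in the *Scap* f/f cells are given by class and by cluster. Of the progenitor markers, *Vim* stood at 1121 CPM in fibroblastic 1-like (95% interval 1105 to 1137) and 1228 CPM in fibroblastic 2-like cells (1135 to 1327). *Cd44* had 230.4 CPM (223 to 238) and 109 CPM (82.3 to 141), *Vcam1* 73.5 CPM (69.4 to 77.8) and 30.5 CPM (17.4 to 49.6), and *Pdgfra* 417 CPM (407 to 427) and 64.8 CPM (44.9 to 90.6). Of the differentiation markers, *Col1a1* had 12277 CPM (12223 to 12331) and 2710 CPM (2571 to 2855), and *Col6a1* 1362 CPM (1344 to 1380) and 393 CPM (341 to 450.3). *Pdgfra*, *Col1a1* and *Fn1* were among the markers that named fibroblastic 1-like cells.
Fibroblastic 1-like cells fell into 3 clusters of 2316, 1599 and 1267 cells, and the marker sets did not move together across them. The largest had the most *Pdgfra*, at 540.3 CPM (522 to 559), and *Vcam1*, at 107 CPM (99.3 to 116), but also the most *Col6a1*, at 1584 CPM (1553 to 1615). The second had the most *Col1a1*, at 17180 CPM (17062 to 17299), and *Acta2*, at 114 CPM (104 to 124), with the least *Fn1*, at 304 CPM (288 to 320.2). The third had the most *Cd44*, at 373 CPM (357 to 390.2), together with the most *Fn1*, at 3639 CPM (3587 to 3691).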

Given the observation of ADM and potential defect in differentiation of acinar cells in *Scap*^*Δpanc*^ pancreata, we separately analyzed signaling in acinar versus the broader exocrine compartment. In the acinar cluster, GSEA analysis indicated the significant decrease in genesets including TGFβ signaling and EMT, TNFα signaling, and angiogenesis/hypoxia, in *Scap*^*Δpanc*^ versus *Scap*^*f/f*^ samples (Fig. 6A). IPA upstream regulator analysis separately indicated the strongest downregulation of TGFβ1-dependent transcription in *Scap*^*Δpanc*^ acinar cells, also finding downregulation of TP53-, and AGT-transcription (Fig. 6B); concomitant with elevated KRAS and HRAS transcription (Fig. 6B). Intriguingly, AGT, encoding angiotensin, controls the renin-angiotensin system that regulates blood pressure and vascular function, but has also been linked to regulation of adipogenesis and cross-regulation with SREBP1 [48, 49]. Further, analysis using EnrichR [18] of significantly upregulated genes in the *Scap*^*Δpanc*^ acinar cluster (Fig. 6C) identified significant overlap with genes elevated in exocrine pancreatic insufficiency and pancreatic steatorrhea, a condition characterized by excess amounts of fat; as well as syndromes related to metabolic disfunction such as cholesterol ester storage disease and disease of metabolism (Fig. 6C). GSEA analysis of the exocrine cluster was similar to that of acinar cells, with a significant decrease in TGFβ signaling, EMT, TNFα signaling, and angiogenesis/hypoxia in *Scap*^*Δpanc*^ versus *Scap*^*f/f*^ samples (Fig. 6D). Additionally, the exocrine *Scap*^*Δpanc*^ cluster had a decrease cholesterol homeostasis, consistent with the loss of SCAP/SREBP signaling. IPA analysis also yielded results similar to the acinar cluster (Fig. 6E), with some additions; the pancreatic tumor suppressor MRTFB [50] was significantly downregulated, while PEAR1, a promoter of fibroblast activation and fibrosis [51], was strongly elevated.

**Fig. 6:**
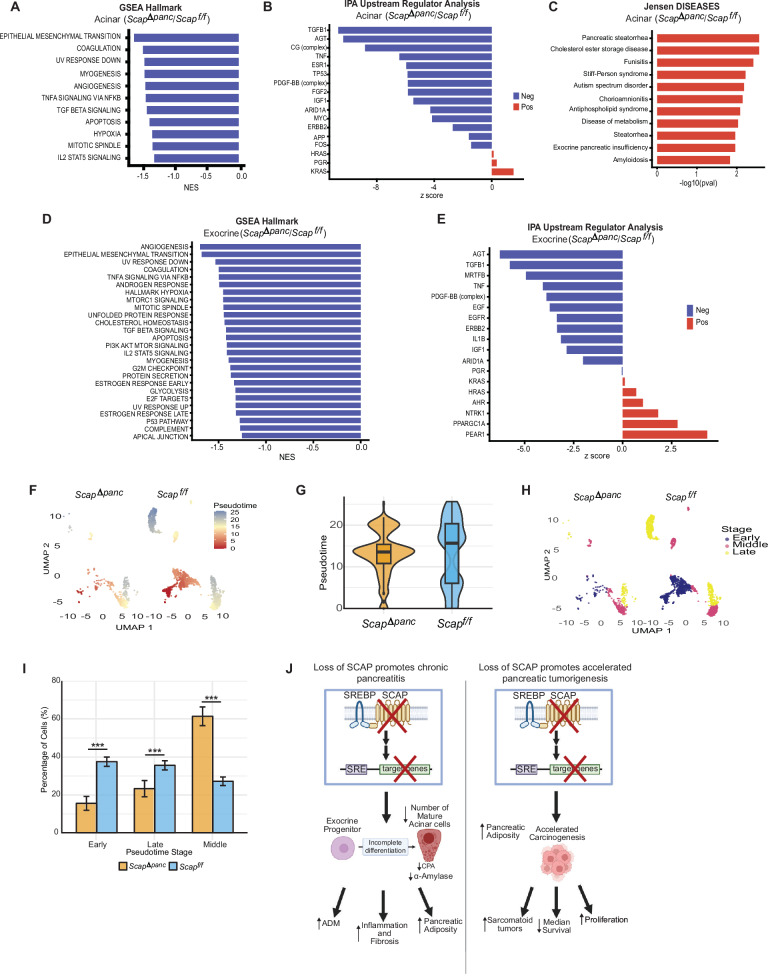
Altered signaling in *Scap*^*Δpanc*^ and *Scap*^*f/f*^ acinar and exocrine cells shows developmental impact of Scap loss. **A** GSEA analysis of upregulated and downregulated Hallmark genesets in the *Scap*^*Δpanc*^ compared to *Scap*^*f/f*^ acinar cluster. **B** IPA upstream regulator analysis of predicted upregulated and downregulated signaling pathways in the *Scap*^*Δpanc*^ acinar cluster compared to *Scap*^*f/f*^. **C** Enrichr analysis of Jensen DISEASES genesets associated with genes overexpressed in *Scap*^*Δpanc*^ versus *Scap*^*f/f*^ acinar cells. **D** GSEA analysis of upregulated and downregulated Hallmark genesets in the *Scap*^*Δpanc*^ compared to *Scap*^*f/f*^ exocrine cluster. **E** IPA analysis of predicted upregulated and downregulated signaling pathways associated with observed gene expression changes in the *Scap*^*Δpanc*^ versus *Scap*^*f/f*^ exocrine cluster. **F** A UMAP projection of *Scap*^*Δpanc*^ (left) and *Scap*^*f/f*^ (right) pancreatic exocrine and acinar cells. Point color—from blue (early pseudotime, least differentiated, expressing genes *Pdx1*, *Hnf1b*, *Sox9*, *Ptf1a*) through yellow (intermediate) to red (late pseudotime, most differentiated, expressing genes *Amy2a*, *Cpa1*, *Prss1*, *Krt19*)—reflects Monocle 3-inferred differentiation progression, showing that *Scap*^*Δpanc*^ cells are restricted to the middle differentiation stages while *Scap*^*f/f*^ cells had both earlier and later differentiation states. **G** A violin plot showing the quantification of the pseudotime distribution of *Scap*^*Δpanc*^ and *Scap*^*f/f*^ clusters. **H** A UMAP projection of pseudotime values split into three equally populated bins (Early, Middle, and Late) using quantile-based tertile cuts. **I** Bar chart of percentage of cells in *Scap*^*Δpanc*^ and *Scap*^*f/f*^ samples by pseudotime stage. **J** Graphical abstract describing how the loss of Scap impacts the pancreas. Created in BioRender. Lilly, A. (2026) https://BioRender.com/511uib5. ***p ≤ 0.001, in all panels. Chi-square test used for quantification of percentage of cells by pseudotime stage.

Using pseudotime analysis to compare cell differentiation pathways, we investigated if the loss of SCAP impacts the trajectory of differentiation of specific pancreatic populations. 

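In *Scap* f/f exocrine-like and acinar-like cells, the acinar markers were among the most abundant transcripts. *Pnliprp1* reached 35648 CPM in exocrine-like (95% interval 35341 to 35956) and 63121 CPM in acinar-like cells (62710 to 63535), *Cela2a* 16996 and 34009 CPM, *Cpa1* 14474 and 23409 CPM, and *Try4* 7974 and 11283 CPM. *Try4* belongs to a family of near-identical trypsinogen genes between which counting can split or lose reads. The ductal markers were lower. *Sox9* had 282 CPM in exocrine-like (255 to 310.5) and 46.3 CPM in acinar-like cells (35.8 to 58.9), *Krt19* 42.6 CPM (32.7 to 54.6) and 19.7 CPM (13.1 to 28.4), and *Muc1* 78.4 CPM (64.6 to 94.1) and 75.1 CPM (61.6 to 90.8). *Sox9* and *Muc1* also counted among the markers of the exocrine-like class, and the other genes but *Krt19* among those of the acinar-like class. In immune-like cells *Pnliprp1* still stood at 2451 CPM, while *Sox9*, *Krt19* and *Muc1* stood at 6.83, 2.78 and 4.30 CPM.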

We first verified the expression profiles of acinar (*Cela2a, Cpa1, Cpa2, Pnliprp1, Try4)* and ductal (*Sox9, Krt19, Muc1*) markers in *Scap*^*Δpanc*^ and *Scap*^*f/f*^ samples (Supplementary Fig S6A, B). These UMAPs show the majority of clusters express acinar markers, with a small cluster expressing ductal markers, and clusters expressing both acinar and ductal markers. 

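Counted per cell at 1 UMI or more, 191 of the 304 exocrine-like *Scap* f/f cells, or 62.8% (95% interval 57.1 to 68.3), had UMIs of both an acinar marker (*Cela2a*, *Cpa1*, *Pnliprp1* or *Try4*) and a ductal marker (*Sox9*, *Krt19* or *Muc1*). Acinar markers alone were found in 36.8% (31.4 to 42.5), and ductal markers alone in 1 cell. Of the 390 acinar-like cells, 36.4% (31.6 to 41.4) had both and 63.6% (58.6 to 68.4) acinar markers alone, and none had ductal markers alone, which allows a share of up to 0.769%. An acinar marker says little at this threshold, since 95.01% of immune-like cells had an acinar marker alone at a median of 1649 UMIs. Both kinds were found in 2.52% of immune-like cells (1.85 to 3.35). Asking for 2 UMIs of a marker lowered the share with both to 26.6% of exocrine-like (21.8 to 32.0) and 7.44% of acinar-like cells (5.04 to 10.5), with 0.274% in immune-like cells (0.0891 to 0.639).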

The expression of *Scap*, *Srebf1/2*, and SCAP/SREBP signaling targets (*Ldlr*, *Acaca*, *Fasn*) was uniformly decreased in *Scap*^*Δpanc*^ versus *Scap*^*f/f*^ samples (Supplementary Fig S6C). 

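At these depths most single *Scap* f/f cells hold no UMI of a given target gene. An *Acaca* UMI was detected in 21.1% of exocrine-like cells (95% interval 16.6 to 26.1) and a *Fasn* UMI in 12.8% (9.28 to 17.1), against 0.769% (0.159 to 2.23) and 4.10% (2.36 to 6.58) of acinar-like cells. After thinning to 800 UMIs, the shares were 3.62% (1.82 to 6.38) and 0.256% (0.00649 to 1.42) for *Acaca*, and these intervals lie apart. For *Fasn* they were 2.30% (0.931 to 4.69) and 0.769% (0.159 to 2.23), which overlap. Acinar-like droplets also held few nuclear transcripts, so the *Acaca* gap need not be one of expression per cell.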

Using pseudotime, we observed that *Scap*^*Δpanc*^ cells stalled at the middle pseudotime stage compared to *Scap*^*f/f*^ (Fig. 6F, G), indicating a delay in progression toward a terminally differentiated acinar states. 

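Of the early markers of this ordering, *Pdx1* was low in the *Scap* f/f cells, with 9 UMIs in exocrine-like cells, or 6.19 CPM (95% interval 2.83 to 11.7), and 3 in acinar-like cells. An immune-like cell, which should lack the gene, held a *Pdx1* UMI in 0.0549% of cases, against 2.96% of exocrine-like cells. Over all UMIs *Ptf1a* did not separate the classes. Enzymes took 63.1% of acinar-like and 37.9% of exocrine-like UMIs, so its levels need not be equal without them. Of the late markers, *Prss1* had 2543 CPM in exocrine-like (2461 to 2626) and 3815 CPM in acinar-like cells (3714 to 3918), and *Amy2a5* 139 CPM (120.4 to 159) and 152 CPM (133 to 174). The files list *Amy2a* as 5 near-identical genes, *Amy2a1* to *Amy2a5*, between which counting can split or lose reads, so these amylase levels are uncertain. *Prss1* shares sequence with other trypsinogen genes in the same way.
The Monocle ordering itself was not rebuilt. The paper compares the pseudotime values of both genotypes, finds *Scap* Δpanc cells held in its middle stage while *Scap* f/f cells show earlier and later states as well, and proposes a delay toward the terminal acinar state.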

When comparing the trajectory-based clustering between *Scap*^*f/f*^ and *Scap*^*Δpanc*^, we observed an intermediate subpopulation almost exclusively composed of *Scap*^*Δpanc*^ cells at mid-pseudotime (*p* < 0.001; Fig. 6H, I), consistent with incomplete acinar differentiation.

To further investigate how SCAP loss stalls acinar cell terminal differentiation, we looked at the expression of acinar differentiation markers, genes associated with pancreatic steatosis, and genes associated with pancreatic cancer (Supplementary Fig S7). 

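*Ptf1a* (ENSMUSG00000026735), on chromosome 2 from 19445663 to 19447501 on the forward strand, was counted at 50.2 CPM in *Scap* f/f exocrine-like cells (95% interval 39.3 to 63.1) and 47.0 CPM in acinar-like cells (36.5 to 59.7). It was found in 17.1% and 14.1% of these cells, against 0.329% of immune-like cells. *Nr5a2* differed between the classes, with 248 CPM in exocrine-like (223 to 275) and 21.1 CPM in acinar-like cells (14.2 to 30.1). The nuclear transcript *Malat1* was also far lower in acinar-like cells, at 638 against 6963 CPM. The *Nr5a2* gap may therefore lie in what these droplets hold and not in expression per cell. Thinned to 800 UMIs, a *Nr5a2* UMI remained in 18.1% (13.9 to 22.9) and 1.79% (0.725 to 3.66) of cells. *Trp53* had 24.7 CPM (17.3 to 34.3) and 13.3 CPM (8.03 to 20.8), whose intervals overlap. Over all UMIs it was higher in fibroblastic 1-like cells, at 51.5 CPM (48.1 to 55.2). Digestive enzymes took 37.9% of exocrine-like and 63.1% of acinar-like UMIs, so this difference may lie in the denominator.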

Although the very small numbers of *Scap*^*Δpanc*^ acinar cells at early stages of differentiation limited conclusions, expression of two genes essential for acinar cell differentiation and maintenance, *PTF1a* and *NR5A22*, appeared moderately reduced in *Scap*^*Δpanc*^ cells compared to *Scap*^*f/f*^ cells, as was expression of the tumor suppressor *TRP53*. Finally, a similar phenotype of global acinar replacement by adipose tissue has previously been observed in other studies involving induced loss or gain of genes in the pancreatic exocrine/endocrine primordia, as reviewed in [37]. Studies using the *Pdx1* promoter to eliminate genes including cMYC [52], IKKa [53], JAG1 [54], KIF3A [55], or PROX1 [56], or a Ptf1 promoter to overexpress TGFBR1 in acinar cells [57] in each case identified progressive acinar loss and replacement with adipose cells, in some cases accompanied by ADM and fibrosis. However, in *Scap*^*Δpanc*^ cells, expression of mRNA for *MYC, JAG1* and other genes was relatively unaffected.

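In the *Scap* f/f library, *Myc* stood at 43.3 CPM in exocrine-like cells (95% interval 33.3 to 55.4, from 63 UMIs) and 14.7 CPM in acinar-like cells (9.13 to 22.5, from 21 UMIs). *Jag1* had 26.8 CPM (19.1 to 36.6, from 39 UMIs) and 9.13 CPM (4.86 to 15.6, from 13 UMIs). With so few UMIs per class, a level that stayed within these intervals could not be told from counting error in a library of this depth. *Jag1* was highest in fibroblastic 2-like cells among the 5 classes compared, at 349 CPM (300.3 to 403).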

## Discussion

The work reported in this study supports several conclusions (model in Fig. 6J). First, in KPCS mice, the normal program of PDAC development is greatly accelerated versus that in KPC mice, and tumor differentiation trajectory is altered, including the appearance of pancreatic cysts, and more sarcomatoid/mesenchymal tumors. Second, single nuclei analysis of KPCS versus KPC tumors indicates a substantial expansion of the fibroblast and immune compartments in KPCS tumors, with both tumor and fibroblasts upregulating activators of the pro-tumoral mTOR signaling pathway, and signatures indicating rapid growth. Third, efficient differentiation and maintenance of acinar cells in vivo require an intact SCAP-SREBP signaling axis. Fourth, acinar cells are more sensitive than other exocrine and endocrine lineages to loss of SCAP-SREBP signaling. Fifth, global absence of SCAP in the pancreatic exocrine- and endocrine-producing primordia triggers reactive changes in all mesenchymal populations, leading to progressive differentiation towards adipocytes, and concomitant acquisition of features of pancreatitis, including fibrosis and inflammation. Sixth, PSC and mesenchymal cells from pancreata, including PSCs and other fibroblasts, of *Scap*^*Δpanc*^ mice display an altered transcriptional program, with upregulation of SREBP2, mTORC, and interferons, contributing to the creation of a pro-inflammatory milieu.

Some of the phenotypes in this study are reminiscent of those in a recent study by Kawamura and colleagues that was based on the observation that SREBP-mediated de novo lipogenesis are upregulated in NAFLD and hepatocellular carcinoma (HCC), causing SREBP inhibition to be proposed as a therapeutic strategy. The authors therefore investigated deletion of *Scap* as a potential way to ameliorate symptoms NAFLD, NASH and formation of liver cancer, using an *Alb-Cre;Pten*^*flox*^ model of NASH [58]. While in that study, deletion of *Scap* reduced hepatic steatosis (contrary to the results shown here), it unexpectedly revealed that *Scap* deletion promoted liver fibrosis and inflammation marked by infiltration of macrophages and CD45+ cells. SCAP deletion also accelerated formation of HCC, with tumors marked by hyperactivation of the mTOR signaling pathway. Increasing confidence, many of these findings were then validated in choline-deficient, l-amino acid–defined, high-fat-diet (CDAHFD) mice, an independent model of NASH-HCC [58]. The authors proposed a mechanism by which lipid imbalance led to ER stress, which promoted liver injury, cell death, and carcinogenesis.

In contrast to the findings in liver, the loss of SCAP in endodermally derived pancreatic cells (based on *Pdx1* promoter-driven *Scap* loss) in the present study was associated with a defect in exocrine cell differentiation, and an increase rather than decrease in mesenchymal adiposity. The data presented here indicate extensive crosstalk between exocrine and fibroblastic compartments in the early post-natal phase, with elevated SREBP-dependent signaling in fibroblastic cells, over-compensating for SCAP loss; the activated stromal phenotype of the fibroblasts in *Scap*^*Δpanc*^ pancreata is often tumor promoting [59]. In this context, it is intriguing that a number of studies identifying acinar loss/adipose replacement phenotypes also identified defects in pancreatic cilia [54, 60–63], a structure known to mediate signaling between pancreatic cancer precursors and fibroblasts in the proto-tumor microenvironment [64]. Notably, loss of SCAP elevated ADM, a precursor to formation of pancreatic intraepithelial neoplasias (PanINs) [65], both in the presence or absence of KRAS and Trp53 driver lesions.

This study aligns with a growing body of literature that describes dialog between cancer cells and adjacent fibroblasts that results in activation and reprogramming of lipid production in CAFS, with the reprogrammed CAFs then providing lipids to fuel the growth of cancer cells [66–68]. Although the reprogramming mechanism is not clear, and may vary across distinct tumor types, data in this study indicates upregulation of SREBP2 in fibroblastic cells likely contributes to the reprogramming. This may be SCAP-dependent, as SCAP would be intact in pancreatic fibroblasts; alternatively, some SCAP-independent mechanisms of SREBP activation have been described [69, 70]. One intriguing element of the phenotypes reported here are the presence of abundant adipocytes when *Scap* ablation occurs in isolation, versus no adipocytes when this occurs in parallel with triggering of driver *Kras* and *Trp53* mutations. A likely possibility is that the combined signaling downstream of combined *Scap*, *Kras*, and *Trp53* lesions changes the trajectory of acinar differentiation so that these cells no longer produce pro-adipogenic signals that act on adjacent fibroblasts. These results suggest a number of future directions of interest. For example, because the focus on SCAP this work was nominated by earlier work by Gabitova-Cornell et al., which used a *Trp53*-null KPC pancreatic cancer mouse model [8], we have used a similar experimental design, as opposed to an alternative KPC mouse model bearing a mutant form of *Trp53*. It is possible that mutation rather than loss of *Trp53* may lead to a milder cancer phenotype. It would also be of interest to investigate tumorigenesis in an inducible model (e.g. [71]), to separate potential effects affecting pancreatic precursors from those induced by loss of SCAP at later stages.

Although there has been relatively little focus on SCAP in human cancer, some reports have linked SCAP function to cancer risk, cancer presentation, and therapeutic response, and KMPlot analysis indicates that lower SCAP expression was associated with worse survival in human PDAC [26]. In earlier work, we have demonstrated that inhibition of the cholesterol signaling pathway to induce SREBPs in pancreatic cancer cells elevates expression TGFB1 [8], a potent regulator of mesenchymal function that signals through TGFBR1, causing an epithelial-to-basal lineage transition that is associated with an aggressive PDAC phenotype. This relationship was echoed in analysis of sera from human patients with PDAC, suggesting a basal phenotype with use of statins [8]. The fact that our data shows that that loss of SCAP/SREBP signaling exacerbates pancreatic cancer in the KPC mouse model, suggesting that the blockade of SREBP signaling may activate alternate pathways to promote pancreatic cancer. Some of these pathways may be cancer cell intrinsic; however, our results some involve paracellular signaling that activates fibroblasts and the immune microenvironment.

In other cancer types, overexpression of SCAP in human hepatocellular carcinoma (HCC) has ben associated with hypercholesterolemia and resistance to sorafenib, and inhibition of SCAP increased sorafenib sensitivity [72]. Elevated intracellular glucose in EGFRvIII glioblastoma promotes SCAP glycosylation, disrupting its interaction with INSIG and driving SREBP-dependent transcription; inhibition of SCAP glycosylation impaired xenograft glioblastoma growth [73]. SCAP has been linked to breast cancer susceptibility in a recent transcriptome-wide association studies (TWAS) screen for alternative polyadenylation, a process that can control translation of target mRNAs, and localization and protein interactions of the encoded protein [74]. Polymorphic variants of SCAP have been reported, and some linked to incidence of obesity (e.g. [75]). In the context of data presented here, one particularly interesting recent study has correlated very low activity of SCAP/SREBP signaling with greater severity of fibrosis in human MASLD/MASH [58].

Cumulatively, these and other reports support a modifier role for SCAP in cancer. Clearly, the study presented here differs from the prior literature in that SCAP is absent throughout pancreatic development, and SCAP function is lost selectively in exocrine/endocrine pancreatic lineages, rather than throughout the affected organ. However, together with earlier studies, this work emphasizes the importance of SCAP in conditioning cancer cell signaling, and emphasize the complexity of targeting SCAP in a heterocellular organ, with distinct cell types having discrete requirement for SCAP function, or modifying differentiation course to compensate for SCAP loss. Given the broad interest of the cancer community in therapeutic targeting of the cholesterol pathway [76, 77], or SCAP-SREBP signaling specifically [78], these are important considerations.

## Supplementary information

Supplemental Table and Figure Legends; Supplemental Figures; Supplemental Methods

Supplemental Table S1

Supplemental Table S2

Supplemental Table S3

Supplemental Table S4

Supplemental Table S5

Supplemental Table S6

Supplemental Table S7

## Data Availability

The data generated in this study are available within the article and its supplementary data files. The sequencing data generated in this study are publicly available in Gene Expression Omnibus (GEO) at GSE306231 and GSE317919.

# Supplementary material for: Role of SCAP in regulation of pancreatic homeostasis, pancreatitis, and tumorigenesis
**Source:** Oncogene. 2026 Apr 15;45(21):1999–2013. doi: 10.1038/s41388-026-03784-y
**Supplement:** Supplementary file 1 — Supplemental Table and Figure Legends; Supplemental Figures; Supplemental Methods

**Lilly *et al*., Role of SCAP in regulation of pancreatic homeostasis, pancreatitis, and tumorigenesis**

**Supplemental Figure and Table Legends; Supplemental Figures; Supplemental Methods.**

***All Supplemental Tables are provided as accompanying Excel files*:**

**Supp Table S1.** Primer information.

**Supp Table S2.** Antibody information.

**Supp Table S3.** Data table related to GSEA analysis/Excel.

**Supp Table S4.** Data table related to IPA.

**Supp Table S5.** A Scap^Δpanc^ genotype does not induce pre-natal mortality.

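Supplementary Table S6 gives the lipidomic measurements, in which lipids extracted from pancreas were separated by liquid chromatography and identified and quantified by high-resolution mass spectrometry. It holds a sheet of raw values, a sheet of amounts scaled to tissue mass in pmol per mg, and a sheet of the values drawn as a volcano plot. The sheet of scaled amounts lists 680 lipids, of which 400 are triglycerides, with 9 control columns and 11 columns for the pancreas-specific knockout. Each column is a sample and each row a lipid species named by its class and fatty acyl chains.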

**Supp Table S6.** Comparison of lipids in Scap^Δpanc^ and *Scap^f/f^* pancreata from 2-week-old mice.

**Supp Table S7**. Data table of differentially expressed genes.

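Supplementary Table S7 gives, for a cell cluster at a time, the output of Seurat's FindMarkers between 2 groups. For each gene it holds the average log2 fold change and the percentage of cells of the first and of the second group with at least 1 UMI, followed by a Wilcoxon p-value computed over cells and its adjusted value. No minimum fold change or percentage was set, in order to keep all genes. The sheets still differ in length, with 32285 rows for acinar cells at 2 weeks and fewer in the sheet described next. The cells of a pooled library are not independent animals, and such p-values describe the cells of the libraries compared. The sheet of fibroblastic 2 cells at 2 weeks lists 31154 genes, of which the first 852 were at hand. In its second group *Vim* was detected in 76.5% of cells by the paper's value. In the *Scap* f/f cells counted here it was detected in 78.9% of the 180 fibroblastic 2-like cells, and after thinning to 800 UMIs in 51.7% (95% interval 44.1 to 59.2).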

**Supp Fig S1. Aggressive phenotypes of KPCS versus KPC tumors. A.** Representative PCR of genotyping KPCS mice. **B.** Survival plot generated from KM Plot showing the relationship between *SCAP* expression and overall survival of PDAC patients [1]. **C.** Additional 20x H&E images of 4-week-old KPC (n=9) and KPCS (n=9) mice in which each field is from a distinct mouse. 9 mice per genotype. Scale bar 100 μm **D.** Additional 40x immunofluorescence images (pan-cytokeratin (panCK, red), vimentin (green), DAPI (blue)) of 4-week-old KPC (n=5) and KPCS (n=5) mice. 5 fields of view observed per mouse. Scale bar 50 μm. **E.** Additional 20x H&E images of survival KPC (n=8) and KPCS (n=6) mice. Scale bar 100 μm. **F.** Additional 40x immunofluorescence images (pan-cytokeratin (panCK, red), vimentin (green), DAPI (blue)) of survival KPC (n=5) and KPCS (n=5) mice. 5 fields of view observed per mouse. Scale bar 50 μm. **G.** 2x H&E of KPC (n=8) and KPCS (n=6) tumors from survival cohort indicating cystic regions in KPCS tumors, scale bar 1 mm.

**Supp Fig S2. Profiling single nuclei RNA sequencing samples from tumor samples. A.** Violin plots (log scale) of the mitochondrial percentage, UMI and features in samples after applying QC cutoffs. **B.** UMAP of clusters from combined tumor samples. **C.** Heatmap showing expression patterns of genes used to determine cell type of each cluster. **D.** Dot plot showing average expression of *Scap*, *Srebf1/2*, and their downstream regulated genes in all clusters, comparing KPC and KPCS tumor groups. **E.** Split UMAP of clusters from tumor samples (7-week-old KPC samples and 4-week-old KPCS samples) and a 4-week-old KPC sample. **F.** Expression of *Ptprc*, which encodes CD45, in tumors (KPC 7 weeks and KPCS 4 weeks) samples. **G.** Stacked bar graph of immune clusters from tumor (7-week-old KPC samples and 4-week-old KPCS samples). **H.** Dot plot showing average expression of genes related to immune cell differentiation.

**Supp Figure S3. Consequences of SCAP deletion or depletion in pancreatic cells**. **A**. Representative 2% agarose gel of PCR genotyping results for *Scap^flox^* and *Cre*. **B.** Representative 20x images of cystic regions in *Scap^Δpanc^* 0.5- and 1-month old tissue; each image is from an independent mouse. Scale bar 100 μm. **C.** Immunohistochemical staining for insulin in islet cells of *Scap^Δpanc^* and *Scap^f/f^* pancreata from 1-month-old, 3-month-old, and 6-month-old mice. **D.** Representative images of 40x immunofluorescence staining (α-amylase (red); CK19 (green); DAPI (blue)) in *Scap^Δpanc^* and *Scap^f/f^* pancreata from 0.5-, 3, and 6-month-old mice. Quantification of α-amylase and CK19 ± SD are shown below. 5 samples per genotype, balanced male and female. **E.** Representative image of caspase 3 staining in 0.5-month-old *Scap^Δpanc^* and *Scap^f/f^* pancreata. **F.** Quantification and representative images of Ki67 staining in pancreata from 2- and 4-week-old Scap^Δpanc^ and *Scap^f/f^* mice. **G.** Quantification of qRT-PCR results in AR42J cells treated with 50nM siRNA targeting Scap or a scrambled control for 72 hours (n=4 independent experiments). ***,p  ≤ 0.001, in all panels. Student’s t-test used for all statistical analysis.

**Supp Fig S4. Fibrosis and altered lipid profile in *Scap^Δpanc^* versus *Scap^f/f^* pancreata**. **A**. Representative 40x immunofluorescence images of vimentin (green), and DAPI (blue) staining in *Scap^Δpanc^* and *Scap^f/f^* pancreata from 1-, 3-, and 6-month-old mice. **B**. Representative perilipin-2 immunohistochemistry staining of *Scap^Δpanc^* and *Scap^f/f^* pancreata from mice at ages indicated. Analysis based on 5-6 mice per genotype, ~equal number males and females. **C**. Volcano plot of differentially expressed lipids in *Scap^Δpanc^* compared to *Scap^f/f^* pancreata in 2-week-old mice. Analytes are pooled from 10 samples per genotype, equal numbers of males and females. Data has been normalized to known, spiked-in lipid controls, allowing the results to be converted to pmol of lipid/mg tissue.

**Supp Fig S5. Profiling single cell RNA sequencing samples from 0.5-month-old in *Scap^Δpanc^* and *Scap^f/f^* pancreata. A.** Violin plots (log scale) of the mitochondrial percentage, unique molecular identified (UMI) and genes (features) in *Scap^Δpanc^* and *Scap^f/f^* samples after applying quality control (QC) cutoffs. **B.** UMAP of clusters from pooled 2-week-old samples (inclusive of *Scap^Δpanc^* and *Scap^f/f^*). **C.** Heatmap showing expression patterns of genes used to determine cell type of each cluster. **D.** Feature plot of *Ptprc* expression in tumor *Scap^Δpanc^* and *Scap^f/f^* samples. **E.** Split UMAPs of immune clusters in *Scap^Δpanc^* and *Scap^f/f^* samples. **F.** Stacked bar graph of immune clusters *Scap^Δpanc^* and *Scap^f/f^* samples. **G.** Dot plot showing average expression of genes related to immune cell differentiation and lineage.

**Supp Fig S6. Profiling expression profiles of acinar and exocrine clusters from from 0.5-month-old in *Scap^Δpanc^* and *Scap^f/f^* pancreata. A.** UMAPs of mature acinar cell markers (*Cela2a, Cpa1, Cpa2, Pnliprp1, Try4*) in *Scap^Δpanc^* and *Scap^f/f^* specimens. **B.** UMAPs of ductal cell markers (*Sox9, Krt19, Muc1*) in *Scap^Δpanc^* and *Scap^f/f^* specimens. **C.** UMAPs of Scap/Srebp signaling markers in *Scap^Δpanc^* and *Scap^f/f^* specimens.

**Supp Fig S7. UMAPs of genes associated with acinar differentiation, pancreatic steatosis, and pancreatic cancer. A.** UMAPs of acinar differentiation markers (*Ptf1a*, *Rbpjl*, *Nr5a2*). **B.** UMAPs of genes whose loss is associated with pancreatic steatosis (*Myc*, *Jag1*). **C.** UMAP of *Trp53*, a gene associated with pancreatic cancer.

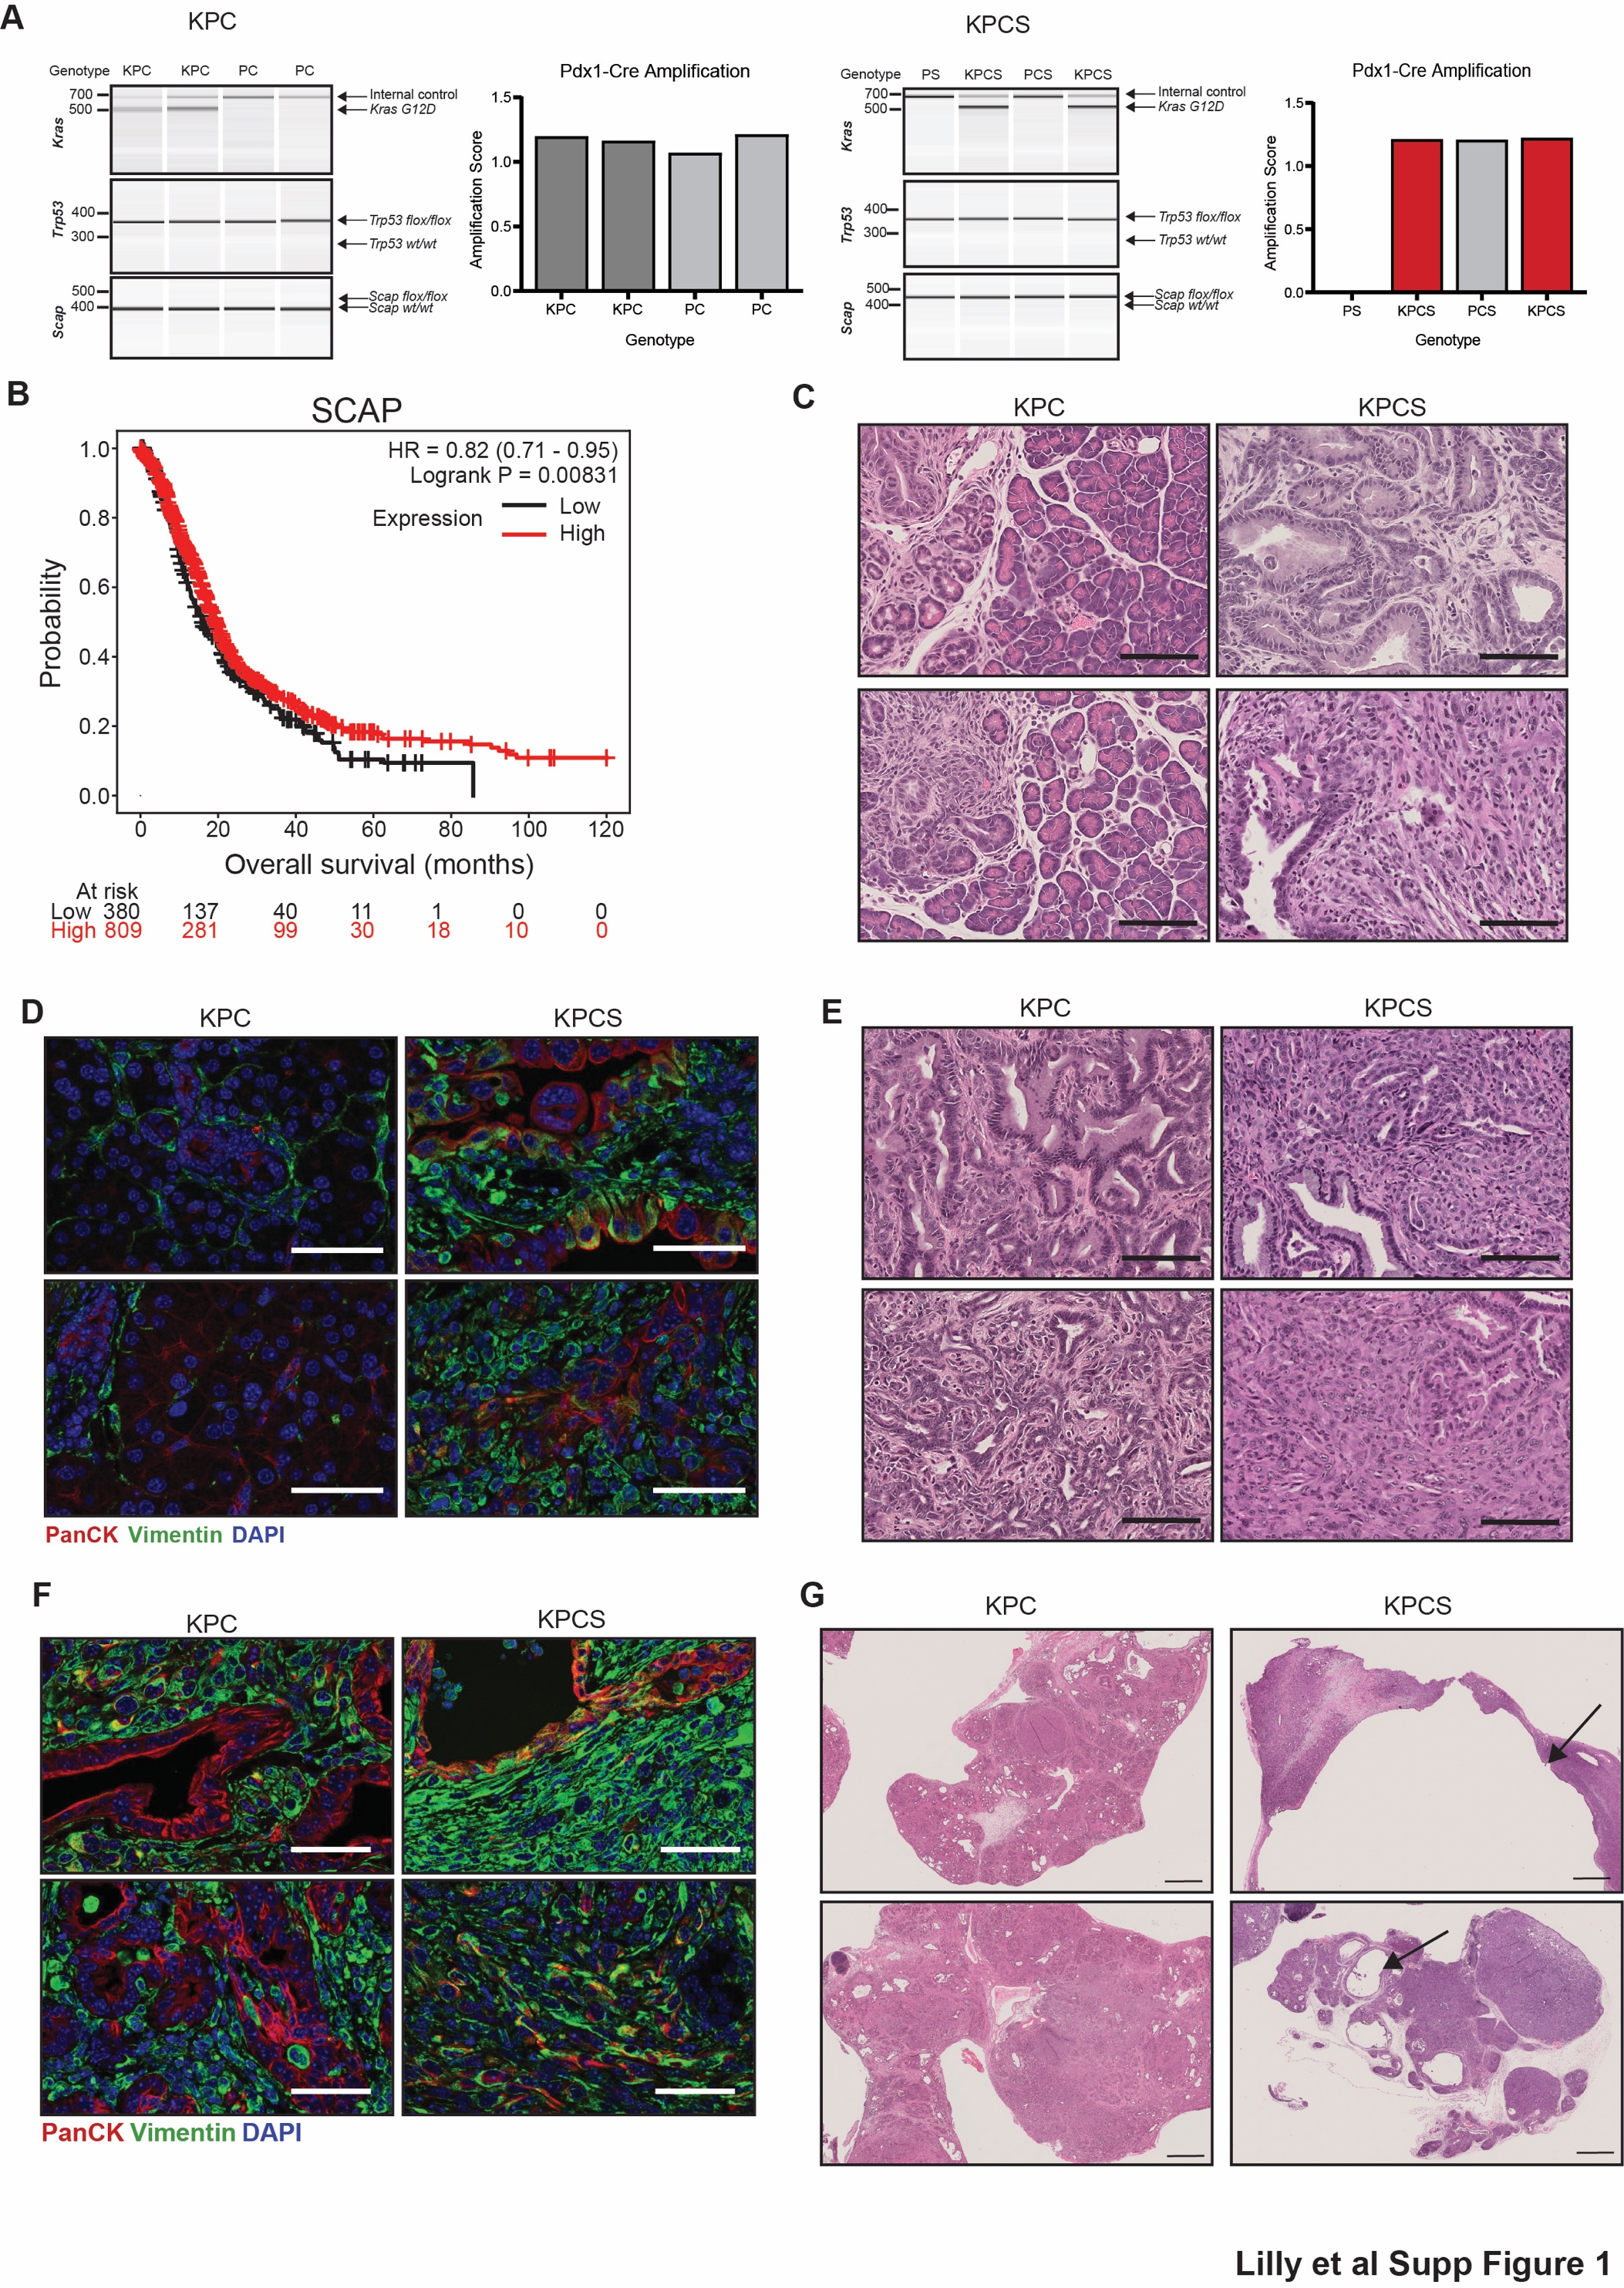

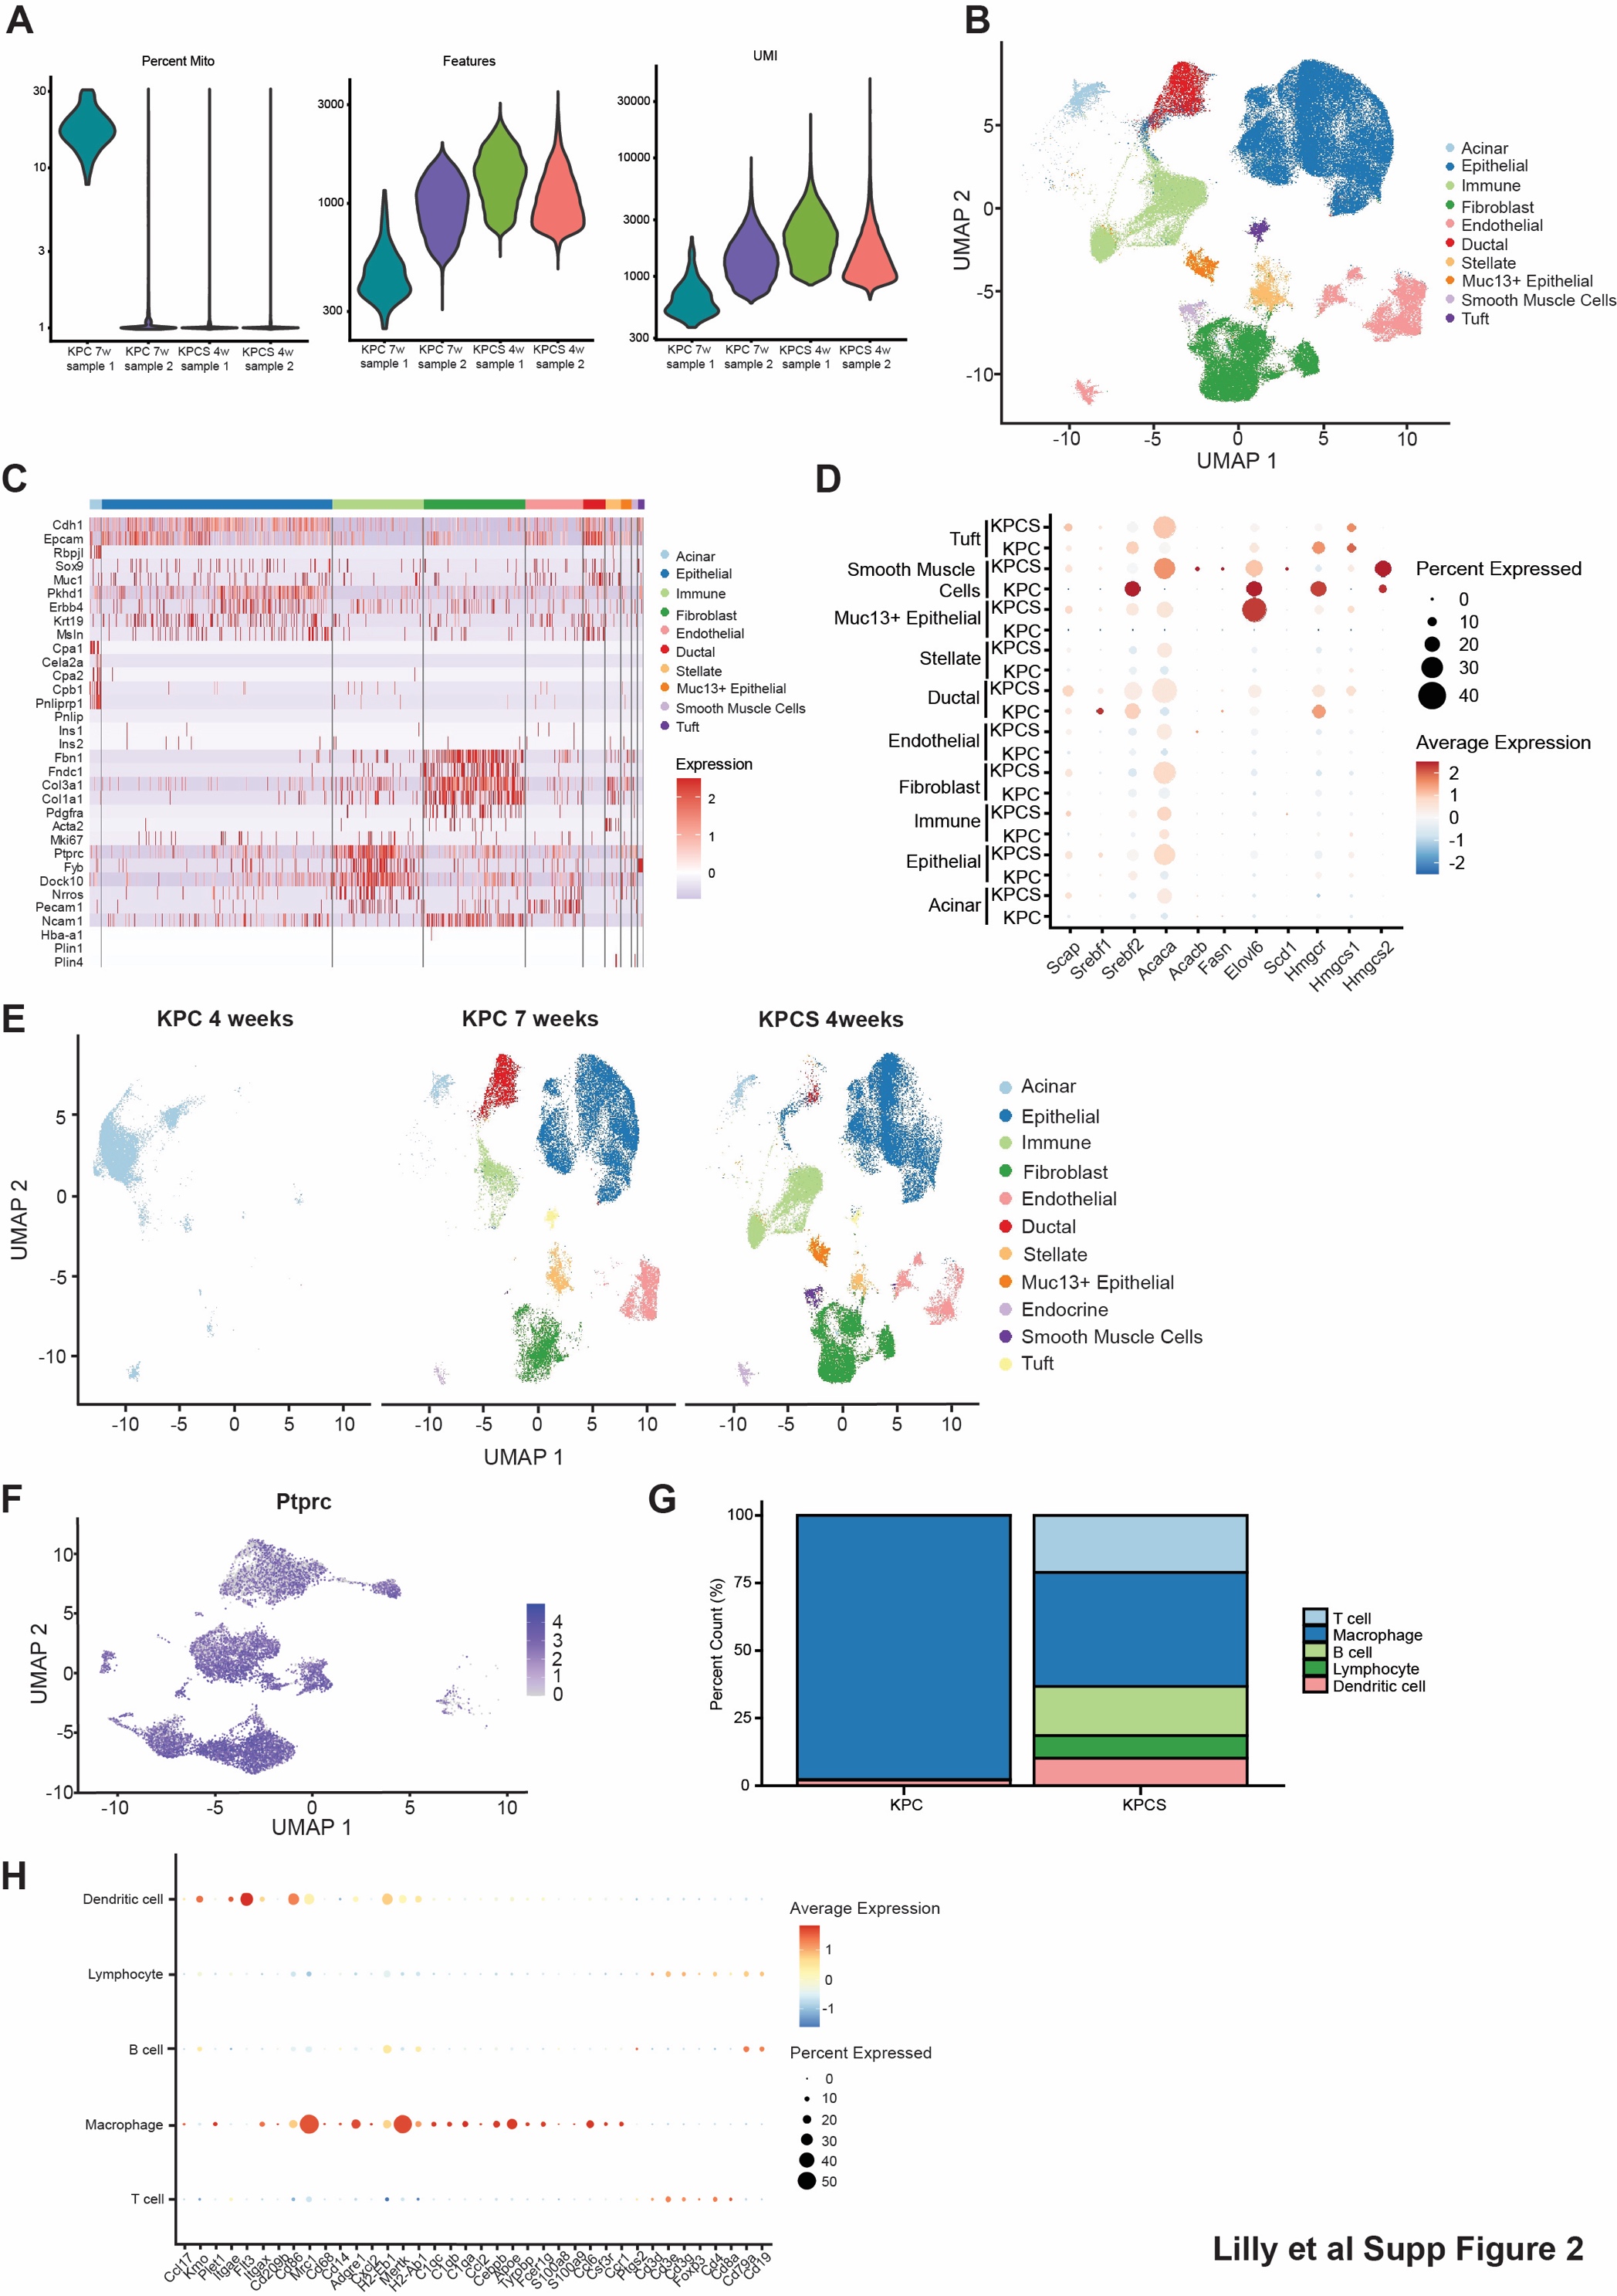

**
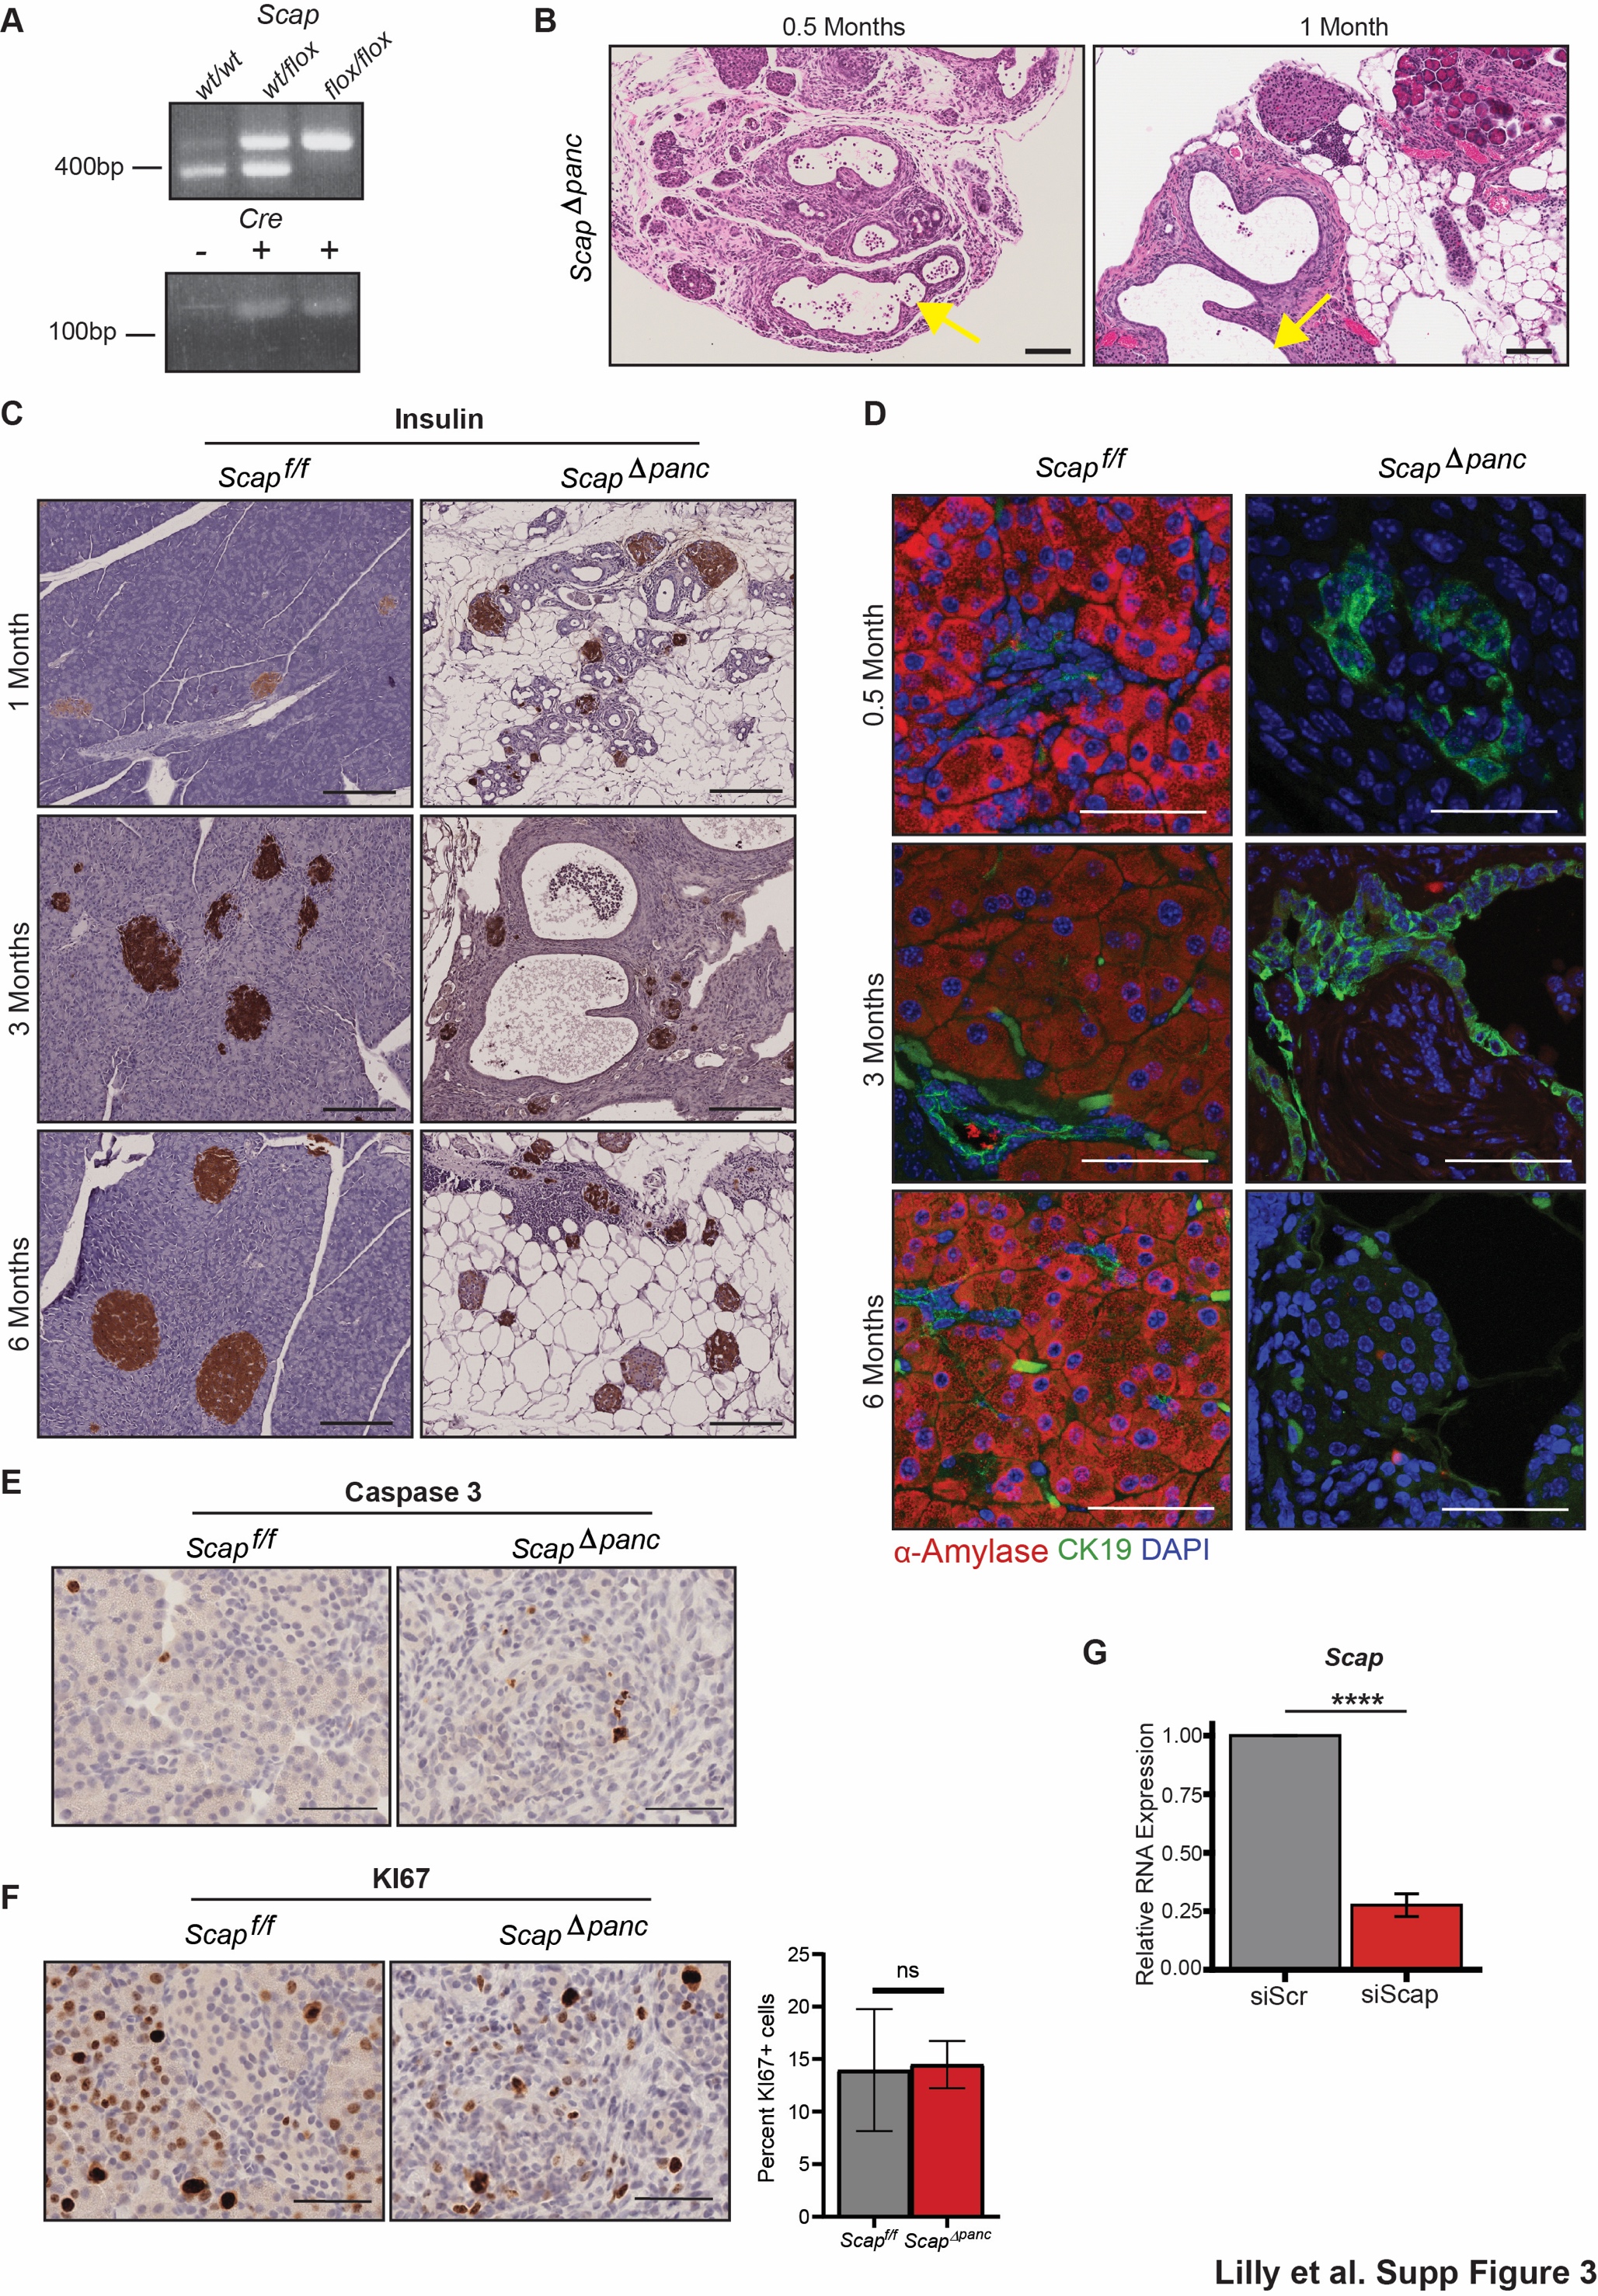
**

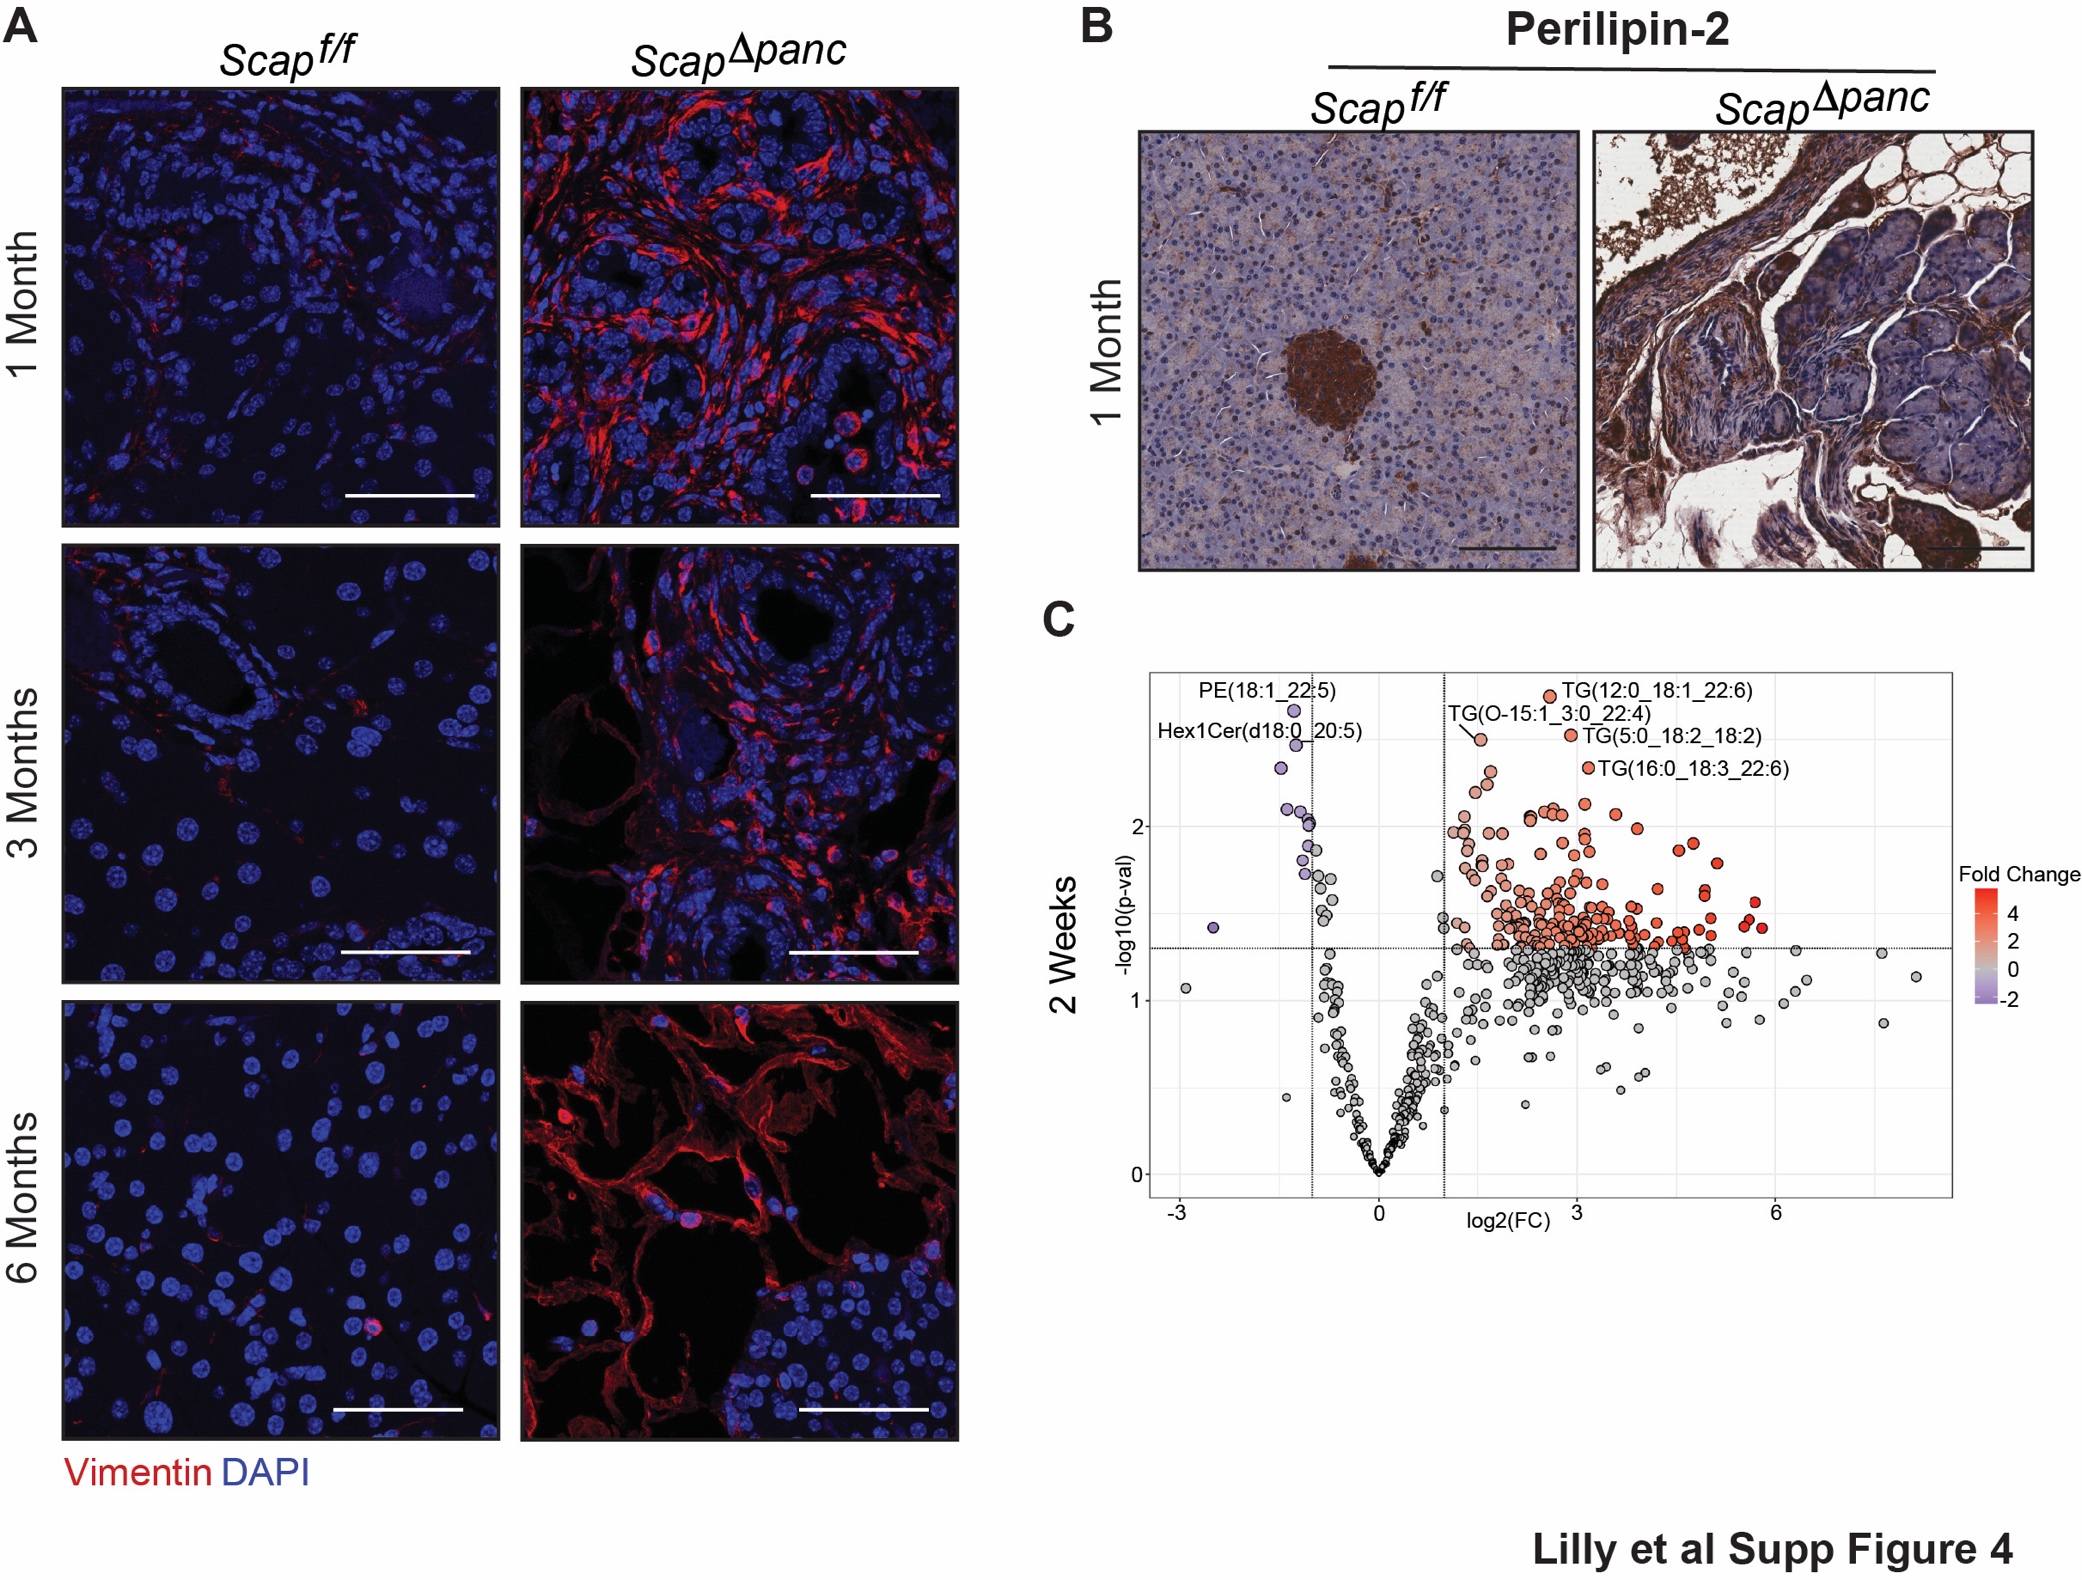

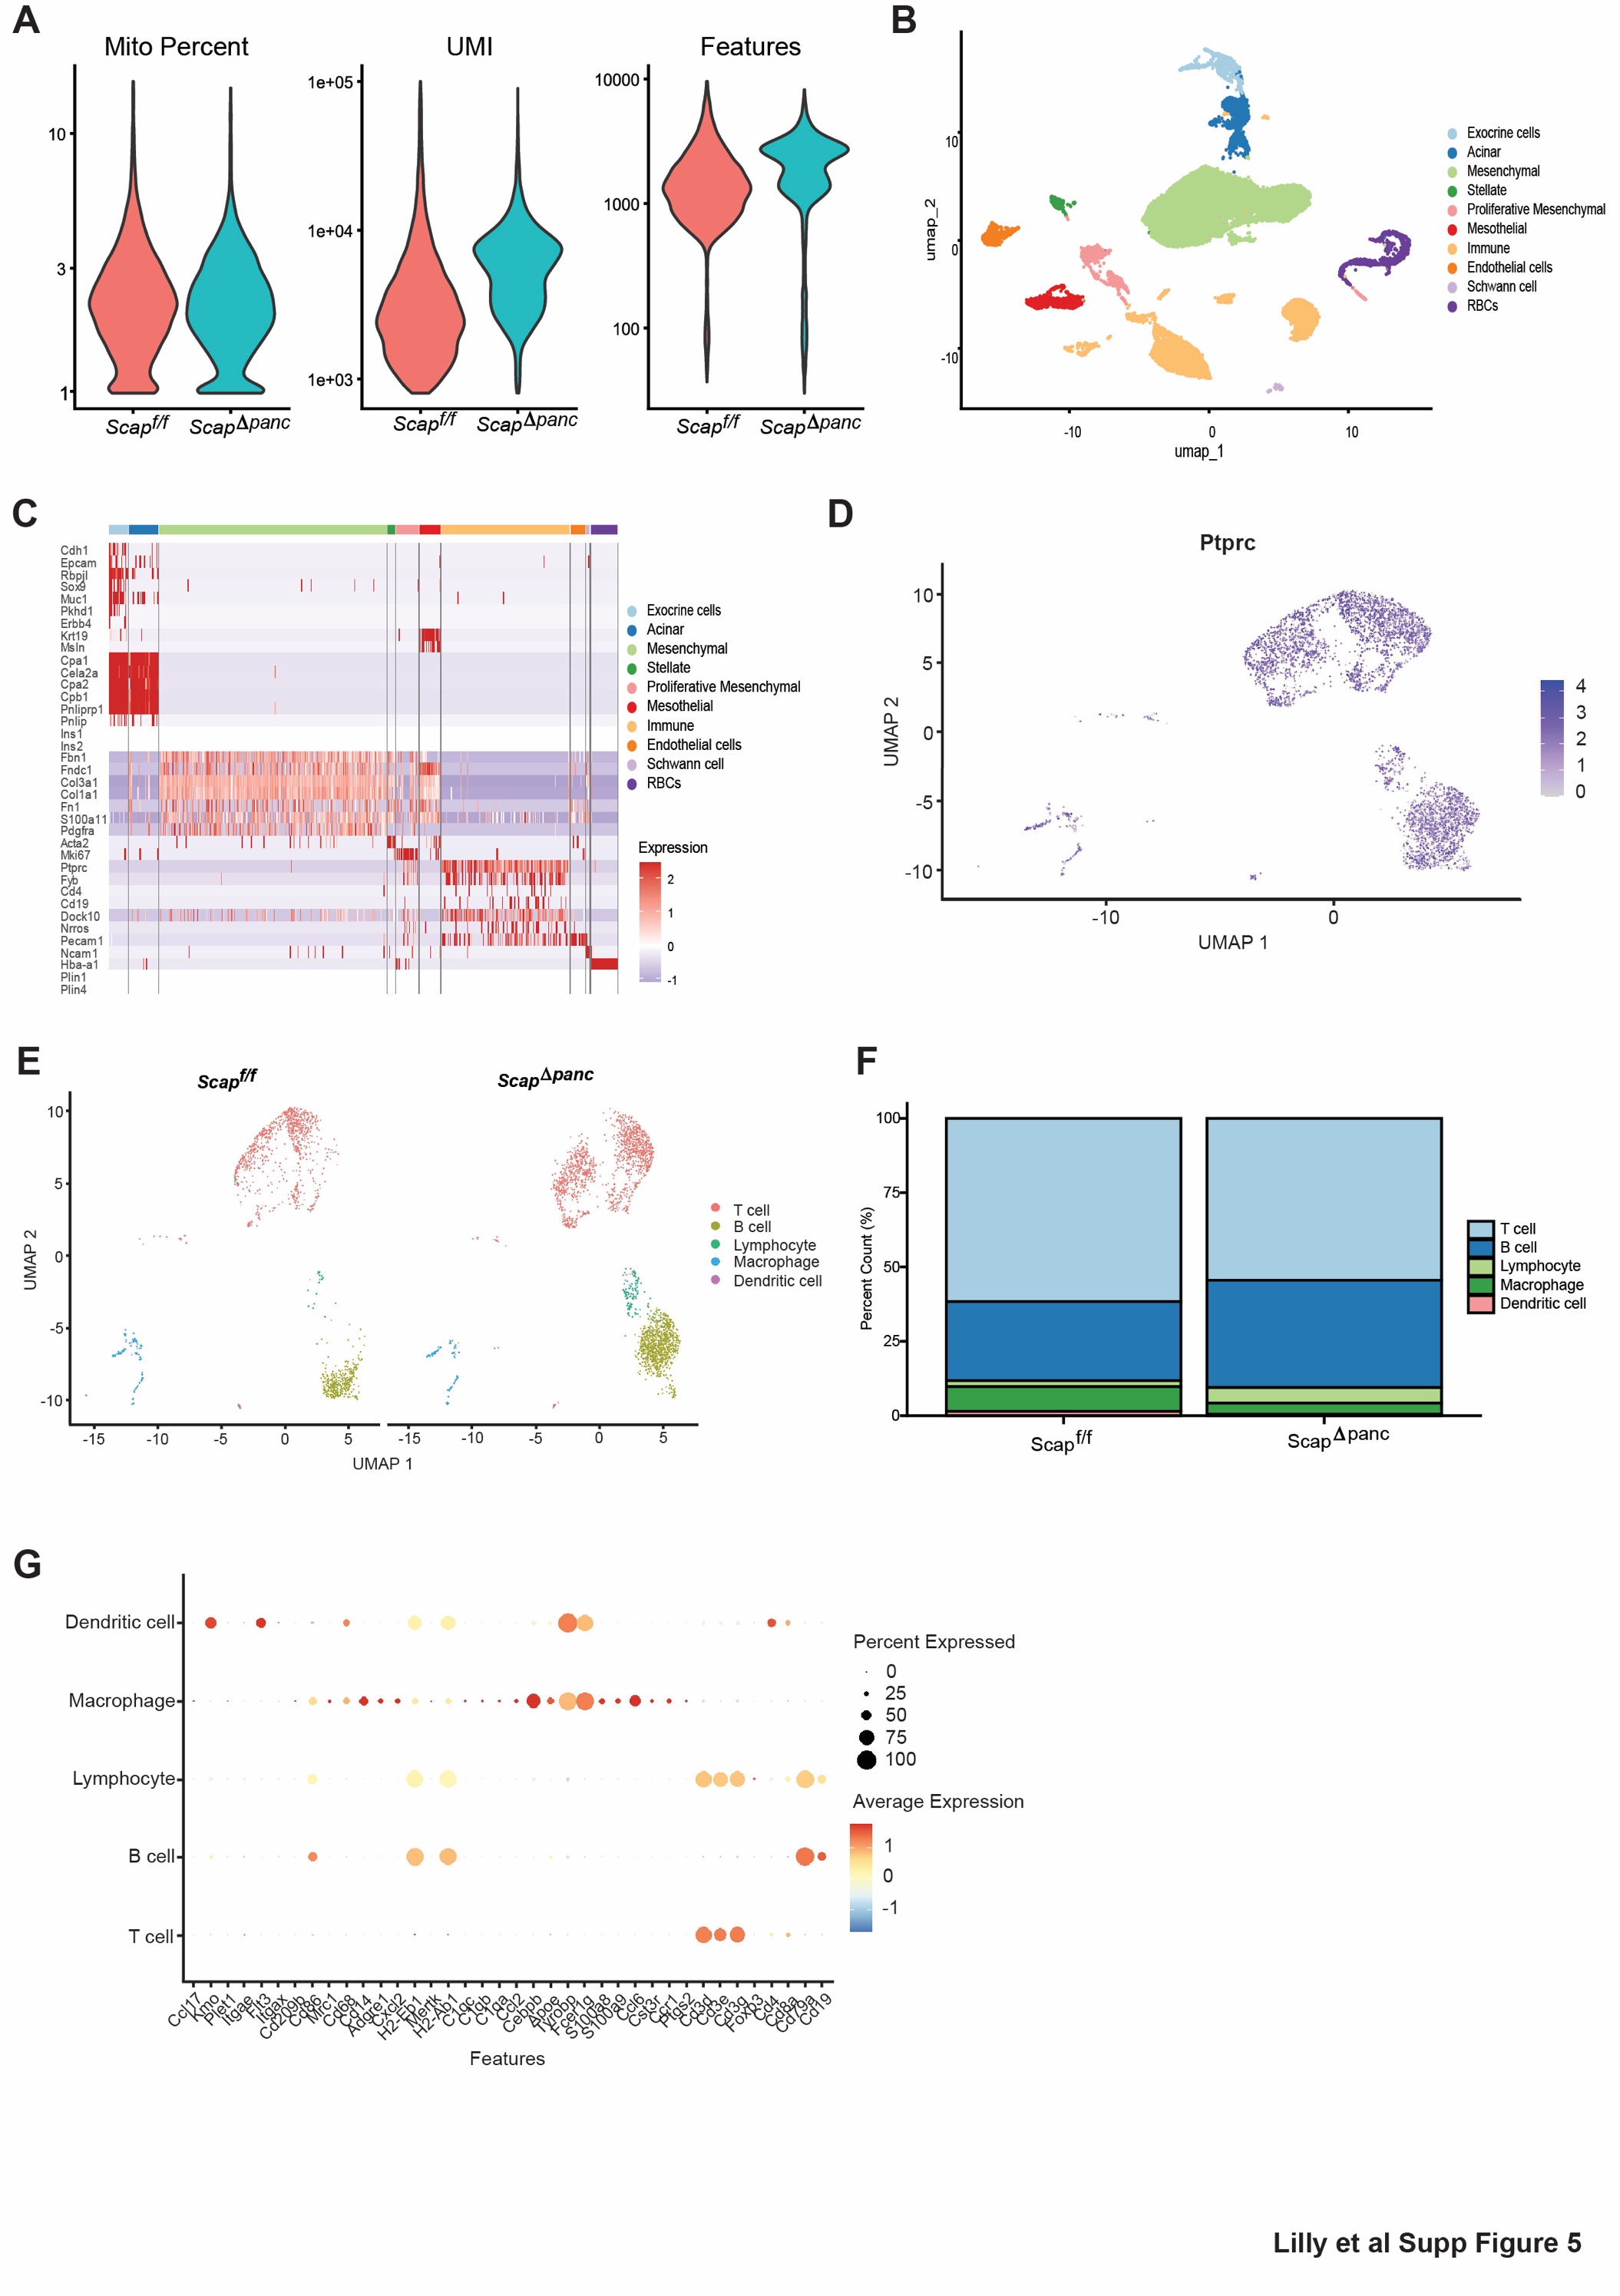

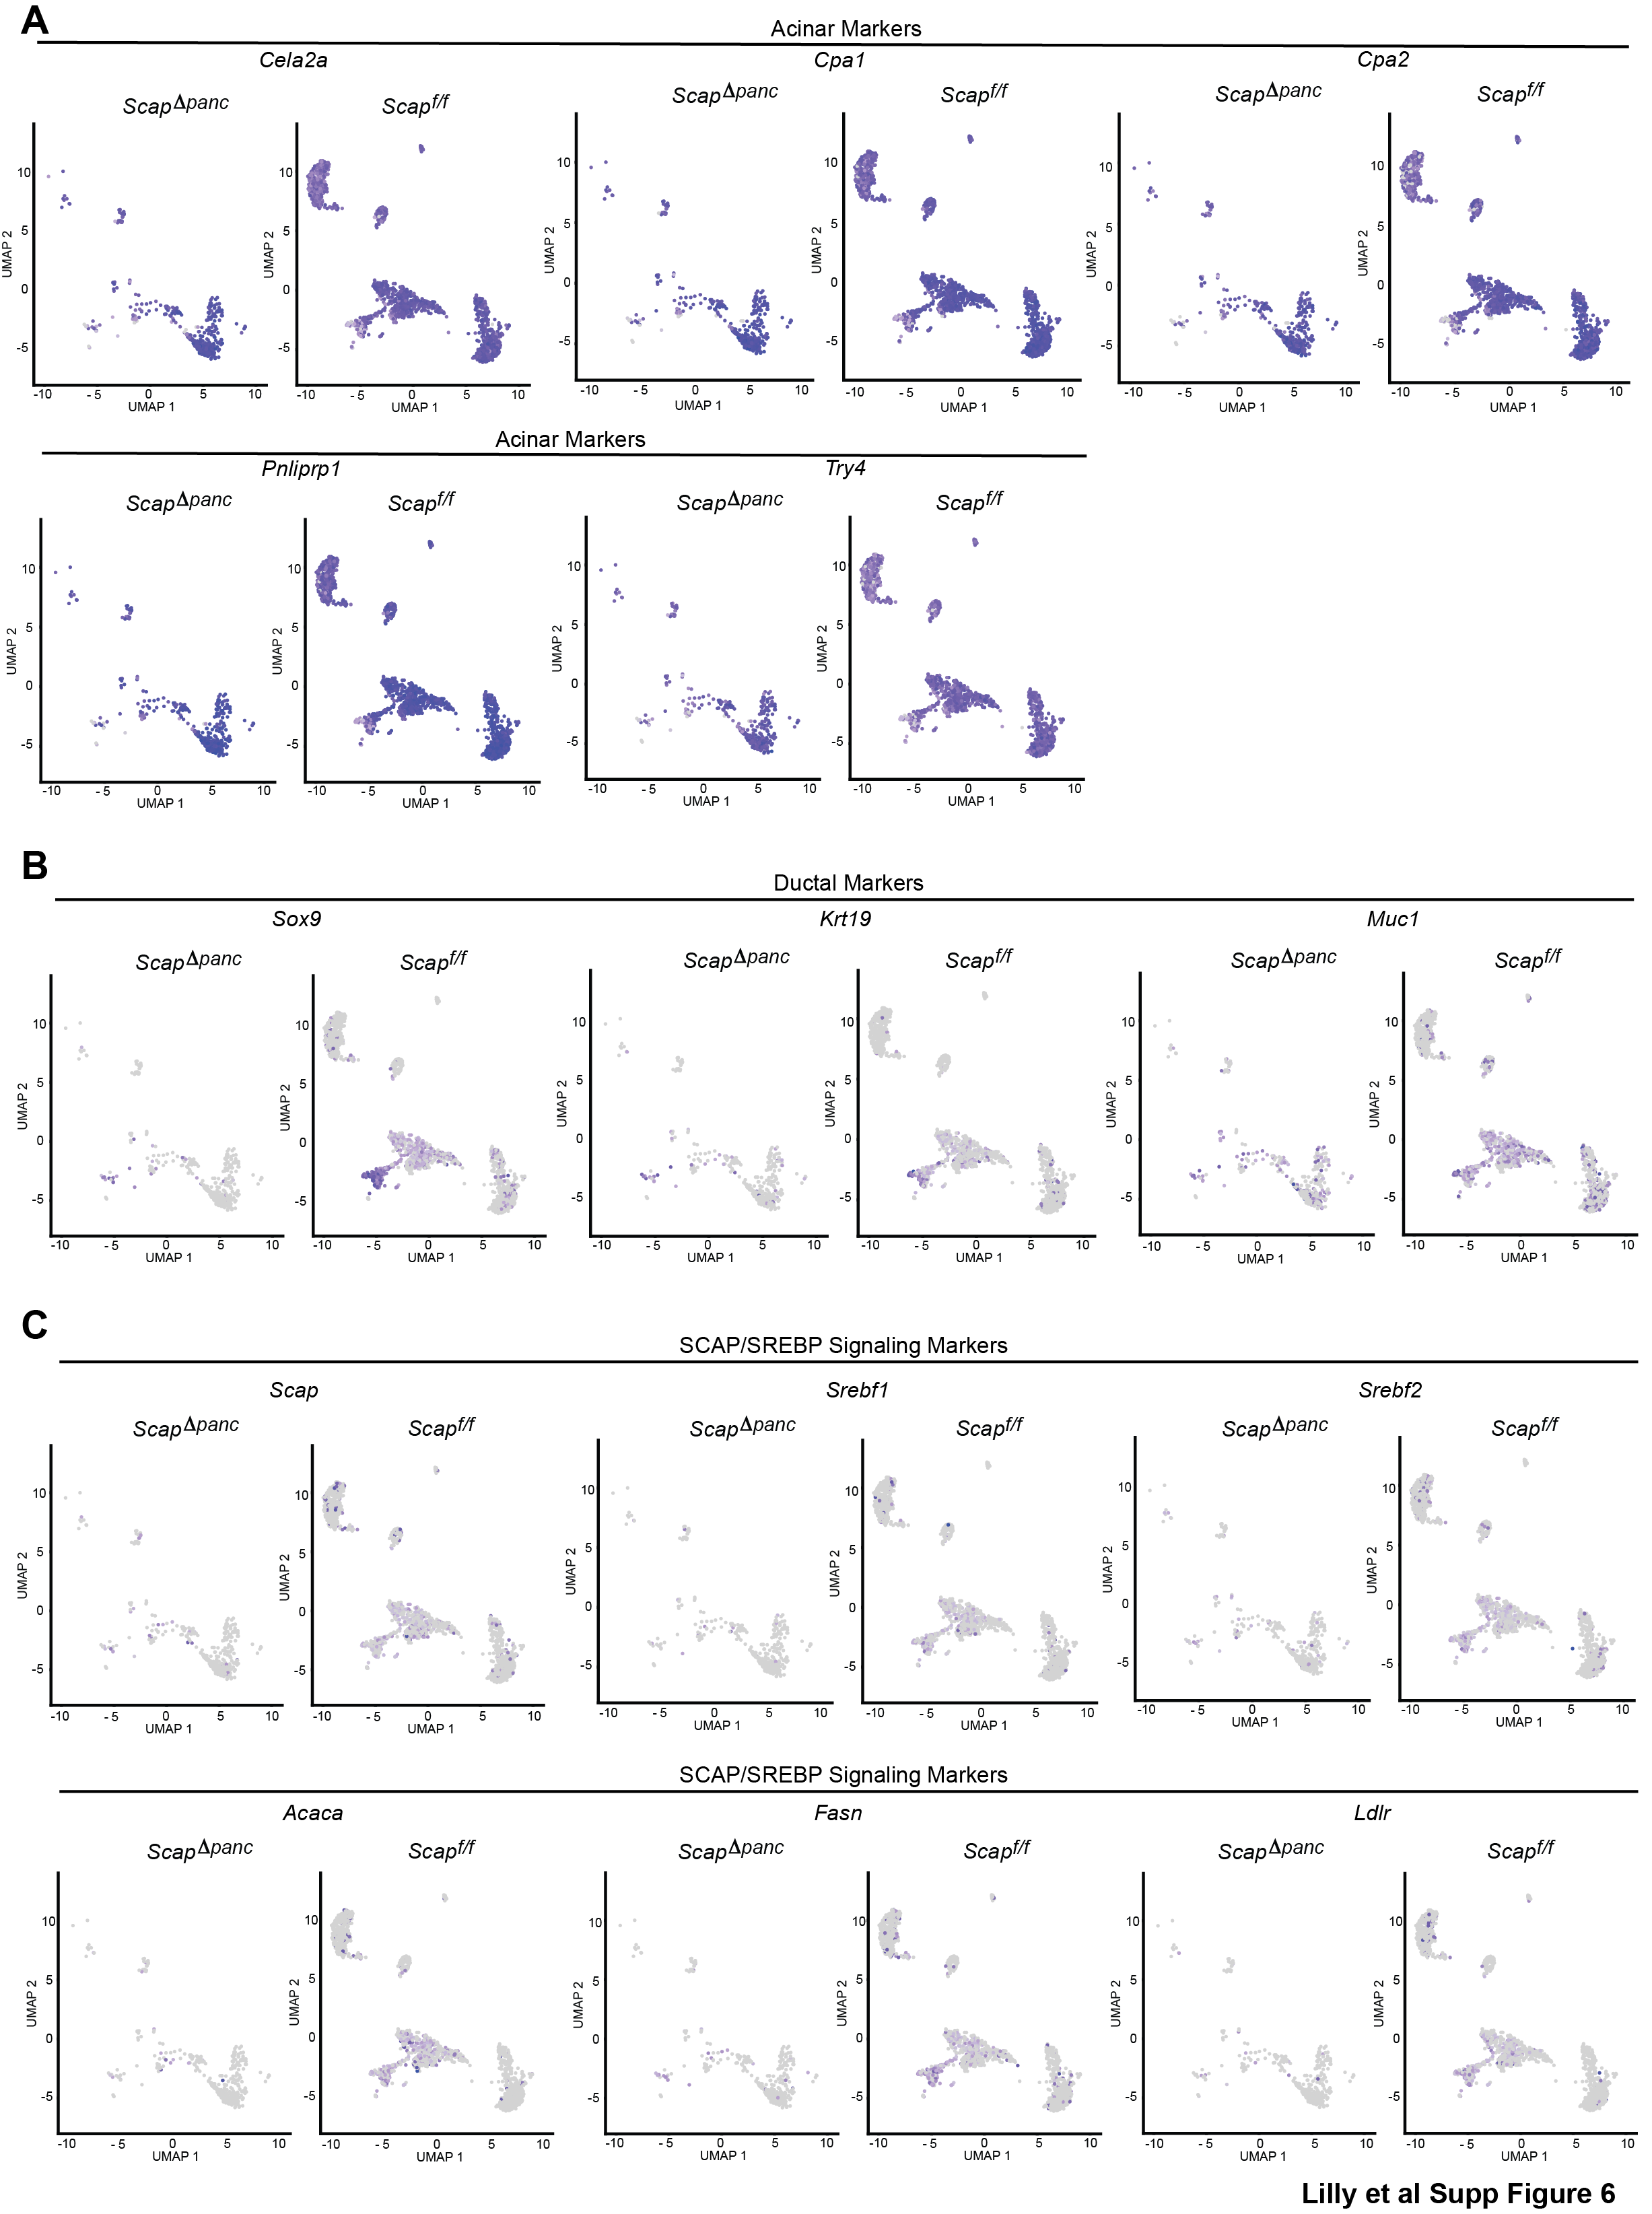

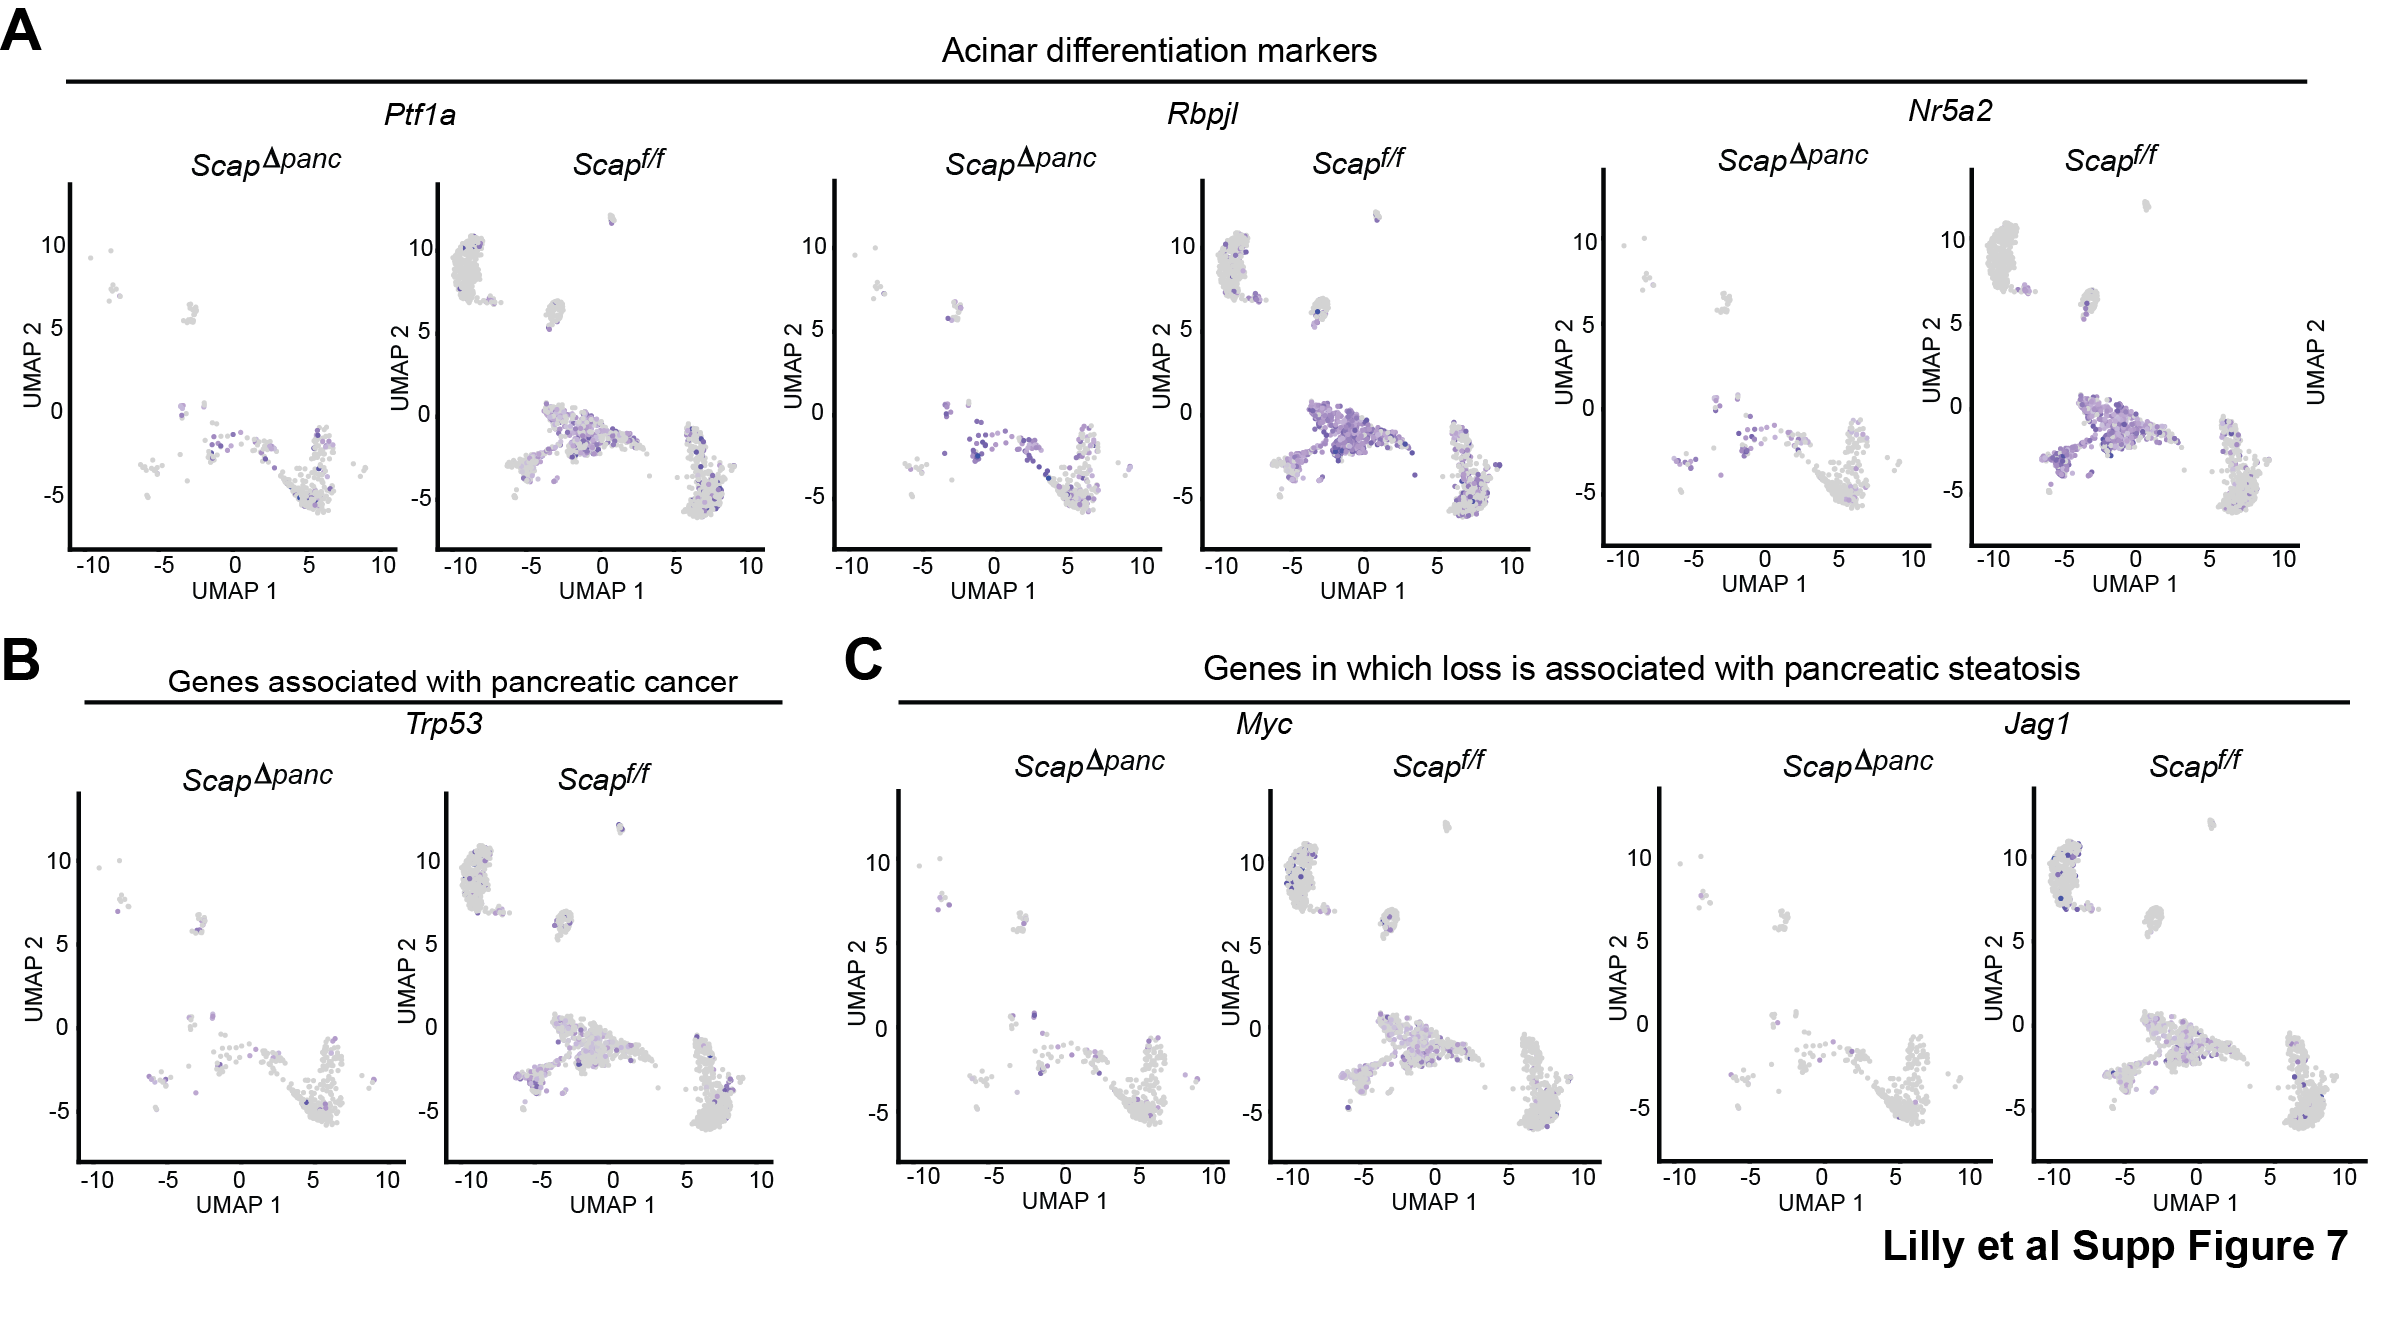

**Supplemental Methods**.

**Mouse models**. All mouse strains were maintained on a C54BL/6J genetic background. All mice were bred and maintained under defined-flora, pathogen-free conditions in rooms monitored and positive for mouse norovirus and Helicobacter spp. at the AAALAC-approved Laboratory Animal Facility at Fox Chase Cancer Center. Age-matched mice of both sexes, equally distributed, were used for experiments unless specified otherwise. All mice were observed and weighed weekly throughout the time of experiments. No randomization was used to determine which animals were allocated to experimental groups. No investigator was blinded to the groups mice were allocated into. Mice with AALAC-specified signs of distress or weight loss of more than 10% were euthanized by CO_2_ inhalation followed cervical dislocation per the Institutional Animal Cancer and Use Committee (IACUC) guidelines at Fox Chase Cancer Center, Philadelphia, PA. Mendelian ratios were calculated by calculating observed genotype ratios of mice from 20-40 litters after which observed genotype ratios were compared to expected genotype ratios per litter using student’s t-test.

**Survival analysis.** After weaning, tumor-bearing mice were monitored every other day by laboratory personnel or staff from the Laboratory Animal Facility at Fox Chase Cancer Center. Mice were euthanized upon exhibiting signs of distress, including >10% body weight loss, hunched posture, lethargy, or significant abdominal distension. Euthanasia was performed by CO₂ inhalation followed by cervical dislocation. Pancreata were processed and evaluated by an experimental pathologist (KQC). Survival curves were generated using the Kaplan–Meier method, and differences between KPC and KPCS mice were assessed using the log-rank (Mantel–Cox) test

**Morphological evaluation.** Pancreata were fixed in 10% phosphate-buffered formaldehyde (formalin) for 24 hours, processed, and embedded in paraffin (FFPE). Sections (5 µm) were cut, deparaffinized, and stained with hematoxylin (Cat. #72604; Epredia) and eosin (Cat. #6766007; Thermo Fisher Scientific) for histologic evaluation (H&E). Slides were scanned using a NanoZoomer S60 Slide Scanner or a Leica Aperio CS2 scanner. Assessment of pancreatic atrophy, acinar-to-ductal metaplasia (ADM), and tumor burden was performed in consultation with an experimental pathologist (KQC). Pancreatic atrophy was scored by an experimental pathologist (KQC) based on evaluation of the entire pancreatic tissue using a standard scale of 0–4, where 0 indicates no atrophy and 4 indicates complete atrophy, as in [2]. The percentage of ADM was determined by an experimental pathologist (KQC) based on whole-pancreas evaluation.

**Cryosection preparation.** For analysis of *wt^Tom^* and *Scap^Δpanc^-Tom* pancreata, tissues were fixed in 4% paraformaldehyde for up to 24 hours at 4°C. Pancreata were then sequentially incubated in 15% sucrose until sinking, followed by incubation in 30% sucrose. Tissues were embedded in optimal cutting temperature (OCT) compound (Cat. #62550; Electron Microscopy Sciences) and stored at −80°C. OCT-embedded pancreata were serially sectioned at 10 µm using a cryostat set to −30°C and stored at −20°C for up to one week prior to staining.

**Immunohistochemical analysis.** Immunohistochemical analysis of protein expression in FFPE tissue was performed using the standard immunohistochemistry protocol from Cell Signaling. Briefly, tissues were deparaffinized and antigen retrieval was performed with citrate retrieval buffer pH 6.0 (Cat#64142-06, Electron Microscopy Sciences, Hatfield, PA). Slides were washed with PBST (PBS 1x + 0.01% Tween-20), incubated in 3% hydrogen peroxide, and blocked for 1 hour with PBS + 5% goatperoxidase (HRP) (Cat#8059, Cell Signaling, Danvers, MA), and slides mounted with Epredia Cytoseal Mountant XYL (Cat#22-050-262, Fisher scientific, Waltham, MA) Samples were imaged and signal quantified using the Vectra 3 Quantitative Pathology Imaging System (Akoya Biosciences, Marlborough, MA, RRID:SCR_025828) and the Aperio CS2 scanner (Leica Biosystems, Nussloch, Germany, RRID:SCR_025111) in the Fox Chase Biosample Repository Core Facility (RRID:SCR_004746). Using these microscopes, whole scans of the slides were captured and used in downstream analysis. Images were analyzed and using Fiji [3], version 2.14.0, National Institute of Health, Bethesda, MD). Immunohistochemical staining of F4/80 was performed on a VENTANA Discovery XT automated staining instrument (Ventana Medical Systems) using VENTANA reagents according to the manufacturer's instructions. The slides were then dehydrated with ethanol series, cleared in xylene, and mounted. Scoring of F4/80 staining was performed by an experimental pathologist (KQC). Quantifications of Ki67 and CD45 was performed using InForm Automated Image Analysis Software (Akoya Biosciences, Marlborough, MA, RRID:SCR_019155).Masson’s trichrome staining was performed using the Masson’s trichrome for connective tissue staining kit (Cat#26367-series, Electron Microscopy Sciences, Hatfield, PA) and the standard staining protocol provided by Electron Microscopy Sciences [4].

Immunofluorescence analysis of FFPE-embedded or frozen tissue sections was performed using standard protocols. FFPE-imbedded sections were deparaffinized and antigen retrieval was performed with citrate retrieval buffer pH 6.0 (Cat#64142-06, Electron Microscopy Sciences, Hatfield, PA). Frozen sections were taken from -20 ^o^C and washed 3 times in PBST to remove excess OCT. All slides were washed with PBST and blocked for 1 hour with PBS + 5% goat serum. After blocking, tissue sections were incubated in primary antibody listed in Supp Table S2. Slides were then washed and incubated in secondary antibody listed in Supp Table S2 as well as DAPI to visualize DNA. Samples were mounted with Vectrashield mounting media (Cat#H-1000-10, Vector Labs, Newark, CA). Samples were imaged using the SP8 advanced confocal system and LASAF (Leica Application Suite Advanced Fluorescence software (Leica Microsystems, Buffalo Grove, IL). For all stainings, 5 representative fields of view were captured per sample. Images were analyzed using Fiji ([3], version 2.14.0, National Institute of Health, Bethesda, MD).

**Single cell and single nuclei RNA isolation**. Post-euthanasia, pancreata were dissected from mice. For tumor bearing mice, pancreata were dissected, snap frozen using liquid nitrogen, and stored at -80^o^C. Once all samples were gathered, single nuclei were extracted and isolated from individual samples using Nuclei Extraction Buffer (Cat#130-128-024, Miltenyi Biotec, San Jose, CA) and Anti-Nucleus MicroBeads (Cat#130-132-997, Miltenyi Biotec, San Jose, CA) according to manufacturer’s instructions. The number of nuclei per sample were determined by counting PI (Cat#550825, BD Pharmingen, San Diego, CA) positive nuclei using ImageXpress Confocal Microscope (Molecular Devices). Samples with a sufficient number of nuclei (>400 nuclei/ul) were used for single nuclei RNA sequencing (snRNA-seq), with a target recovery of 10000 cells. Library construction was performed using the Chromium Next GEM Single Cell 3’ v3.1 dual index gene expression kit (Cat#PN-1000128, PN-1000127, 10x Genomics, Pleasanton, CA) according to the manufacturer’s instructions. The library was processed by Novogene (Sacramento, CA) using the NovaSeq X Plus PE150.

For 2-week-old mice, 5-6 mice pancreata were collected, washed in ice cold Hanks’ Balanced Salt Solution (HBSS), and pooled per genotype (*Scap^Δpanc^* and *Scap^f/f^*), with an equal number of males and females. Pooled pancreata were washed in HBSS, cut into 1-3 millimeter pieces and digested in Dissociation Buffer (1 mg/ml Collagenase P and 1 mg/ml Soybean trypsin inhibitor in HBSS) at 37^o^C for 30 minutes with regular mechanical dissociation of the tissue using a 5 ml pipette. Following tissue disaggregation, 10% FBS was added to halt tissue digestion, and the cell suspensions were filtered through a 100μm strainer (Cat#07-201-432, Thermo Fisher Scientific, Waltham, MA). Samples were spun down at 300 x *g* for 5 minutes at 4^o^C and filtered through a 30μm strainer (Cat#130-098-458, Miltenyi Biotec, San Jose, CA). Dead cells were removed using the dead cell removal kit per manufacture instructions (Cat#130-090-101, Miltenyi Biotec, San Jose, CA). Concentration and viability of collected cells were determined manually using trypan blue staining; Samples with a minimal viability of 90% were used for single cell RNA sequencing (scRNA-seq), with a target recovery of 10000 cells. Library construction was performed using the Chromium Next GEM Single Cell 3’ v3.1 dual index gene expression kit (Cat#PN-1000128, PN-1000127, 10x Genomics, Pleasanton, CA) according to the manufacturer’s instructions. The library was processed by Novogene (Sacramento, CA) using the NovaSeq X Plus PE150.

**Single cell sequencing and analysis.** We aligned the sequence reads to the mm10-2020-A reference genome with default parameters using Cell Ranger 7.1.0 (10x Genomics). The gene matrices were then uploaded into R (version 4.4.1, RRID:SCR_000432) and were analyzed using the Seurat pipeline (version 5.2.1, RRID:SCR_016341). Removal of ambient RNA contamination, quality control, sample normalization and principal component analysis (PCA) were performed using previously described methods [5] and the complete script is available in a Github repository (<https://github.com/lillya349/Scap-project>). Seurat objects were filtered to retail cells with more than 800 unique molecular identifiers (UMIs), less than 10,000 (UMIs), and less than 15% of counts mapped to the mitochondrial genome. Because single cell samples were sequenced and aligned at the same time, they did not require batch correction for downstream analysis. For cluster annotation, each cluster was manually annotated based on differentially expressed genes using the FindMarker function in Seurat. To determine differentially expressed genes (DEG) for gene set enrichment analysis, clusters of interest were subset from all other clusters using the subset() function in Seurat [6]. Subsequently, the FindMarkers() function was used with the Wilcox method, with the log fold change threshold and the minimum percentage of cells set to negative infinite in order to collect all genes in the samples. For downstream analysis, ENSEMBL IDs were added to each differentially expressed gene using the add_ensembl() function generated by our lab and found in the Github repository.

**Single nuclei sequencing and analysis.** Library construction was performed using the Chromium Next GEM Single Cell 3’ v3.1 dual index gene expression kit (Cat#PN-1000128, PN-1000127, 10x Genomics, Pleasanton, CA) according to the manufacturer’s instructions. The library was processed by Novogene (Sacramento, CA) using the NovaSeq X Plus PE150. We aligned the sequence reads to the GRCm39-2024-A reference genome with default parameters using Cell Ranger 8.0.1 (10x Genomics). The gene matrices were then uploaded into R (version 4.4.1) and were analyzed using the Seurat pipeline (version 5.2.1). Removal of ambient RNA contamination, quality control, sample normalization and principal component analysis (PCA) were performed using previously described methods [5] and the complete script is available in a Github repository (<https://github.com/lillya349/Scap-project>). Seurat objects were filtered to retail cells with more than 100 genes, less than 10,000 (UMIs), and less than 30% of counts mapped to the mitochondrial genome. Batch correction was performed to integrate samples sequenced on different days. For cluster annotation, each cluster was manually annotated based on differentially expressed genes using the FindMarker function in Seurat. To determine differentially expressed genes (DEG) for gene set enrichment analysis, clusters of interest were subset from all other clusters using the subset() function in Seurat [6]. Subsequently, the FindMarkers() function was used with the Wilcox method, with the log fold change threshold and the minimum percentage of cells set to negative infinite in order to collect all genes in the samples. For downstream analysis, ENSEMBL IDs were added to each differentially expressed genes using the add_ensembl() function generated by our lab and found in the Github repository.

**Gene set enrichment analysis (GSEA).** The complete script for performing GSEA is available in a Github repository (<https://github.com/lillya349/Scap-project>). Briefly, to perform GSEA from the list of DEG, a pre-ranked list was generated by finding the log_2_(Fold Change)*-log_10_(p val) value for each gene. For the reference gene set, the Hallmark gene sets were taken from the mouse MSigDB collection at the Broad Institute [7, 8]. This reference gene set was then prepared by removing genes not found in our DEG list. The resulting pre-ranked list and reference gene sets were input into fgsea() using the fgsea (version 1.30.0) package with 10,000 permutations and a p-value cut off of less than 0.05. The results were then filtered based on a p adjusted value <0.05, to identify significant relationships to Hallmark gene sets [7, 8].

**Ingenuity pathway analysis (IPA) and Jensen Disease classification.** The output file of all DEGs including Ensembl IDs was input into Ingenuity pathway analysis (Qiagen, Germantown, MD, RRID:SCR_008653), were Ensembl IDs were used as the gene ID for analysis. For the analysis, only genes with a p value of <0.05 were included for IPA Core Analysis. For Jensen Disease analysis, differentially expressed genes generated as previously described were subset to select for genes log(FC) > 2 and p value < 0.05. This gene list was input into Enrichr (<https://maayanlab.cloud/Enrichr/>, RRID:SCR_001575) [9, 10]. The input genelist was then compared to Jensen_DISEASES [11].

**Analysis of cell lines**. AR42J cells were generously provided by Dr. Mark Hellmich of the University of Texas Medical Branch, and their identity was confirmed by STR profiling. AR42J cells were cultured in DMEM containing 20% fetal bovine serum (FBS), L-glutamine (L-glu) and penicillin/streptomycin (pen/strep). All cell lines were thawed from frozen stocks and passaged for 3 weeks or less while performing experimental analysis.

To assess consequences of SCAP depletion, *SCAP*-targeting Smartpool siRNA (Cat#SO-2933916G, Horizon Discovery, Lafayette, CO) and scrambled negative control siRNA (Cat#D-001810-10-05, Horizon Discovery, Lafayette, CO) were purchased from Dharmacon. AR42J cells were plated in 6-well plate and transfected with siRNA at a final concentration of 50nM using Dharmafect form 1 (Cat#T-2001-02, Horizon Discovery, Lafayette, CO) according to manufacturer’s instructions. Cells cultured with siRNA transfection for 72 hours and then were harvested for Western Blotting and quantitative RT-PCR.

For Western Blotting, AR42J cells were lysed in Cell-Lytic M lysis buffer (Cat#2978, Sigma-Aldrich, St. Louis, MO) containing Halt Protease Inhibitor Cocktail (#1861278, Thermo Scientific, Waltham, MA). Protein concentrations were quantified using the Pierce BCA Protein Assay Kit (Cat#23225, Thermo Scientific, Waltham, MA). Western blotting was performed using standard procedures. Antibodies and working concentrations used are listed in Supp Table S2. Proteins were visualized using Immobilon Western horseradish peroxidase (HRP) (Cat#WBKLS0500, MilliporeSigma, Burlington MA). Quantification was done using Fiji (PMID: 22743772, version 2.14.0, National Institute of Health, Bethesda, MD) and all values were normalized to relative expression of GAPDH (Cat#97166, Cell Signaling, Danvers, MA).

For qRT-PCR, total RNA was isolated from cells using the Zymo Research Quick-RNA MicroPrep Kit (Cat#R1058, Zymo Research, Irvine, CA) and concentrations were determined using the NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific). Reverse transcription performed as previously described [16], and expression levels of genes of interest were measured using primers listed in Supp Table S1.

**Lipid extraction.** Pancreata were dissected from 2-week-old and 1-month-old *Scap^f/f^* and *Scap^Δpanc^* mice and weighed. Tissues were snap frozen in liquid nitrogen and stored at -80C until samples were processed. Pieces of ~10 mg of frozen tissues were cut on a ceramic tile over dry ice with a new blade kept in dry ice. The tissue was added to low retention Eppendorf tube prepared with 0.6 mL 80% methanol (MeOH) and 20 µL of lipidomics internal standard mix (1:1, SPLASH® LIPIDOMIX #330707: Ceramide/Sphingoid Internal Standard Mixture I #LM6002, both from Avanti Polar Lipids, Alablaster, AL) and kept in dry ice. Samples were pulse sonicated for half-second pulses 30x on ice and kept on ice for 20 min for metabolites extraction. The tissue homogenates were moved to a 10 mL glass Pyrex tube with screw cap. Eppendorf tubes were rinse with 0.5 mL methanol and added to same glass tube. 5 mL methyl tert-butyl ether (MTBE) was added to each of the tubes and then tubes were shaken vigorously for 30 min. 1.2 mL water was added to each tube and vortexed for 30 sec each. Samples were centrifugated for 10 min @ 1000 x *g* to separate two phases. The top clarified phase was moved to a clean glass Pyrex tube and evaporated to dryness under nitrogen. 200 µL MTBE/MeOH=1/3 (v/v) per 10 mg tissue was used to re-suspend the residue. The sample was spun down at 10, 000 x *g* for 10 min at 4°C and the top 100 µL were transferred to a HPLC vial for LC-MS analysis. A pooled sample was created by mixing 20 µL of each re-suspended sample and ran as quality control (QC) every 15 samples. 2 µL injections were made in both positive mode and separately in the negative mode.

**Liquid chromatography-high resolution mass spectrometry (LC-HRMS) for lipids.** Lipid analysis on the extracted samples was conducted by LC-HRMS as previously described [17]. Briefly, separations were conducted at 55 °C on an Ultimate 3000 (Thermo Fisher Scientific, Waltham, MA) using an Ascentis Express C18, 2.1 × 150 mm 2.7μm column (Sigma-Aldrich, St. Louis, MO). The flow rate was 0.4 m /min, solvent A was water:acetonitrile (4:6 v/v) with 0.1% formic acid and 10 mM ammonium formate and solvent B was acetonitrile:isopropanol (1:9 v/v) with 0.1% formic acid and 10 mM ammonium formate. The gradient was as follows: 1 % B at 0 min, 10% B at 1 min, 40% B at 4 min, 75% B at 12 min, 99% B at 21 min, 99% B at 24 min, 10% B at 24.5 min, 10% at 30 min.

For HRMS analysis, a QE Exactive-HF mass spectrometer (Thermo Fisher Scientific, Waltham, MA) calibrated within 3 days prior was used in positive ion mode with an HESI source. The operating conditions were: spray voltage at 3.5 kV; capillary temperature at 285°C; auxiliary temperature 370°C; tube lens 45. Nitrogen was used as the sheath gas at 45 units, the auxiliary gas at 10 units and sweep gas was 2 units. Same MS conditions were used in negative ionization mode, but with a spray voltage at 3.2 kV. Control extraction blanks were made in the same way using just the solvents instead of the tissue homogenate. The control blanks were used for the exclusion list with a threshold feature intensity set at 1e10^^5^. Untargeted analysis and targeted peak integration was conducted using LipidsSearch 4.2 (Thermo Fisher Scientific, Waltham, MA) as described [18]. All samples were analyzed in a randomized order in full scan MS that alternated with MS2 of top 20, with HCD scans at 30, 45 or 60 eV. Full scan resolution was set to 120,000 in the scan range between *m/z* 250–1800. The pool sample was run every 15 samples. Lipids quantification was done from the full scan data. The areas were normalized based on the amount of the internal standard added for each class. All amounts were normalized to the original tissue weight.

**Lipidomic Analysis.** Additional analysis was performed using MetaboAnalyst 6.0 ([19], RRID:SCR_015539). Using the web browser version of MetaboAnalyst 6.0, samples were analyzed using the Statistical Analysis [one factor] function. No additional quality control (QC) filtering or data normalization was performed on the samples, as this step was integrated in lipid annotation during Lipid Search previously. When performing the analysis, a fold change (FC) threshold of 2.0 and p-value threshold of 0.05 was used to generate volcano plots and interpret its results.

**Data availability statement.** The data generated in this study are available within the article and its supplementary data files. The sequence data generated in this study are publicly available in Gene Expression Omnibus (GEO) at GSE306231 and GSE317919.

**References**

1 Posta M, Gyorffy B. Analysis of a large cohort of pancreatic cancer transcriptomic profiles to reveal the strongest prognostic factors. *Clin Transl Sci* 2023; 16: 1479-1491.

2 Niazi AA, Kourkinejad Gharaei F, Saebinasab Z, Maleki M, Maghool F, Fereidooni F *et al*. Eugenol Administration Improves Liver Damage Induced by a Fructose-Rich Diet. *Adv Biomed Res* 2021; 10: 42.

3 Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T *et al*. Fiji: an open-source platform for biological-image analysis. *Nature methods* 2012; 9: 676-682.

4 Sheehan DC, Hrapchak BB. *Theory and practice of histotechnology, Second Edition*. Battelle Pr: St. Louis, 1987.

5 Carpenter ES, Elhossiny AM, Kadiyala P, Li J, McGue J, Griffith BD *et al*. Analysis of Donor Pancreata Defines the Transcriptomic Signature and Microenvironment of Early Neoplastic Lesions. *Cancer Discov* 2023; 13: 1324-1345.

6 Satija R, Farrell JA, Gennert D, Schier AF, Regev A. Spatial reconstruction of single-cell gene expression data. *Nat Biotechnol* 2015; 33: 495-502.

7 Liberzon A, Birger C, Thorvaldsdottir H, Ghandi M, Mesirov JP, Tamayo P. The Molecular Signatures Database (MSigDB) hallmark gene set collection. *Cell Syst* 2015; 1: 417-425.

8 Castanza AS, Recla JM, Eby D, Thorvaldsdottir H, Bult CJ, Mesirov JP. Extending support for mouse data in the Molecular Signatures Database (MSigDB). *Nature methods* 2023; 20: 1619-1620.

9 Chen EY, Tan CM, Kou Y, Duan Q, Wang Z, Meirelles GV *et al*. Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. *BMC bioinformatics* 2013; 14: 128.

10 Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z *et al*. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res* 2016; 44: W90-97.

11 Pletscher-Frankild S, Palleja A, Tsafou K, Binder JX, Jensen LJ. DISEASES: text mining and data integration of disease-gene associations. *Methods* 2015; 74: 83-89.

12 Sumanaweera D, Suo C, Cujba AM, Muraro D, Dann E, Polanski K *et al*. Gene-level alignment of single-cell trajectories. *Nature methods* 2025; 22: 68-81.

13 Chen H, Albergante L, Hsu JY, Lareau CA, Lo Bosco G, Guan J *et al*. Single-cell trajectories reconstruction, exploration and mapping of omics data with STREAM. *Nat Commun* 2019; 10: 1903.

14 Faure L, Soldatov R, Kharchenko PV, Adameyko I. scFates: a scalable python package for advanced pseudotime and bifurcation analysis from single-cell data. *Bioinformatics* 2023; 39.

15 Tian C, Zhang Y, Tong Y, Kock KH, Sim DY, Liu F *et al*. Single-cell RNA sequencing of peripheral blood links cell-type-specific regulation of splicing to autoimmune and inflammatory diseases. *Nat Genet* 2024; 56: 2739-2752.

16 Deneka AY, Kopp MC, Nikonova AS, Gaponova AV, Kiseleva AA, Hensley HH *et al*. Nedd9 Restrains Autophagy to Limit Growth of Early Stage Non-Small Cell Lung Cancer. *Cancer Res* 2021; 81: 3717-3726.

17 Wang D, Ho ES, Cotticelli MG, Xu P, Napierala JS, Hauser LA *et al*. Skin fibroblast metabolomic profiling reveals that lipid dysfunction predicts the severity of Friedreich's ataxia. *J Lipid Res* 2022; 63: 100255.

18 Wang D, Xu P, Mesaros C. Analytical considerations for reducing the matrix effect for the sphingolipidome quantification in whole blood. *Bioanalysis* 2021; 13: 1037-1049.

19 Pang Z, Lu Y, Zhou G, Hui F, Xu L, Viau C *et al*. MetaboAnalyst 6.0: towards a unified platform for metabolomics data processing, analysis and interpretation. *Nucleic Acids Res* 2024; 52: W398-W406.

How the deposited data were processed for this re-analysis (not part of the article)

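The data are 1 single-cell RNA sequencing library of the *Scap* f/f genotype, made from the pooled pancreata of 5 to 6 mice aged 2 weeks. The *Scap* Δpanc library and the single nuclei libraries of tumours were not analysed here. According to the Supplementary Methods, the authors dissociated the tissue, removed dead cells, built a 3′ droplet library and aligned the reads to a reference of the mouse genome build mm10 with Cell Ranger. The header of the deposited table names Cell Ranger 7.1.0. The authors deposited counts, that is, whole numbers of UMIs per gene and barcode without normalization, for barcodes that had been called cells. The barcode with the fewest UMIs held 500, so the UMI and mitochondrial limits of the methods had not been applied. The ambient RNA removal of the methods was not visible in the values and was not repeated.

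Barcodes were kept with more than 800 and fewer than 10000 UMIs and under 15% mitochondrial UMIs. The 10129 kept cells held 31013600 UMIs. They were analysed in R 4.3.3 with Seurat 5.3.0 by log-normalization, 2000 variable genes, 30 principal components, 20 nearest neighbours and Louvain clustering at a resolution of 0.5. Doublets were scored with the Scrublet copy in scanpy 1.11.5 at an expected rate of 0.08, with a score threshold of 0.273, and were not removed in the values given beside the paper's statements. Sums, intervals and thinning were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The interval and thinning functions were first tested on simulated data.

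Clusters were named from the marker lists fixed before the data were examined. The lists did not fix how far a marker must be raised, and that rule was set after the clusters had been seen and was changed in a few rounds, during which the cluster names and the shares of the paper's Fig. 5C were known. In its last form a marker counted when its CPM, with a pseudocount of 10, was at least 2-fold that of the median cluster and at least 10% of the cluster's cells had a UMI of it. A name needed 3 such markers, and the name with the highest mean fold was taken. Ductal was not among the names that could be given, and some ductal markers counted for the exocrine one. The exocrine name was preferred over the acinar one where the exocrine markers were at least 4-fold raised. The rules were applied in order. A cluster was first left as mixed when over 50% of its cells were marked by Scrublet. It was then named proliferative fibroblastic when 3 of *Mki67*, *Top2a*, *Cenpf* and *Birc5* were raised 4-fold and *Col1a1* and *Col3a1* were both raised 2-fold, whatever its other markers. The cluster so named, of 352 cells, also carried immune markers, and T cell markers had its highest mean fold. Of the rest, a cluster was left as mixed when it carried 3 markers raised 3-fold of 2 of the enzyme, endocrine, fibroblast and immune groups, each with a mean fold within 4-fold of the highest. This kept 506 cells (5.00%) out of the named classes. Among immune-like cells the mean over clusters took the place of the median cluster and no cluster was left out for its doublets, and 381 cells (20.9%) stayed unnamed.

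For each class, the UMIs of a gene were summed and scaled to 1000000 UMIs of the class (CPM), with the exact 95% Poisson interval of the gene's count. Shares of cells were given with the exact Clopper-Pearson 95% interval. A count of 0 was given with the limit that 3 counts would set. To compare detection across depths, each cell was thinned at random to 800 UMIs, the lower limit, so no cell was left out. The intervals cover counting error only, since the library has no replicate. No test between genotypes or animals was made. The genes named are those the paper names for this experiment, the naming markers, and lists of mural, stellate, hormone and sex-linked genes fixed before the data were examined. The rule also covered the 5 genes with the most UMIs in the library, which were *Ctrb1*, *Pnliprp1*, *Clps*, *Reg1* and *Col3a1*, with 2.81%, 1.65%, 1.63%, 1.57% and 1.06% of all UMIs. *Malat1*, *Neat1*, *Kcnq1ot1*, *Ftx*, *Jpx*, *Actb*, *Eef1a1*, *Rpl13* and the X-linked copies *Ddx3x*, *Eif2s3x*, *Kdm5c* and *Kdm6a* were chosen later, for checks given in the closing section. Some genes covered by the rule are not reported here. They were also taken out of the acinar, B cell and stellate sets that were summed or counted per cell, after the values with them had been seen, while the naming of clusters and the digestive enzyme total kept them. Coordinates are from the GENCODE M21 annotation of GRCm38, the assembly of mm10. The authors counted genes with another annotation of that build, and the Ensembl identifiers of the genes given with coordinates were the same in both.

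The alternatives, chosen before the data were examined, were an upper limit of 100000 UMIs, a lower limit of 1500 UMIs, a mitochondrial limit of 5%, removal of Scrublet doublets, resolutions of 1.0 and 0.2, 20 principal components, subtraction of an ambient profile, CPM without digestive enzyme UMIs in the denominator, the mean of per-cell CPM, thinning, a resolution of 1.0 among immune-like cells, and 2 UMIs of an acinar or ductal marker in place of 1. The ambient profile was the summed profile of all kept cells, scaled in each class to its enzyme UMIs, and for acinar-like and exocrine-like cells to the scale of immune-like cells, 39.5% of UMIs. This scale ascribes every enzyme UMI outside the epithelium to free RNA and uses cells as the profile, so it sets an upper end of the correction. Pseudotime was not rebuilt, as Monocle was not used here, and gene set and upstream regulator analyses need both genotypes and were left out.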

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

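The tests of Y-linked detection and of free *Xist* RNA took their present form only after the female share had been seen, and the Scrublet test on cells over the upper UMI limit was chosen after those cells had been looked at. The unnamed clusters left out of 1 of the shares, the test on the cluster with the fewest T cell and B cell transcripts and its genes were also chosen afterwards. The other tests on the sex split were set down before. Both results concern data the paper does not report on.

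Nearly all immune-like cells came from females, although the Supplementary Methods give equal numbers of males and females in the pool. Cells with *Xist* UMIs and none of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were counted as female, and the reverse as male. Among immune-like cells, 1232 were female and 77 male, or 94.1% female (95% interval 92.7 to 95.3). Mesothelial-like cells had 51.5% (46.0 to 57.1), endothelial-like cells 54.9% (48.1 to 61.5) and fibroblastic 1-like cells 61.2% (59.5 to 62.9). The split was also uneven in exocrine-like cells, at 70.6% (63.7 to 76.8), and in acinar-like cells, at 80.6% (71.2 to 88.1) from 75 female and 18 male cells, so a female excess is not particular to immune-like cells, although it was largest there. An unequal number of cells per sex throughout the pool, as the whole cause, is argued against by the lower share of mesothelial-like cells. With a sex call at 2 UMIs in place of 1, they were 66.49% female (59.32 to 73.14) and immune-like cells 97.76% (96.59 to 98.61). The even split of mesothelial-like cells therefore rests on the call at 1 UMI, while the gap between these classes does not. Free *Xist* RNA as the whole cause is argued against by the ratio of Y-linked UMIs to those of the X-linked copies *Ddx3x*, *Eif2s3x*, *Kdm5c* and *Kdm6a*, which it would not lower. This ratio was 0.0913 in immune-like (0.0782 to 0.106) and 0.360 in mesothelial-like cells (0.322 to 0.401). Acinar-like cells, at 0.103 (0.0666 to 0.152), overlap the immune-like value, and the cause of their excess was not tested. Poorer detection or lower expression of Y-linked genes would lower the ratio too, but would not add *Xist* to cells. Above the median depth of 2479 UMIs, 82.4% of immune-like cells had an *Xist* UMI whatever their Y-linked UMIs (78.8 to 85.6), against 43.1% of mesothelial-like cells (37.8 to 48.4). Other cells were 63.5% female (62.1 to 64.9), and of those above this depth with a Y-linked UMI 24.5% also had an *Xist* UMI (22.4 to 26.8). At the upper ends of these intervals, and with *Xist* found in every female cell, immune-like cells would reach 74.3%. With the female share called at 1 UMI, neither poor Y-linked detection nor that level of stray *Xist* therefore covers the excess. Called at 2 UMIs, other cells were 78.28% female (76.75 to 79.76), and the limit was not computed for that share. That interval overlaps the 78.8 to 85.6 of immune-like cells with an *Xist* UMI even before stray *Xist* is added. At that call this test therefore does not exclude these explanations.

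Among immune-like cells the excess was not confined to lymphocytes. T cell-like cells were 98.6% female (97.4 to 99.4), B cell-like cells 94.98% (92.0 to 97.1) and unnamed immune-like cells 88.0% (83.6 to 91.6). Some unnamed clusters hold doublets with fibroblasts or much enzyme RNA. The 213 cells of the 3 others were 86.9% female (80.6 to 91.7), from 68.1% to 98.4% by cluster. Macrophage-like cells had 66.7% (52.1 to 79.2), a share close to that of other cells. Their ratio of Y-linked to X-linked copy UMIs was lower, at 0.178 (0.119 to 0.256) against 0.311 (0.301 to 0.322) in other cells, so the measures differ for them. One hypothesis is that many immune cells came from 1 or a few females, as when a lymph node or blood is taken with the tissue. A source of lymphocytes alone is argued against by 1 of the unnamed clusters, of 75 cells, with *Fscn1* and *Il12b* among its 10 most raised genes. It was 98.4% female (91.3 to 99.96), while 6.67% of its cells had a T cell UMI (2.20 to 14.9) and 2.67% a B cell UMI (0.325 to 9.30). A lymph node or blood would bring other immune cells too. A difference in immune cell number between the sexes at this age would give a similar split. These cannot be told apart, since animals were pooled and no other mark used here separates them. Under the first, the immune share of this library may depend on which animals or nodes entered the pool.

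The upper limit of 10000 UMIs left out 832 barcodes, of which 818 had under 100000 UMIs and under 15% mitochondrial UMIs. When these 818 were clustered with the rest, 279 of them, or 34.1% (95% interval 30.9 to 37.5), fell in the exocrine-like class, where they made up 58.7% of cells (54.2 to 63.2), against 0.842% of the immune-like class (0.472 to 1.39). Another 110 fell in a cluster of 165 cells that carried hormone transcripts at 16189 CPM and enzyme transcripts, with a median of 19746 UMIs, and that was left as mixed. Doublets cannot be told apart from large single cells here. A separate Scrublet run with these cells included set its score threshold at 0.251, in place of 0.273. It marked 5.75% of the cells over the limit (4.25 to 7.57) and 5.38% of those under it (4.95 to 5.84), and 85.6% of the cells over the limit lay in a cluster of 1 named class, but a pair of cells of the same type leaves no such mark. The limit may therefore remove exocrine and endocrine cells more than others, and the exocrine-like share was 4.34% in place of 3.00% without it. No biological explanation was tested.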

How the results depend on the processing

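The alternatives were chosen before the data were examined, and each changed 1 choice at a time. A value is said to move when it leaves the 95% counting interval of the value given beside the paper's statements, so with 1 library a move is not set against the spread between animals. The cause of a move was not tested unless it is stated.

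The fibroblastic 2-like share stayed within its interval in all 7 alternatives, between 1.60% and 1.83%, and so did *Srebf2* in both fibroblastic classes in all 10. The female share of immune-like, mesothelial-like and fibroblastic 1-like cells also did not move in its 7 alternatives. Neither did the number of cells with both T cell and B cell transcripts. A sex call at 2 UMIs, which was not among these alternatives, moved each of these female shares, to 97.8%, 66.5% and 77.3%.

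With the upper limit at 100000 UMIs, shares were 4.34% exocrine-like, 4.70% acinar-like, 48.5% fibroblastic 1-like, 5.69% mesothelial-like, 16.3% immune-like and 4.07% endothelial-like, with 5.96% in mixed clusters, and 22 cells held 10 UMIs or more of a hormone gene against 5. With the lower limit at 1500 UMIs, shares were 3.51% exocrine-like, 4.62% acinar-like, 54.7% fibroblastic 1-like, 2.69% proliferative fibroblastic-like, 5.94% mesothelial-like, 14.1% immune-like, 0.636% Schwann-like and 2.95% red blood cell-like, with 5.51% in mixed clusters, and mural genes summed to 5126 CPM in fibroblastic 2-like cells. A higher floor removes the shallower classes by construction. A mitochondrial limit of 5% gave 2.52% exocrine-like and 52.4% fibroblastic 1-like cells.

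Removing Scrublet doublets gave 2.59% exocrine-like, 4.94% acinar-like, 53.7% fibroblastic 1-like, 2.38% proliferative fibroblastic-like and 4.69% mesothelial-like cells, with 3.31% in mixed clusters and 3 hormone-rich cells. A resolution of 1.0 gave 2.59% proliferative fibroblastic-like cells and 5.97% in mixed clusters. At a resolution of 0.2 there was no acinar-like cluster and so no acinar-like value, the exocrine-like class held 6.85% of cells with *Scap* at 25.0 CPM, immune-like cells made up 19.3% and mixed clusters 3.62%. The joint acinar-like and exocrine-like share was 6.85% at both resolutions, so the split between these classes, not their sum, depends on it. With 20 components the proliferative fibroblastic-like share was 2.85%. A resolution of 1.0 among immune-like cells gave 47.2% T cell-like cells.

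Leaving digestive enzyme UMIs out of the denominator raised *Scap* to 60.9 CPM in exocrine-like and 32.3 CPM in acinar-like cells, which follows from the smaller denominator. Subtracting the ambient profile lowered *Scap* in acinar-like cells to 0.496 CPM. Across 9 alternatives the acinar-like level of *Scap* thus ran from 0.496 to 32.3 CPM. With 17 UMIs behind it, this level cannot be told from 0 when the ambient profile is subtracted. Asking for 2 UMIs of a marker gave 72.4% of exocrine-like and 92.6% of acinar-like cells with acinar markers alone, and 26.6% and 7.44% with both kinds.

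Among the other values, which are CPM and detected shares of single genes, thinning moved 149 of 165, as it lowers every detected share by construction. The ambient profile moved 106 of 161, the upper limit 80 of 327, the lower limit 76 of 327, a resolution of 0.2 56 of 262, the enzyme-free denominator 51 of 141 and the mean of per-cell CPM 36 of 161. Scrublet moved 23, the mitochondrial limit 9, a resolution of 1.0 4 and 20 components 3 of 327 each. Depth also limits some single genes, such as *Srebf1*, which rested on 14 UMIs in acinar-like and 7 in fibroblastic 2-like cells.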

Differences from the paper's values

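The paper's shares of cell types were read by eye from its figures. Cell names were rebuilt here from markers, and the 5.00% of cells in mixed clusters and the 20.9% of unnamed immune-like cells stand in no named class, so part of any difference can lie in the names.

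The acinar share was 3.85% here against the paper's about 8% in Fig. 5C. It lay between 3.72% and 4.94% in the alternatives that gave an acinar-like cluster, and none of the alternatives set before the data were examined closed the gap. The exocrine share was 3.00% against the paper's about 6% in Fig. 5C. With the upper limit at 100000 UMIs it was 4.34%, and at a resolution of 0.2, where no acinar-like cluster separates, it was 6.85%. The first brings the values to within 1.5 times of each other. The second does so as well, but its class holds the acinar-like cells too and is not the same measure. The other alternatives left the gap. Both classes together made up 6.85% against the paper's about 14%, the sum of its acinar and exocrine values in Fig. 5C, and between 6.37% and 9.03% in the alternatives set before the data were examined, none of which closed this gap. The proliferative fibroblastic share, 3.48% against the paper's about 5% in Fig. 5C, was within 1.5 times of it here, and so it was with the upper limit at 100000 UMIs, at 3.73%, and at a resolution of 0.2, at 3.37%. In the other 5 of the 7 alternatives, between 2.38% and 3.32%, it was not. The macrophage share of immune cells was 4.77% against the paper's about 8% in Supplementary Fig S5F, and neither a resolution of 1.0 among immune-like cells, at 4.72%, nor the removal of Scrublet doublets, at 4.96%, closed it.

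The Supplementary Methods retain cells with fewer than 10000 UMIs, while the UMI axis of Supplementary Fig S5A, drawn after the cutoffs, reaches about 100000, read by eye. Supplementary Fig S5G shows a lymphocyte class with both T cell and B cell transcripts. The paper gives lymphocytes as elevated in the *Scap* Δpanc sample, which was not analysed here, so this class need not appear in the *Scap* f/f library. No cluster with both was found here, and 50 cells (0.494%) had at least 2 UMIs of each set.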

Other observations

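The tests of *Malat1* in acinar-like droplets and of *Srebf1*, and of *Scap* and *Srebf2*, apart from one another, and the sums of stellate genes without *Fgf10* or *Hand2*, were chosen only after the result was seen, and so were *Neat1*, *Kcnq1ot1*, *Ftx*, *Jpx*, *Actb*, *Eef1a1* and *Rpl13*. The test of free RNA in cells with both T cell and B cell transcripts took its present form after a first form, in which 1 of 6044 non-lymphoid cells held 2 UMIs of each set, had been seen. The other tests were set down before, but how large a value had to be to count for or against an explanation was settled after the values had been seen.

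Fibroblastic 2-like cells, named by *Acta2* and other markers, carried genes of pericytes and vascular smooth muscle. The list *Rgs5*, *Notch3*, *Kcnj8*, *Abcc9*, *Cspg4*, *Higd1b*, *Myh11*, *Cnn1* and *Vtn*, of which *Rgs5*, *Notch3* and *Myh11* are also naming markers, summed to 5322 CPM (95% interval 5127 to 5524) against 162 CPM (156 to 169) in fibroblastic 1-like cells, a ratio of 32.8, and all 9 genes were higher. Of those that named nothing, *Kcnj8* had 91.5 CPM (67.5 to 121) against 11.7 (10.1 to 13.5) and *Cspg4* 137 CPM (107 to 173) against 11.2 (9.62 to 12.9). The stellate genes *Lrat*, *Hgf*, *Reln*, *Ngfr*, *Gfap*, *Hand2* and *Fgf10* summed to 196 CPM (160.3 to 238) against 285 CPM (276.5 to 293), but *Fgf10* decides this order. Without it the sums were 169.7 CPM (136 to 209) and 128 CPM (122 to 133.5). Leaving out *Hand2* instead gave 70.6 CPM (49.7 to 97.3) and 213 CPM (206 to 220.3), so these sums depend strongly on single genes. *Reln* and *Hand2* were higher in fibroblastic 2-like cells, and *Gfap* had no UMI in either class. A candidate explanation is that this class holds many mural cells of vessels. Whether it also holds stellate cells is left open by these genes. Endothelial-like cells also had mural transcripts, at 2663 CPM (2578 to 2751).

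Acinar-like droplets held few nuclear transcripts. The digestive enzymes taking UMIs cannot be the whole cause, since per UMI that is not of an enzyme *Malat1* was still at 0.154 of the exocrine-like level (0.144 to 0.165). *Neat1*, *Kcnq1ot1*, *Ftx* and *Jpx* together stood at 0.0961 of it (0.0715 to 0.127), while the cytoplasmic transcripts *Eef1a1* and *Rpl13* stood at 1.59 and 1.64. The median mitochondrial share was 0.693% against 2.26%. A candidate explanation is that many of these droplets hold fragments of acinar cells without a nucleus. Acinar cells with a large cytoplasm and little nuclear RNA would look alike and were not tested, so the number of acinar-like barcodes may not be a number of cells.

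*Scap*, *Srebf1* and *Srebf2* together were lower in acinar-like than in exocrine-like cells, at a ratio of 0.404 over all UMIs and 0.679 (0.485 to 0.940) per UMI that is not of an enzyme. Dilution by enzyme transcripts is therefore argued against as the whole cause. For *Scap* and *Srebf2* the ratio was 0.603 (0.408 to 0.876). For *Srebf1* it was 1.04 (0.497 to 2.12), an interval that holds both 1 and its ratio of 0.622 over all UMIs, so 14 and 23 UMIs are too few to decide. *Actb* had a ratio of 0.738, and since ribosomal transcripts went the other way, a ratio of this size does not single out these genes.

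Digestive enzyme transcripts reached every immune-like cell and took 2.61% of their UMIs. Across 39 enzyme genes their UMIs in immune-like and acinar-like cells had a Spearman's rho of 0.992, computed across genes, which are not independent replicates, and all 17 genes with over 1% of the enzyme UMIs of acinar-like cells had proportions within 2-fold. This is consistent with free RNA from lysed acinar cells.

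The 50 cells with both T cell and B cell transcripts had a median of 3859 UMIs, against 3518 for the sum of the medians of T cells (1955) and B cells (1563). Doublets cannot be told apart from single cells here, since Scrublet marked 5 of them, against 10.5% of cells with T cell and 10.1% of cells with B cell transcripts alone, and 7.60 were expected from random pairing at 8% doublets. Free RNA is argued against, since 0.232% of non-lymphoid cells (0.127 to 0.388) had 2 UMIs of the B cell genes, against 4.45% of cells with 2 T cell UMIs (3.32 to 5.82), at median depths of 2685 and 2018 UMIs.

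The proliferative fibroblastic-like cluster was 80.7% female (75.2 to 85.5). Immune cells within it may explain part of this. Without a *Ptprc* UMI 70.9% were female (62.9 to 78.1), between the whole cluster and the 61.2% of fibroblastic 1-like cells, and with one 95.8% were (89.7 to 98.8). Immune cells without a *Ptprc* UMI keep this open.

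In the tumour sheets of the paper's Supplementary Table S7, of which the first 1999 of 31769 and of 31756 rows were at hand, *Xist* was listed in 50.5% of epithelial and 62.9% of fibroblast nuclei of the first group and in 0% of the second by the paper's values. *Eif2s3y* was listed in 10.4% and 22.0% of epithelial nuclei. The sex of each tumour's donor mouse was not examined, and these nuclei were not analysed here.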
